# SIKs control osteocyte responses to parathyroid hormone

**DOI:** 10.1038/ncomms13176

**Published:** 2016-10-19

**Authors:** Marc N. Wein, Yanke Liang, Olga Goransson, Thomas B. Sundberg, Jinhua Wang, Elizabeth A. Williams, Maureen J. O'Meara, Nicolas Govea, Belinda Beqo, Shigeki Nishimori, Kenichi Nagano, Daniel J. Brooks, Janaina S. Martins, Braden Corbin, Anthony Anselmo, Ruslan Sadreyev, Joy Y. Wu, Kei Sakamoto, Marc Foretz, Ramnik J. Xavier, Roland Baron, Mary L. Bouxsein, Thomas J. Gardella, Paola Divieti-Pajevic, Nathanael S. Gray, Henry M. Kronenberg

## Abstract

Parathyroid hormone (PTH) activates receptors on osteocytes to orchestrate bone formation and resorption. Here we show that PTH inhibition of *SOST* (sclerostin), a WNT antagonist, requires HDAC4 and HDAC5, whereas PTH stimulation of RANKL, a stimulator of bone resorption, requires CRTC2. Salt inducible kinases (SIKs) control subcellular localization of HDAC4/5 and CRTC2. PTH regulates both HDAC4/5 and CRTC2 localization via phosphorylation and inhibition of SIK2. Like PTH, new small molecule SIK inhibitors cause decreased phosphorylation and increased nuclear translocation of HDAC4/5 and CRTC2. SIK inhibition mimics many of the effects of PTH in osteocytes as assessed by RNA-seq in cultured osteocytes and following *in vivo* administration. Once daily treatment with the small molecule SIK inhibitor YKL-05-099 increases bone formation and bone mass. Therefore, a major arm of PTH signalling in osteocytes involves SIK inhibition, and small molecule SIK inhibitors may be applied therapeutically to mimic skeletal effects of PTH.

## Abstract (web summary)

Parathyroid hormone (PTH) is an endogenous hormone and osteoporosis therapeutic that suppresses sclerostin activity. Here the authors develop SIK inhibitors as potential therapeutic tools and use them to show that PTH-cAMP signalling in osteocytes inhibits SIK2 from driving Hdac4/5 nuclear shuttling to suppress sclerostin.

Osteoporosis is a serious problem in our ageing population, with fragility fractures costing $25 billion annually^1^. Novel treatments are needed to boost bone mass. Osteocytes, cells buried within bone, orchestrate bone remodelling by secreting endocrine and paracrine factors^2^. Central amongst these are RANKL (encoded by the *TNFSF11* gene), the major osteocyte-derived osteoclastogenic cytokine^3^,^4^ and an FDA-approved osteoporosis drug target, and sclerostin (encoded by the *SOST* gene), an osteocyte-derived WNT pathway inhibitor that blocks bone formation by osteoblasts^5^ and current osteoporosis drug target^6^.

When given once daily, parathyroid hormone (PTH), is the only approved osteoporosis treatment agent that stimulates new bone formation. The proximal signalling events downstream of Gsα-coupled PTH receptor signalling in bone cells are well-characterized^7^, but how cyclic adenosine monophosphate (cAMP) generation in osteocytes is linked to gene expression changes remains unknown. *SOST* and *RANKL* are well-established target genes important for the physiological effects of PTH on osteocytes. Among the mechanisms through which PTH stimulates new bone formation, down-regulation of *SOST* expression in osteocytes plays an important role^8^,^9^,^10^. PTH also stimulates bone catabolism, in large part through stimulation of osteoclastogenesis via inducing *RANKL*^11^,^12^,^13^,^14^, which may limit its therapeutic efficacy.

We have previously described a role for the class IIa histone deacetylase HDAC5 as a negative regulator of MEF2C-driven *SOST* expression, both *in vitro* in Ocy454 osteocytic cells^15^ and *in vivo*^16^. Class IIa HDACs are uniquely endowed with N-terminal extensions that allow them to sense and transduce signalling information^17^. When phosphorylated, class IIa HDACs are sequestered in the cytoplasm via binding to 14-3-3 proteins. When de-phosphorylated, they are able to translocate to the nucleus to inhibit MEF2-driven gene expression^18^. Like class IIa HDACs, cAMP-regulated transcriptional coactivators (CRTC) proteins shuttle from the cytoplasm to the nucleus where they function as CREB coactivators^19^. Both HDAC4/5 and CRTC2 are known substrates of salt inducible kinases (SIKs)^19^,^20^,^21^,^22^, and *SIK3* deficiency in growth plate chondrocytes increases nuclear HDAC4 and delays MEF2-driven chondrocyte hypertrophy^21^.

Here, we show that PTH signalling in osteocytes uses both HDAC5 and the closely related family member HDAC4 to block MEF2C-driven *SOST* expression. In addition, PTH-stimulated *RANKL* expression requires CRTC2. PTH signalling, via cAMP, inhibits SIK2 cellular activity in osteocytes. SIK inhibition, both *in vitro* and *in vivo*, achieved via the small molecule YKL-05-093, is sufficient to mimic many of the effects of PTH, including lower levels of HDAC4/5/CRTC2 phosphorylation, *SOST* inhibition and *RANKL* stimulation. Strikingly, a major arm of PTH signalling in osteocytes involves SIK inhibition, as revealed by RNA-seq analysis of PTH- versus YKL-05-093-treated osteocytes. Finally, we demonstrate that YKL-05-099 (ref. 23), an analogue of YKL-05-093 with properties making it suitable for targeting SIKs *in vivo*, is able to boost osteoblast numbers, bone formation, and bone mass in mice. In summary, our results demonstrate that a PTH receptor/cAMP/SIK/class IIa HDAC/CRTC axis has a crucial role in osteocyte biology.

## Results

### Class IIa HDACs control bone mass through *SOST*

Having previously demonstrated that HDAC5 blocks MEF2C-driven *SOST* expression in osteocytes^16^, we sought to determine whether *HDAC5* and *SOST* interact *in vivo* to control bone mass. Two complementary approaches demonstrated that this was the case. First, compound heterozygosity of *HDAC5* and *SOST* rescued the cortical and trabecular high bone mass phenotype of *SOST*^+/−^ mice (Supplementary Fig. 1A–C). Second, anti-sclerostin antibody treatment rescued the trabecular osteopenia present in *HDAC5*^−/−^ animals (Supplementary Fig. 1D), which have high levels of *SOST* expression^16^.

With evidence that HDAC5 control of *SOST* is physiologically important, we asked if other class IIa HDACs function in osteocytes. We^16^ and others^24^ have previously reported that HDAC5^−/−^ mice display mild trabecular osteopenia. For these studies, we extended our analyses to include the closely related family member *HDAC4* for two reasons. First, endogenous MEF2C immunoprecipitates from Ocy454 cells contained HDAC4 in addition to HDAC5 (Fig. 1a and ref. 16). Second, while no obvious skeletal phenotype was observed when *HDAC4* was deleted from osteocytes using DMP1-Cre^25^, compound deletion of both *HDAC4* and *HDAC5* led to a skeletal phenotype not observed in either single mutant strain, characterized by severe trabecular osteopenia (Supplementary Table 1 and Supplementary Fig. 1F for results of static and dynamic histomorphometry results), increased osteocyte density (Fig. 1b,c), disorganized, ‘woven' cortical bone (Fig. 1d), failure to respond to sclerostin antibody (Supplementary Fig. 1D), and reduced endocortical bone formation (Supplementary Fig. 1E). As we previously reported, mice lacking *HDAC5* alone show mild cancellous osteopenia and reduced markers of bone formation by histomorphometry^16^.

### PTH signals through HDAC4 and HDAC5 to suppress *SOST*

We next asked whether PTH, a known suppressor of *SOST* expression^8^, worked through HDAC4, HDAC5, or both. PTH treatment of Ocy454 cells caused translocation from the cytosol to the nucleus of both HDAC4 and HDAC5 (Fig. 2a). When phosphorylated, class IIa HDACs are predominantly cytoplasmic through retention by 14-3-3 proteins^17^. When dephosphorylated, class IIa HDACs translocate to the nucleus where they potently inhibit MEF2-driven gene expression in muscle^26^,^27^. In neurons, HDAC5 nuclear import is additionally inhibited by *CDK5*-mediated phosphorylation at S279 (ref. 28). PTH signalling reduced phosphorylation of HDAC4 at S246/S632 and, to a lesser extent, HDAC5 at S259/S279 (Fig. 2b, Supplementary Fig. 2A). Others have over-expressed *HDAC5* in a rat osteosarcoma cell line to demonstrate that mutation of these serines to alanine led to PTH-independent nuclear import^29^. PTH-induced loss of phosphorylation and nuclear translocation of HDAC4/5 requires cAMP signalling, as evidenced by the fact that these events did not occur in cells lacking Gsα via CRISPR/Cas9-mediated genome editing (Fig. 2c,d, and Supplementary Fig. 2B–E). As previously described^15^,^30^,^31^, Gsα deficiency significantly increases sclerostin production by osteocytes. However, reducing MEF2C levels via shRNA or by over-expressing a constitutively nuclear super-repressor form of HDAC5 rescued this phenotype (Supplementary Fig. 2F–I), consistent with the model that Gsα deficiency increases sclerostin production via a gain-of-function MEF2C phenotype.

To determine the roles of HDAC4/5 in mediating PTH actions, we generated osteocytes lacking HDAC4 (via CRISPR/Cas9-mediated deletion, Supplementary Fig. 3A–E), HDAC5 (via lentiviral-mediated shRNA) or both (Fig. 2e). While cells lacking HDAC4 or HDAC5 alone showed normal suppression of *SOST* expression in response to PTH, deletion of both HDAC4 and HDAC5 abolished PTH-induced *SOST* down-regulation (Fig. 2f, left). Importantly, HDAC4/5-deficient cells showed preserved PTH-induced *RANKL* up-regulation (Fig. 2f, right). Chromatin IP revealed that PTH signalling reduces MEF2C binding to the +45 kB downstream *SOST* enhancer (Fig. 2g); this occurs rapidly, at time points before observed reductions in *MEF2C* mRNA levels (Supplementary Fig. 3F and refs 32, 33). HDAC4/5-deficient cells showed increased MEF2C binding at baseline, and failed to reduce MEF2C *SOST* enhancer occupancy in response to PTH (Fig. 2h).

To determine the relevance of *HDAC4/5* in mediating PTH actions *in vivo*, *HDAC4/5*-deficient mice were treated with PTH, and acute effects were measured 90 min later. While bone *RANKL* levels increased comparably across all four genotypes (*WT, HDAC5*^*−/−*^*, HDAC4f/f;DMP1-Cre, and HDAC4f/f;HDAC5*^*−/−*^*;DMP1-Cre*), *HDAC4/5*-deficient mice were unique in that *SOST* levels failed to decrease following PTH treatment (Fig. 3a,b). At the protein level, PTH administration significantly decreased the numbers of sclerostin-immunoreactive cortical osteocytes in all genotypes tested except in *HDAC4/5*-deficient animals (Fig. 3c,d). Taken together, these results indicate that HDAC4 and HDAC5 are downstream of PTH receptor signalling, and are required for PTH-mediated *SOST* suppression, both *in vitro* and *in vivo*.

While *SOST* is a well-studied PTH target genes, it represents a small portion of the transcriptome regulated by parathyroid hormone (see below). Underscoring this point, once daily intermittent PTH treatment leads to comparable gains in trabecular bone density in mice lacking *HDAC4* in osteocytes, *HDAC5* or both (Supplementary Fig. 4A). Therefore, although class II HDACs are required for acute PTH-induced changes in *SOST* expression, other signalling arms and target genes downstream of the PTH receptor must exist that are important for the pharmacologic effects of this hormone.

### SIK2 is inhibited by PTH and required for PTH signalling

We next addressed the signalling mechanisms used between activation of the PTH receptor and decreased phosphorylation of HDAC4/5. In chondrocytes *in vitro*, PTHrP drives HDAC4 into the nucleus via PP2A-mediated dephosphorylation, which can be blocked by okadaic acid^34^. Surprisingly, okadaic acid did not block PTH-mediated decreased *HDAC4/5* phosphorylation or *SOST* suppression in Ocy454 cells (Supplementary Fig. 4B,C). Similarly, PTH-induced decreases in HDAC4/5 phosphorylation and *SOST* suppression were intact when PP2A catalytic subunit levels were reduced via shRNA (Supplementary Fig. 4D,E). Okadaic acid and PP2A shRNA efficacy was confirmed in these experiments based on observed increases in HDAC4 S246 phosphorylation (Supplementary Fig. 4B,D). Taken together, these results suggest that, unlike in chondrocytes, in osteocytes PTH-stimulated decreased phosphorylation of HDAC4/5 is not mediated by activation of PP2A.

To explore candidate kinases whose activity might mediate the actions of PTH on HDAC4/5, we examined salt inducible kinases (SIKs), AMPK family members reported to function as class IIa HDAC N-terminal kinases^20^,^35^. Subcellular fractionation experiments revealed that both SIK2 and SIK3 proteins are predominantly cytoplasmic in osteocytes (Supplementary Figure 4F). Combined silencing of both *SIK2* and *SIK3* in Ocy454 cells significantly decreased HDAC4/5 N-terminal phosphorylation (Fig. 4a).

cAMP signalling in adipocytes and hepatocytes inhibits SIK2 activity via protein kinase A (PKA)-mediated phosphorylation, which in turn sequesters SIK2 from its substrates^36^,^37^,^38^. PTH signalling in osteocytes triggered SIK2 phosphorylation at S343, S358 and T484 (Fig. 4b). PKA-mediated SIK3 phosphorylation was not triggered by PTH signalling (Fig. 4b). Notably, PTH-stimulated SIK2 S358 phosphorylation occurred rapidly, faster than the fall in HDAC4/5 phosphorylation levels (Fig. 4c). Importantly, *SIK2*-silenced cells showed normal up-regulation of the PTH target gene *CITED1* (ref. 39) (Fig. 4d). In contrast, PTH-induced decreases in HDAC4/5 phosphorylation (Fig. 4e) and *SOST* suppression (Fig. 4f) did not occur in SIK2-silenced cells. Interestingly, PTH-induced *RANKL* upregulation, an HDAC4/5-independent phenomenon (Figs 2f and 3a) also did not occur in SIK2-deficient osteocytes (Fig. 4g), suggesting that another SIK substrate is involved in PTH-mediated RANKL gene induction. SIK3-deficient cells showed normal PTH responses (Fig. 4d,f,g), as predicted by the fact that this protein is not phosphorylated in response to PTH signalling. cAMP responses to PTH were blunted in SIK2-silenced Ocy454 cells but were clearly present at PTH levels above 4 nM (Supplementary Fig. 4G). Nevertheless, this effect on cAMP levels in response to PTH is unlikely to explain the effects of *SIK2* silencing. Forskolin-induced cAMP up-regulation was normal in SIK2-deficient cells, yet this agent failed to regulate *SOST* or *RANKL* expression in the absence of SIK2 (Fig. 4h).

To determine the relevance of *SIK2* in mediating PTH actions *in vivo*, mice lacking *SIK2* in *DMP1*-expressing cells (including osteocytes) were treated with PTH, and acute effects were measured in bone 120 min later. Figure 4i shows that DMP1-Cre deletion of *SIK2* led to a significant reduction in *SIK2*, but not PTH receptor, mRNA levels in bone. Similar to the results in Ocy454 cells, PTH-induced *CITED1* up-regulation was preserved in *SIK2*^*OcyKO*^ mice (Fig. 4j). However, PTH-induced *SOST* and *RANKL* gene regulation did not occur in the absence of SIK2 (Fig. 4k).

*RANKL* is a known PTH target gene; previous studies have suggested an important role for CREB, through binding to an enhancer 75 kB upstream of the transcription start site^12^,^13^,^14^,^40^,^41^. While CREB itself is not a known SIK substrate, the CRTC CREB coactivator proteins are^19^. All three CRTC proteins are expressed in osteocytes; therefore, levels of each were reduced individually using shRNA. Only *CRTC2* silencing was sufficient to block PTH-induced *RANKL* up-regulation (Fig. 4l). Supplementary Fig. 4J shows that PTH-induced cAMP generation was normal in CRTC2-deficient cells. PTH promoted CRTC2 nuclear translocation in a Gsα-dependent manner (Fig. 2c), and CRTC2 inducibly associated with the −75 kB ‘D5' *RANKL* enhancer^42^ following PTH treatment (Fig. 4m). In summary, these results demonstrate that two key SIK substrates, HDAC4/5 and CRTC2, play major roles in PTH-mediated regulation of *SOST* and *RANKL* expression, respectively.

### SIK inhibitors regulate *SOST* and *RANKL* expression

Gene ablation studies *in vitro* and *in vivo* suggested that SIK2 is required for PTH to regulate *SOST* and *RANKL* expression, and that PTH signalling leads to PKA-mediated SIK2 inhibition. Therefore, we wondered whether acute inhibition of SIK kinase activity in otherwise normal cells or mice would be sufficient to mimic these actions of PTH. HG-9-91-01 is a small molecule kinase inhibitor with demonstrated biologic activity against SIKs in cultured macrophages, dendritic cells and hepatocytes^37^,^38^,^43^,^44^. However, HG-9-91-01 is not SIK-specific and is not suitable for *in vivo* use; therefore, we screened for analogues based on the goals of improved specificity and pharmacokinetics. These efforts ultimately led to the identification of YKL-04-114 and its closely related analogue YKL-05-093 (Fig. 5a). The *K*_d_ of YKL-05-093 for SIK2 is 7.1 nM, and its activity against a panel of 96 recombinant kinases is shown in Supplementary Table 2 (here SIK refers to SIK1 and QSK refers to SIK3) and shown graphically in Supplementary Fig. 5A. YKL-04-114 or YKL-05-093 treatment of Ocy454 cells led to rapid, dose-dependent decreases in HDAC4/5 phosphorylation (Fig. 5b,c), and increased nuclear translocation of HDAC4 and CRTC2 (Fig. 5d). YKL-04-114 caused rapid and potent *SOST* suppression and *RANKL* up-regulation (Fig. 5e) without increasing cAMP levels (Supplementary Fig. 5B). Optimal efficacy at the level of HDAC4/5 phosphorylation (∼1 μM, Fig. 5c) and gene expression (∼0.5 μM, Fig. 5e) occurred at comparable doses.

Importantly, treatment with YKL-05-093 did not decrease HDAC4 S246 phosphorylation or cause *SOST* suppression in osteocytes lacking SIK2 and SIK3 (Fig. 5f,g). In addition, PTH and YKL-05-093-mediated stimulation of *RANKL* expression was abrogated in cells lacking CRTC2 (Fig. 5h). So although YKL-05-093 does target other kinases *in vitro*, its cellular actions studied here depend on the presence of SIK2 and SIK3.

On the basis of our model that YKL-05-093 functions as a SIK inhibitor downstream of PTH-stimulated cAMP generation, one would predict that the inhibitor would regulate gene expression in Gsα-deficient osteocytes. Indeed, YKL-05-093 treatment of Gsα-deficient Ocy454 caused *SOST* suppression and *RANKL* up-regulation with effects similar to forskolin, except, as expected based on its inability to increase cellular cAMP levels (Supplementary Fig. 5B), YKL-05-093 did not increase SIK2 S358 phosphorylation (Fig. 5i,j).

### Small molecule SIK inhibitors mimic PTH action *in vitro*

The ability of YKL-05-093 to mimic the effects of PTH with respect to *SOST* and *RANKL* gene regulation supports the hypothesis that the actions of YKL-05-093 might mimic the effects of PTH on many genes. We therefore performed RNA-seq on Ocy454 cells treated for four hours with vehicle, PTH (1 nM) or YKL-05-093 (0.5 μM) to determine the overlap in global gene regulation by these two agents. 

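Ocy454 is a mouse cell line with the properties of osteocytes, and YKL-05-093 is a small-molecule inhibitor of the salt-inducible kinases. The cells had been cultured for 14 days at 37 °C before the treatment of 4 h, and each of the 3 conditions has 2 libraries. RNA was depleted of ribosomal RNA and made into directional libraries. The authors mapped the reads with STAR to mm10/GRCm38 and counted them per gene with HTSeq and Ensembl release 75. They deposited the values as RPKM (reads per kilobase of gene, scaled to the reads of the library), without a log and without scaling between libraries.

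The reads behind each RPKM were worked back from the deposited values, because the RPKM of 1 gene in 1 library is a whole number of equal steps of 1 read each. All 26214 genes above 0 in any library came out as whole reads in each of the 6 libraries. The search for gene lengths and library totals was set to achieve this, so it does not check the recovery. In simulated libraries, the reads of 99.0% of genes were recovered exactly. The library totals recovered from the deposited values were 17505798 and 27983585 reads for the vehicle libraries. They were 21607344 and 19073347 for PTH, and 20285143 and 20742857 for YKL-05-093. A value of 3 reads or fewer was treated as the floor of detection.

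Differential expression was tested with limma on log2(RPKM + 0.1), separately for each comparison of 2 conditions, over the 14264 genes with at least 0.5 RPKM in at least 2 of the 6 libraries. The spread was modelled on the mean log2 number of recovered reads, and p-values were adjusted by the method of Benjamini and Hochberg. These settings were picked by simulation after the calls of several settings on the deposited values had been seen. Genes were called regulated at an adjusted p-value under 0.05 and a change of more than 2-fold. Because of the pseudocount of 0.1 RPKM, these fold changes understate the change of genes with low values. With 2 libraries against 2, an exact two-sided permutation test cannot give a p-value below 0.333, so the adjusted p-values rest on the spread that limma shares across genes. The replicates were not equally close. Across the tested genes, the median absolute log2 difference between replicates was 0.333 for vehicle, 0.108 for PTH and 0.103 for YKL-05-093, so both comparisons with vehicle carry the wider spread of the vehicle pair.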

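In the limma fits, 272 genes were regulated by PTH against vehicle, 156 of them higher and 116 lower. YKL-05-093 regulated 95 genes against vehicle, 56 higher and 39 lower. Without the filter on low values, which moved these counts most, 0 genes passed in either comparison, while 2343 genes for PTH and 1734 for YKL-05-093 had an unadjusted p-value under 0.05.

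Among regulated genes with a mean of at least 50 reads and no overlap between the groups' libraries, Tnfsf11 and Rasl10b were among those that rose most after PTH, and Smpd3, Nuak1 and Ahrr fell most. Rasl10b, Vdr and Nr4a1 rose most after YKL-05-093, and Dusp6, Egr2 and Spry4 fell most. Rasl10b (ENSMUSG00000020684) had 0.0892 ± 0.0253 RPKM (SD, n = 2) in vehicle, from 5 and 12 reads, 2.79 ± 0.0896 RPKM after PTH and 4.83 ± 0.223 RPKM after YKL-05-093. Its log2 fold change was 3.94 for PTH (standard error 0.24, adjusted p = 0.000991 from limma) and 4.71 for YKL-05-093 (standard error 0.23, adjusted p = 0.00121 from limma). Vdr (ENSMUSG00000022479) went from 3.86 ± 0.779 RPKM in vehicle to 58.2 ± 1.91 after PTH and 54.8 ± 0.0977 after YKL-05-093, log2 fold changes of 3.90 and 3.81. Smpd3 (ENSMUSG00000031906) fell by 3.46 on the log2 scale after PTH (standard error 0.17, adjusted p = 0.000456 from limma). Its change of -0.66 after YKL-05-093 did not pass (adjusted p = 0.34 from limma), and the 2 treatments differed in the direct comparison by -2.80 (adjusted p = 7.41e-11 from limma). Exons of Prmt7 overlap Smpd3 on the opposite strand in the annotation, and the methods do not say whether the counting used the strand.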

Significantly 446 genes were (>2 fold, FDR<0.05) regulated by PTH, and 257 genes were significantly regulated by YKL-05-093. Of the 446 PTH-regulated genes, 142 (32%) were co-regulated in the same direction by YKL-05-093 (Fig. 6a,b, Supplementary Table 3 for differentially expressed genes and Supplementary Dataset 1 for all RNA-seq data). This significant overlap was not due to random chance (Supplementary Fig. 6A,B). 

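Of the 272 genes regulated by PTH in these fits, 58 were also regulated by YKL-05-093 in the same direction, which is 21.3% (Wilson 95% interval from 16.9% to 26.6%). The number of genes regulated in opposite directions was 0, and 11 genes moved in opposite directions at an unadjusted p-value under 0.05 in both comparisons, against 759 genes that moved in the same direction at that level. The shared vehicle libraries favour the same direction even without an effect. These counts at unadjusted p-values were not simulated without an effect, so they do not measure how alike the responses are. Without the filter on low values, 0 genes were called and there is no share. Otherwise, it was moved most by modelling the spread on the mean value in place of the number of reads, to 3.13%, with 6 genes called for YKL-05-093.

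The same direction was also seen beyond the shared calls. After YKL-05-093, 257 of the 272 PTH-regulated genes (94.5%) moved in the direction of their PTH response. Both responses are measured against the same vehicle libraries, which raises such a share even without an effect. In 50 simulations with PTH as observed, YKL-05-093 unchanged and each condition with the spread of its own pair of libraries, the share had a median of 70% and ranged from 45.5% to 79.1%. A median of 91 genes was called for PTH in these simulations, fewer than the 272 observed. Each gene was drawn alone, so a trend with gene length that moves many genes together in a vehicle library was left out. The error of the real vehicle means entered the simulated PTH change and not that of YKL-05-093. The simulated share may therefore be too low and its range too narrow.

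A gene regulated by PTH and not by YKL-05-093 need not differ between them. Of the 214 genes regulated by PTH alone, 79.0% had an adjusted p-value under 0.05 in the direct limma comparison of PTH with YKL-05-093, with the larger change after PTH, and 45 did not differ there. Among the 58 co-regulated genes, 31 differed between the treatments.

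**Figure D1:**
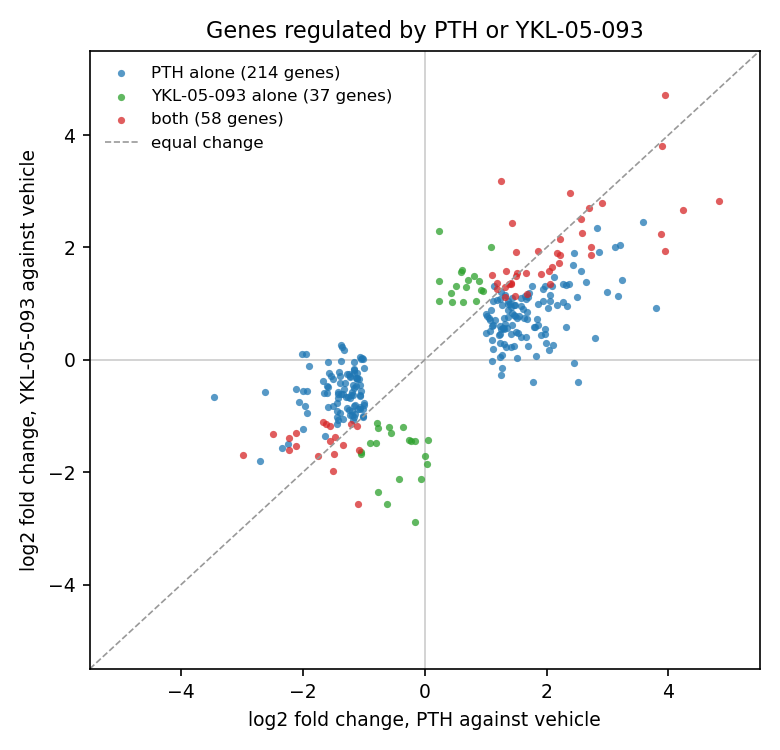
Log2 fold change after PTH (horizontal) and after YKL-05-093 (vertical), both against vehicle, on the log2(RPKM + 0.1) scale, for the genes regulated by either. Each point is a gene, and the 58 co-regulated genes lie in the lower left and upper right quadrants.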

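Chance was assessed with a one-sided hypergeometric test (exact) over the 14252 genes tested in both comparisons. For higher genes, 39 were shared between the 156 of PTH and the 56 of YKL-05-093, where 0.613 would be shared by chance (exact p = 1.69e-65). For lower genes, 19 were shared between 116 and 39, where chance gives 0.317 (exact p = 2.58e-30). The test treats genes as independent, which co-expressed genes are not. Leaving out the filter on low values moved this most, since 0 genes were then called in either comparison. Modelling the spread on the mean value left 5 shared higher and 0 shared lower genes, although 353 genes were lower in both comparisons at an unadjusted p-value under 0.05.

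The test also takes the 2 lists as separate experiments, while both rest on the same 2 vehicle libraries. In a test without a shared library, chosen after the values had been seen, the 272 genes with the largest change after PTH against 1 vehicle library, among genes with a mean of at least 50 reads, were read for YKL-05-093 against the other vehicle library. By more than 2-fold, 80 of them moved in the direction of the PTH change and 0 in the other when chosen with vehicle replicate 1, and 87 and 1 when chosen with vehicle replicate 2.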

Gene ontology analysis for the genes regulated by both PTH and YKL-05-093, is shown in Supplementary Fig. S6C,D: many of the co-regulated genes fit into categories of interest such as ‘ossification' and ‘mesenchyme development'.

Overall, six clusters of differentially-expressed genes were identified: those up-regulated by PTH alone (172 genes), YKL-05-093 alone (56 genes) and both PTH and YKL-05-093 (97 genes), and those down-regulated by PTH alone (132 genes), YKL-05-093 alone (59 genes) and both PTH and YKL-05-093 (45 genes). 

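The limma calls gave the same 6 groups in smaller numbers, with 117 genes higher after PTH alone, 17 after YKL-05-093 alone and 39 after both, and 97 genes lower after PTH alone, 20 after YKL-05-093 alone and 19 after both. Fitting all 6 libraries together, which lets the closer treated replicates set the spread, gave 128, 33 and 62 higher genes and 110, 44 and 34 lower genes in the same order.

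A gene from each of these groups is named in Fig. 6c–h. Positions are on GRCm38 from the GENCODE annotation. Fam69c (ENSMUSG00000047992, chromosome 18 from 84719236 to 84740436) had 0.215 ± 0.042 RPKM (SD, n = 2) in vehicle, 1.62 ± 0.0453 after PTH and 0.212 ± 0.103 after YKL-05-093, from between 8 and 99 reads per library, and exons of D030046N08Rik overlap it on the opposite strand. Its log2 fold change was 2.45 for PTH (standard error 0.26, adjusted p = 0.00502 from limma) and -0.05 for YKL-05-093, where leaving out 1 library moved it between -0.39 and 0.29. Adamts1 (ENSMUSG00000022893, chromosome 16 from 85793827 to 85803113) had 12.5 ± 2.56 RPKM in vehicle, 14.6 ± 0.905 after PTH and 32.9 ± 1.07 after YKL-05-093. The rise after YKL-05-093 was 1.40 on the log2 scale (adjusted p = 0.034 from limma), and it was 0.23 after PTH (adjusted p = 0.702). Wnt4 (ENSMUSG00000036856, chromosome 4 from 137277489 to 137299726) went from 0.451 ± 0.098 RPKM in vehicle to 8.32 ± 1.17 after PTH and 1.99 ± 0.0808 after YKL-05-093. Both rises passed (log2 fold changes of 3.94 and 1.93, adjusted p = 0.000537 and 0.02 from limma), and PTH exceeded YKL-05-093 by 2.00 (adjusted p = 7.07e-09).

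Klhl30 (ENSMUSG00000026308, chromosome 1 from 91351016 to 91362416) had 3.13 ± 0.173 RPKM in vehicle, 0.734 ± 0.00305 after PTH and 3.36 ± 0.0253 after YKL-05-093. It fell by 1.95 on the log2 scale after PTH (adjusted p = 0.00364 from limma) and changed by 0.10 after YKL-05-093. Dusp6 (ENSMUSG00000019960, chromosome 10 from 99263231 to 99267489) had 9.05 ± 0.279 RPKM in vehicle, 8.15 ± 0.979 after PTH and 1.13 ± 0.13 after YKL-05-093, a log2 fold change of -2.90 with YKL-05-093 (adjusted p = 0.00229 from limma) and -0.15 with PTH (adjusted p = 0.771). Cd200 (ENSMUSG00000022661, chromosome 16 from 45382135 to 45409053) had 5.22 ± 0.28 RPKM in vehicle, 1.03 ± 0.0308 after PTH and 1.67 ± 0.432 after YKL-05-093. The log2 fold changes were -2.24 and -1.61 (adjusted p = 0.00148 and 0.031 from limma). The calls of Adamts1 and Cd200 for YKL-05-093 were lost with the filter lowered to 0.1 RPKM (adjusted p = 0.052 and 0.0511), and that of Adamts1 with a pseudocount of 1. Across all alternatives, the adjusted p-value for YKL-05-093 ranged from 7.85e-05 to 0.2 for Adamts1 and from 1.74e-08 to 0.202 for Cd200. The calls of Adamts1, Wnt4 and Cd200 for YKL-05-093 were lost with the spread modelled on the mean value, and their calls against vehicle were all lost without a filter on low values.

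**Figure D2:**
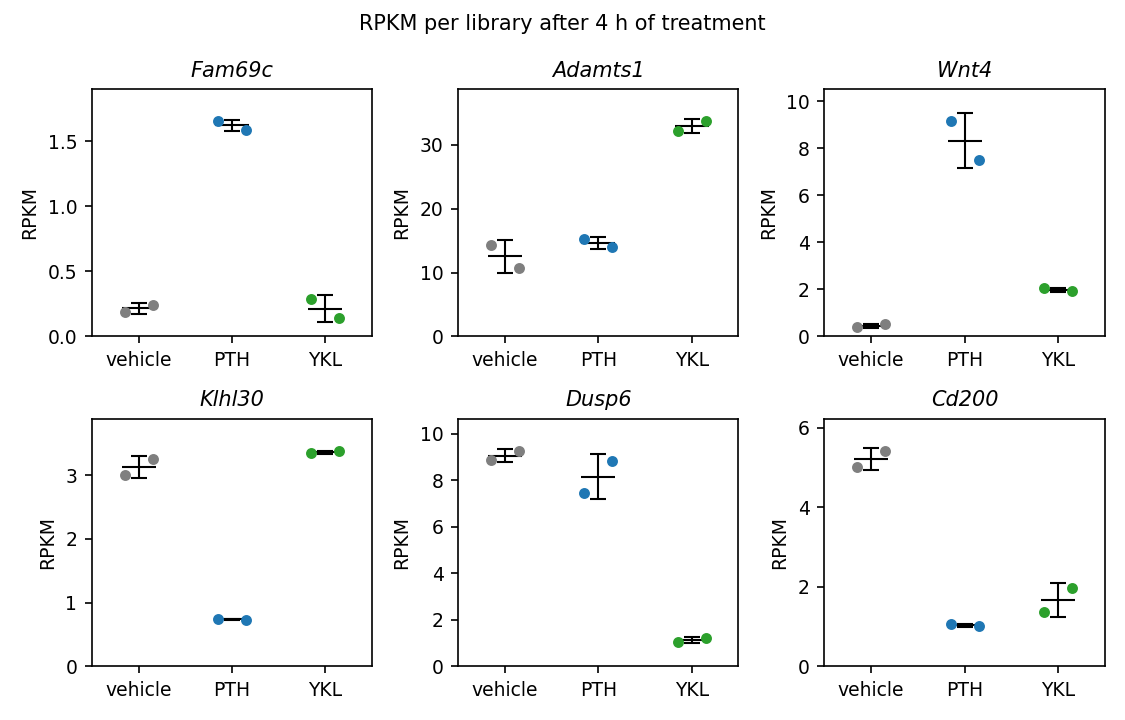
RPKM of the named genes in vehicle, PTH and YKL-05-093 (labelled YKL), with a point for each library, the mean as a horizontal line and the SD as error bars (n = 2 per condition). Dusp6 is low only after YKL-05-093, at 1.13 RPKM, and Klhl30 only after PTH, at 0.734 RPKM.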

The appropriateness of gene categorization was assessed for selected genes from each of these six clusters (*FAM69C*, *ADAMTS1*, *WNT4*, *KLHL30*, *DUSP6* and *CD200*, respectively) by Quantitative reverse transcription PCR (RT-qPCR) from independently-generated samples (Fig. 6c–h). While YKL-05-093 regulation of many of its target genes not co-regulated by PTH did occur in cells lacking SIK2 and SIK3 (Supplementary Fig. 6E), regulation of *WNT4* and *CD200* (genes co-regulated by both PTH and YKL-05-093) by YKL-05-093 did not occur in SIK2/3 deficient cells (Fig. 6i,j). In total, 13/19 genes measured showed *SIK2/3*-dependent regulation by YKL-05-093, while 6/19 genes measured showed regulation by YKL-05-093 independent of the presence of *SIK2/3* (Fig. 6i,j, Supplementary Fig. 6E). Taken together, these results demonstrate that a major arm of PTH signalling in Ocy454 cells can be mimicked by SIK inhibition.

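Tnfsf11 (ENSMUSG00000022015), which encodes RANKL, had 0.315 ± 0.0609 RPKM (SD, n = 2) in vehicle, from 14 and 17 reads, 11.6 ± 1.41 RPKM after PTH and 2.83 ± 0.369 RPKM after YKL-05-093. Its log2 fold change was 4.82 for PTH (standard error 0.21, adjusted p = 0.000456 from limma) and 2.82 for YKL-05-093 (standard error 0.26, adjusted p = 0.00942 from limma). The direct comparison put PTH above YKL-05-093 by 2.00 (adjusted p = 2.64e-08 from limma). Sost, which encodes sclerostin, had 0, 3, 0, 0, 1 and 2 reads in the vehicle, PTH and YKL-05-093 libraries in turn, all at or under the floor, so no change was detectable at this depth.

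Across the 14252 genes tested in both comparisons, the log2 fold changes for PTH and YKL-05-093 had a Pearson's r of 0.644. Genes are not independent replicates, and the shared vehicle libraries alone give a positive value. Simulations with PTH as observed, YKL-05-093 unchanged and the spread of each condition had a median r of 0.451. They drew each gene alone and left out trends with gene length, so this value may be too low. With PTH against 1 vehicle library and YKL-05-093 against the other, r was 0.144 and 0.174 in the 2 arrangements. These 2 values can be too low. Against the treated libraries, vehicle replicates 1 and 2 had opposite trends with gene length (Spearman's rho of 0.444 and -0.189). In the direct comparison of the treatments, 172 genes differed, 105 higher with PTH and 67 lower. Calling on the adjusted p-value alone, without the limit of 2-fold, moved this count most, to 1421.

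The paper reasons from the genes that PTH and YKL-05-093 change alike in these libraries, and from the loss of YKL-05-093 effects on several of them in SIK2/3-deficient cells, which were not analysed here, and concludes that SIK inhibition mimics a large part of PTH signalling in Ocy454 cells.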

### YKL-05-093 mimics PTH actions *in vivo*

While YKL-04-114 and YKL-05-093 had comparable activity *in vitro,* YKL-05-093 showed improved stability when exposed to murine hepatic microsomes *in vitro* (Supplementary Fig. 7). Therefore, mice were treated with YKL-05-093 and effects on gene expression in bone were assessed 2 h later. Similar to acute PTH administration (Fig. 3), intraperitoneal YKL-05-093 administration led to dose-dependent *SOST* suppression and *RANKL* up-regulation in osteocyte-enriched bone RNA (Fig. 7a,b). This was accompanied by reductions in sclerostin protein levels measured by immunohistochemistry (Fig. 7c). Finally, expression of genes identified by RNA-Seq as co-regulated by PTH and YKL-05-093 *in vitro* were measured: as shown in Fig. 7d–i, *in vivo* 20 umol kg^−1^ YKL-05-093 treatment leads to significant regulation of *VDR*, *WNT4*, *NR4A2*, *NUAK1*, *PDGFA* and *CD200* expression in the directions predicted from the *in vitro* experiments. Therefore, acute YKL-05-093 treatment *in vitro* and *in vivo* engages a program of gene expression quite similar to one used by parathyroid hormone, thus identifying SIK inhibition as an important mechanism used by PTH to regulate gene expression in osteocytes.

### SIK inhibitors boost bone formation and bone mass *in vivo*

Efforts to determine the skeletal effects of prolonged once daily YKL-05-093 administration were unsuccessful due to toxicity associated with repeated dosing. Therefore, we turned our attention to the recently-described and highly-related compound YKL-05-099 (ref. 23). Developed in parallel efforts to design SIK inhibitors suitable for *in vivo* use, YKL-05-099 is well-tolerated and achieves free serum concentrations above its IC_50_ for SIK2 (34 nM) for >16 h (ref. 23).

First, *in vitro* experiments were performed to characterize the effects of YKL-05-099 in Ocy454 cells. In these experiments, YKL-05-099 was compared side-by-side with YKL-05-093. As expected, YKL-05-099 leads to dose-dependent reduction in HDAC4 S246 phosphorylation (Fig. 8a). Furthermore, YKL-05-099 treatment causes *SOST* down-regulation and *RANKL* up-regulation in a SIK2/3-dependent manner (Fig. 8b). Like YKL-05-093, acute intraperitoneal administration of YKL-05-099 *in vivo* leads to *SOST* down-regulation and *RANKL* up-regulation (Fig. 8c).

Male mice were then treated with vehicle or YKL-05-099 (6 mg kg^−1^) once daily via intraperitoneal injection for 2 weeks. Bone RNA from these animals revealed that *RANKL* levels were increased and there was a trend towards reduced *SOST* (Fig. 8d). In addition, genes expressed by osteoblasts (osteocalcin (encoded by the *BGLAP* gene) and *COL1A1*) were significantly increased by YKL-05-099 treatment, suggesting possible positive effects on osteoblastic bone anabolism (Fig. 8d). To determine effects on bone mass and cellular composition/activity, static and dynamic histomorphometry were performed. Indeed, once daily YKL-05-099 treatment increased cancellous bone mass (Fig. 8e) and osteoid surface (Fig. 8f), suggesting accelerated bone formation. Dynamic histomorphometry revealed that YKL-05-099 led to increased mineralizing surface, a trend towards increased matrix apposition rate, and increased bone formation rate (Fig. 8g,h,i,l). At the cellular level, YKL-05-099 treatment increased osteoblast numbers (Fig. 8j,m) and reduced osteoclast numbers (Fig. 8k). Other than the observed reduction in osteoclast numbers (see Discussion), these findings are quite similar to the effects of once daily PTH treatment.

## Discussion

PTH is currently the only approved osteoporosis therapy that promotes new bone formation. While its effects on target cells in bone are broad, major target genes in osteocytes responsible for its ability to increase both bone formation and resorption include *SOST* and *RANKL*, respectively. Here we demonstrate that SIKs act as gatekeepers to regulate a major arm of PTH signalling in osteocytes, including (but not limited to) these two important target genes. Tonic SIK activity leads to constitutive phosphorylation and cytoplasmic localization of HDAC4/5 and CRTC2. Activation of protein kinase A, as occurs with activation of the PTH receptor^7^, leads to multisite phosphorylation on SIK2, modifications that inhibit its cellular activity^36^,^38^. This inhibition reduces tonic HDAC4/5 and CRTC2 phosphorylation, which in turn leads to their nuclear localization and action on respective target genes (Fig. 9). Whether this pathway operates in other PTH/PTHrP target cells, such as chondrocytes^45^, renal epithelial cells^46^, T lymphocytes^47^ and adipocytes^48^ remains to be determined.

HDAC4/5 are required for PTH-stimulated *SOST* repression in osteocytes, through effects on MEF2C binding to the +45 kB *SOST* enhancer. Previous overexpression studies have suggested that PTH signalling impinges on the upstream *SOST* enhancer^29^,^49^,^50^: here we show that HDAC4/5 are required for this effect using loss of function approaches *in vitro* and *in vivo*. At later time points, PTH treatment reduces in *MEF2C* mRNA levels^32^,^33^,^51^, in addition to the post-translational effects on DNA binding observed here earlier (Fig. 2g). Similarly, PTH induces both the rapid nuclear translocation of HDAC4 and, at later time points, increases in *HDAC4* mRNA (Fig. 6 and ref. 52). It is interesting that PTH signalling has evolved two complementary mechanisms to inhibit MEF2C activity: HDAC4/5-mediated inhibition of binding of MEF2C to target genes and inhibition of transcription of the *MEF2C* gene. 

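Ocy454 cells treated with PTH for 4 h carry Hdac4 under 2 Ensembl identifiers of release 75. For ENSMUSG00000026313, which lies on chromosome 1 of GRCm38 from 91928779 to 92195699, the values were 8.83 ± 2.96 RPKM (SD, n = 2) in vehicle and 27.3 ± 1.05 after PTH. The log2 fold change was 1.66 (standard error 0.24, adjusted p = 0.0173 from limma), and it ranged from 1.31 to 2.00 with each library left out in turn. Exons of Gm26720 overlap it on the opposite strand. For ENSMUSG00000073617, which the newer annotation used here for positions does not hold, the values were 6.59 ± 2.2 RPKM in vehicle and 21.3 ± 1.38 after PTH, a log2 fold change of 1.72 (standard error 0.24, adjusted p = 0.0145 from limma). The PTH calls of both identifiers were lost with the spread modelled on the mean value (adjusted p = 0.0535 and 0.0502 from limma). They were also lost without a filter on low values (adjusted p = 0.149 and 0.141 from limma).

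After YKL-05-093, the first identifier of Hdac4 had 18.4 ± 0.168 RPKM and a log2 fold change of 1.09 that did not pass (adjusted p = 0.14 from limma). It passed with all 6 libraries in one fit (adjusted p = 0.0439), and with trends in gene length and GC content removed (adjusted p = 0.023), an alternative chosen after the data were seen. Across all alternatives, its adjusted p-value ranged from 0.00272 to 0.489.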

Since *MEF2C* autoregulation is known to occur^53^, future studies will focus on whether class IIa HDACs regulate MEF2C-driven expression of *MEF2C* itself, and other targets of MEF2C in osteocytes^54^.

*HDAC4/5* ‘DKO' mice display several phenotypes not present in either single knockout strain or in mice over-expressing sclerostin^55^ (Supplementary Fig. 1). Notably, sclerostin transgenic mice do not display woven bone and increased osteocyte density, and sclerostin antibody did not increase BMD in DKO animals. Therefore, class IIa HDACs control expression of additional genes in osteocytes that potently regulate skeletal biology. In addition, as evident by the fact that *HDAC4/5* ‘DKO' mice show a preserved bone anabolic effect of intermittent PTH treatment (Supplementary Fig. 4A), class II HDAC/*SOST*-independent pathways that mediate the pharmacologic effects of parathyroid hormone must exist.

Interesting parallels and distinct differences are noted between PTH-mediated *SOST* suppression in osteocytes and PTHrP-mediated suppression of expression of the *Collagen X* gene in growth plate chondrocytes^34^. While both pathways utilize a class IIa HDAC/MEF2 mechanism of action, the signalling events required for HDAC4 nuclear translocation may differ. PTH signalling in osteocytes involves inhibition of SIK activity, while in chondrocytes, PTHrP signalling activates the cAMP-dependent phosphatase PP2A. That being said, a role for SIKs in PTHrP signalling in chondrocytes cannot be excluded given the fact that *SIK3*-deficiency^21^ appears to phenocopy the effects of PTHrP overexpression^56^. Our experiments with okadaic acid and *PP2A* shRNA (Supplementary Fig. 4A–D) argue against a major role for PP2A in mediating PTH signalling in osteocytes. Because the inhibition of HDAC4/5 phosphorylation in response to PTH was substantial, any further action of PTH on PP2A or other phosphatases would be likely to have a modest effect on overall phosphorylation levels.

PTH signalling to regulate *RANKL* expression in osteoblasts and osteocytes has been studied extensively over the past decade. Many investigators have demonstrated a role for a cAMP/CREB pathway via the gene's upstream enhancers^13^,^40^,^42^,^57^. Here we show an additional requirement for the presence of a CREB co-activator, CRTC2, for PTH-induced *RANKL* gene regulation. It is of interest that PTH action requires two pathways, one involving a direct PKA target (CREB) and another that uses PKA-mediated SIK inhibition. Since SIK inhibition, through suppression of *SOST* expression, can also increase bone formation, one can speculate that this use of the SIK pathway ‘forces' PTH action to link bone resorption and bone formation.

A recent report has suggested that, in osteoblasts, PTH signalling promotes proteasomal degradation of HDAC4 that in turn allows MEF2C-driven activation of the *RANKL* promoter^24^. We do not observe changes in HDAC4/5 levels after PTH treatment, which may be explained by the differing time courses and cell types used. We favour a model in which PTH induces *RANKL* expression in osteocytes via its −75 kB enhancer through SIK-dependent CRTC2 nuclear translocation.

The use of SIK inhibitors uniquely allows us to examine the acute effects of changes in SIK enzyme activity in cells and mice. These experiments show that the effects of SIK inhibition are rapid enough to mediate the effects of PTH on *SOST* and *RANKL* expression. In this way, though the inhibitors are less specific than gene knockout or shRNA-mediated expression knockdown, their use complements the data derived from the genetic studies. While YKL-05-093 and YKL-05-099 do inhibit kinases other than SIKs when tested *in vitro*, many of their effects in Ocy454 cells, including those on *SOST* and *RANKL* expression, were not observed when SIK2/3 proteins were absent.

The role of *SIK2* and *SIK3* (the predominant SIKs expressed in osteocytes) in bone biology *in vivo* remains incompletely understood. Global *SIK2* knockout mice have been shown to display phenotypes in melanocytes^58^, neurons after ischaemic injury^59^, cardiomyocytes during hypertrophy^60^ and in lipid homoeostasis^61^. Conditional *SIK2* mutant alleles have been described^38^,^62^ to further study the role of this kinase in hepatocytes and in the pancreas. Global *SIK2* knockout mice have no skeletal phenotype reported to date. Here, we have deleted *SIK2* from DMP1-Cre expressing cells, and have observed that this gene is required for the acute response of osteocytes to PTH. A detailed description of the global bone phenotype of the *SIK2*^*OcyKO*^ strain remains to be determined. Global *SIK3* deficient mice display a dramatic growth plate phenotype^21^ that confounds study of direct actions of *SIK3* in osteocyte biology *in vivo.* A conditional *SIK3* allele has been reported, and deletion in chondrocytes confirms the cell-intrinsic role for SIK3 in these cells^63^. No studies to date have examined the role of SIK3 in osteocytes *in vivo*.

SIK inhibition downstream of cAMP signalling has long been appreciated to occur^36^, but the relative contribution of SIK inhibition to overall changes in gene expression due to Gsα-coupled GPCR signalling has not previously been explored. 

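The share of co-regulated genes differed by direction and by which treatment it is counted from. In the limma calls, 25.0% of the genes higher after PTH were also called higher after YKL-05-093, and 16.4% of those lower after PTH were also called lower. Counted from the other side, 61.1% of the genes regulated by YKL-05-093 were regulated by PTH in the same direction. The log2 fold change after YKL-05-093 was a median of 0.555 times that after PTH over the PTH-regulated genes. Over the co-regulated genes it was 0.941 times, and 41 of them changed more after PTH. Choosing genes that passed with PTH favours large PTH changes, which lowers the first ratio. The co-regulated genes also had to pass with YKL-05-093. Neither ratio therefore measures the relative strength of the treatments, and both hold for the doses used.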

Remarkably, 32% of genes regulated by PTH in osteocytes were co-regulated by YKL-05-093. While it is likely that many of these genes (like *SOST* and *RANKL*) are regulated in turn by HDAC4/5 and CRTC2, undoubtedly additional SIK2/3 substrates may be responsible for these widespread effects.

Recently, pterosin B was reported as a small molecule inhibitor of SIK3 with *in vivo* activity in a SIK3-dependent murine osteoarthritis model^63^. Interestingly, this small molecule leads to ubiquitin-dependent SIK3 degradation, and therefore acts in a manner distinct to that of YKL-05-093 and YKL-05-099, which function as kinase inhibitors^23^. While SIK2 deficiency was sufficient to abrogate responses to parathyroid hormone *in vitro* and *in vivo* (Fig. 4), combined SIK2 and SIK3 deficiency was required to blunt effects of YKL-05-093 and YKL-05-099. This is consistent with potential redundancy between these two kinases^38^, and the fact that both inhibitors potently target SIK3 in addition to SIK2.

In many regards, YKL-05-099 treatment mimics the effects of once-daily PTH treatment *in vivo.* However, one notable exception is present. PTH treatment increases osteoclastic bone resorption, in part due to PTH-induced *RANKL* up-regulation^12^. Although YKL-05-099 potently increases *RANKL* levels in bone (Fig. 8d), osteoclast numbers are actually decreased by this treatment (Fig. 8j). In addition to targeting SIK2, YKL-05-099 inhibits the tyrosine kinases Src and CSF-1R (ref. 23). Src deficiency leads to functional osteoclast defects and osteopetrosis^64^, and CSF-1R deficiency causes osteoclast-poor osteopetrosis^65^. Therefore, combined SIK and Src/CSF-1R inhibition may lead to the desirable therapeutic combination of increased bone formation and reduced bone resorption. More detailed assessment of the long-term safety profile of YKL-05-099 will be required to determine if its profile of kinase inhibition will be well-tolerated over time.

Recombinant PTH is the only current osteoanabolic therapy approved for osteoporosis treatment. Our data highlight that distinct signalling modules exist downstream of PTH receptor signalling, including a major arm involving SIK inhibition. SIK inhibition is sufficient to reduce sclerostin levels and to mimic many of the other effects of PTH in osteocytes at the level of gene expression. Furthermore, *in vivo* SIK inhibition with YKL-05-099 boosts osteoblast numbers, osteoblast activity and trabecular bone mass. Specific inhibitors of SIK action might provide a novel approach to mimic PTH action to stimulate bone anabolism.

## Methods

### Animal studies

All animals were housed in the Center for Comparative Medicine at the Massachusetts General Hospital, and all experiments were approved by the hospital's Subcommittee on Research Animal Care. *HDAC5*-null mice^66^ and *HDAC4* f/f mice^67^ were generously provided by Dr Eric Olson (University of Texas Southwestern Medical Center, Dallas, TX) and were backcrossed to C57B/6 mice for at least 6 generations. *DMP1-Cre* mice^25^ were generously provided by Dr Jian (Jerry) Feng (Texas A&M University, Baylor College of Dentistry, Dallas, TX). ‘DKO' *HDAC4/5* mice were of the following genotype: *HDAC4f/f;HDAC5*^*−/−*^*;DMP1-Cre. SIK2 f/f* mice were as described^38^, and were bred to DMP1-Cre animals to generate *SIK2*^*OcyKO*^ mice. ES cells carrying the targeted *SOST* allele Sost^tm1(KOMP)Vlcg^, in which the *SOST* coding sequence has been replaced by LacZ and floxed Neo cassette, were obtained from the knockout mouse project (KOMP) repository. Clone VG10069-BE8 was injected into blastocysts, and the resulting *SOST*^+/−^ mice were crossed to *HDAC5* mutant animals to generate compound heterozygous mice. In all instances, skeletal phenotypes were evaluated in 8 week-old sex-matched littermates. For acute effects of PTH on bone gene expression, animals were treated with PTH (1-34, 300 μg kg^−1^, subcutaneous administration) and then killed 90 min later. For acute effects of YKL-05-093 on bone gene expression, animals were treated with the indicated doses of compound (dissolved in PBS+25 mM HCl) or solvent via intraperitoneal injections and killed 2 h later. Experiments with YKL-05-099 were performed in a similar fashion: compound was dissolved in PBS+25 mM HCl and injected IP once daily five times per week for a total of 10 injections. For *in vivo* sclerostin antibody treatment, mice were treated twice weekly with sclerostin antibody (50 mg kg^−1^, subcutaneous administration, generously provided by Dr Michael Ominsky, Amgen) for 6 weeks. Power calculations were performed based on pilot experiments in which s.d.s and magnitudes of effect sizes were estimated. For experiments in which mice were treated with either vehicle or PTH (or YKL-05-093), mice were assigned to alternating treatment groups in consecutive order.

### Antibodies and compounds

Antibodies against phospho-HDAC4/5/7 S246/259/155 (3443), phospho-HDAC4 S632 (3424), MEF2C (5030), tubulin (2146), phospho-PKA substrate (9624) and PP2Acs (2259) were purchased from Cell Signaling Technology (Danvers, MA). HDAC4 (ab 12172) and GFP (ab6556) antibodies were from Abcam (Cambridge, MA). FLAG antibody (F1804) was from Sigma (St. Louis, MO). CRTC2 (ST1099) and SP1 (07-645) antibodies were from EMD Millipore (Darmstadt, Germany). Gs,alpha antibody (C-18) was from Santa Cruz Biotechnology (Santa Cruz, CA). Phospho-HDAC5 S279 (ref. 28) antibody was a generous gift from Dr Chris Cowan (McLean Hospital, Belmont, MA). Antibodies recognizing phosphorylated and total forms of SIK2 and SIK3 were as describedin refs 37, 38. The phospho-SIK3 (T469) antibody was generated by YenZym Antibodies by immunizing rabbits with mouse SIK3 peptide (Res 463–476 of mouse SIK3 (www.kinase.com): *CLSMRRH-*p*T-VGVADPR, a terminal cysteine (*C) was added to the peptide sequence to allow peptide conjugation to carrier proteins and ‘*p*'denotes the phosphorylated residue). All antibodies were used at 1:1,000 dilution for immunoblotting. For sclerostin immunohistochemistry, biotinylated anti-sclerostin antibody (BAF1589) was purchased from R+D (Minneapolis, MN). Synthetic human PTH (refs 1, 2, 3, 4, 5, 6, 7, 8, 9, 10, 11, 12, 13, 14, 15, 16, 17, 18, 19, 20, 21, 22, 23, 24, 25, 26, 27, 28, 29, 30, 31, 32, 33, 34) was synthesized by Dr Ashok Khatri (peptide/protein core facility, MGH). Forskolin (F6886), staurosporine (S5921) and okadaic acid (O113) were from Sigma. Oligonucleotides were synthesized by the DNA synthesis group of the CCIB DNA Core Facility at MGH (Boston, MA).

### Cell culture

For all experiments, a single cell subclone of Ocy454 cells^15^,^16^ was used. Cells were passages in alpha-MEM supplemented with 10% heat-inactivated fetal bovine serum and 1% antibiotics (penicillin/streptomycin, Fungizone) at 33 °C with 5% CO_2_. Cells were plated at 50,000 cells ml^−1^ and allowed to reach confluency at 33 °C (typically in 2–3 days). At this point, cells were transferred to 37 °C for subsequent analysis. For immunoblotting, cells were always analysed after culture at 37 °C for 7 days. For gene expression analysis, cells were analysed after culture at 37 °C for 14 days. Mycoplasma contamination was ruled out by PCR. Cells were routinely assayed for SOST expression at 37 °C and examined for osteocytic morphology.

### shRNA infections and CRISPR/Cas9-mediated gene deletion

See Supplementary Table 4 for all shRNA and sgRNA targeting sequences used. For shRNA, lentiviruses were produced in 293T cells in a pLKO.1-puro (Addgene, plasmid 8453) backbone. Viral packaging was performed in 293T cells using standard protocols (http://www.broadinstitute.org/rnai/public/resources/protocols). Briefly, 293T cells were plated at 2.2 × 10^5^ ml^−1^ and transfected the following day with shRNA-expressing plasmid along with psPAX2 (Addgene plasmid 12260) and MD2.G (Addgene plasmid 12259) using Fugene-HD. Medium was changed the next day, and collected 48 h later. For experiments with SIK2/SIK3 double knockdown, one shRNA was transferred into a blasticidin resistance-conferring backbone (Addgene, plasmid 26655). Cells were exposed to lentiviral particles (MOI=1) overnight at 33 °C in the presence of polybrene (5 μg ml^−1^). Media was then changed and puromycin (2 μg ml^−1^) and/or blasticidin (4 μg ml^−1^) was added. Cells were maintained in selection medium throughout the duration of the experiment. HDAC5 S/A complementary DNA (cDNA) was introduced via lentivirus as described in ref. 16. Briefly, control and Gsα-knockdown cells were infected with lentiviral particles expressing GFP and/or HDAC5 S249/498A. After 24 h, cells were selected with hygromycin (100 μg ml^−1^) and used for subsequent experiments.

For sgRNA experiments, first Ocy454 cells were stably transduced with a hygromycin resistance-conferring Cas9-expressing lentivirus to ensure no effects on sclerostin secretion. Sclerostin ELISAs were performed exactly as described in ref. 16. For subsequent experiments, sgRNA sequences were subcloned into PX458 (a gift from Dr Feng Zhang, Addgene plasmid 48138 (ref. 68)), a plasmid that co-expressed sgRNA, Cas9 and eGFP. Ocy454 cells were transfected with this plasmid using Fugene HD (Promega, Madison, WI) (1 μg plasmid per well of a six well plate). 48 h later, eGFP^hi^ cells were recovered by FACS-based sorting and plated in 96 well plates at 1 cell per well. Media was changed once weekly, and 3 weeks later colonies were identified by visual inspection. Colonies were then expanded and analysed for loss of target protein expression by immunoblotting. For HDAC4 and Gs,α targeting experiments, at least three independent clones (deriving from two independent sgRNA sequences) were analysed and showed similar results. Allele-specific sequencing of mutant clones was performed by amplifying the genomic region of interest surrounding the targeted site by PCR. PCR products were then TOPO-TA cloned (ThermoFisher), and multiple bacterial colonies sequenced using T7 sequencing primer.

### Real-time quantitative PCR

Total RNA was extracted from cultured cells using RNeasy (Qiagen, Venlo, Netherlands) following the manufacturer's instructions. For long bone RNA isolation, mice were killed and both femurs were rapidly dissected on ice. Soft tissue was removed and epiphyses cut. Bone marrow cells were then removed by serial flushing with ice-cold PBS. TRIzol (Life Technologies) was added and sampled were frozen at −80 °C and then homogenized. RNA was then extracted per the manufacturer's instructions, and further purified on RNeasy microcolumns before cDNA synthesis. RNA with a A260/280 ratio <1.7 was not used for downstream analysis. For cDNA synthesis, 1 μg RNA was used in synthesis reactions according to the instructions of the manufacturer (Primescript RT, Takara). SYBR Green-based quantitative PCR (qPCR) detection was performed using FastStart Universal SYBR Green (Roche, Basel, Switzerland) on a StepOne Plus (Applied Biosystems, Carlsbad, CA) thermocycler. All PCR primer sequences are listed in Supplementary Table 4.

### Immunoprecipitation and immunoblotting

Whole cell lysates were prepared using TNT buffer (20 mM Tris–HCl pH 8, 200 mM NaCl, 0.5% Triton X-100 supplemented with 1 mM DTT, 1 mM NaF and protease inhibitors (Pierce, catalogue #88266). This lysis buffer was used for all experiments except those in which SIK2 and SIK3 phosphorylation was measured using phospho-specific antibodies: for those experiments, cells were lysed in buffer containing 50 mM Tris–HCl pH 7.5, 270 mM sucrose, 1 mM EDTA, 1 mM EGTA, 1 mM NaF, 1 mM DTT and protease inhibitors (Sigma, P8340). MEF2C (ref. 16) and SIK3 (refs 37, 38) immunoprecipitations were performed as described. Briefly, lysates were precleared with protein A/G, then 0.5 mg total protein incubated with 1 μg antibody overnight at 4 °C. The next morning, immune complexes were precipitated with protein A/G agarose, washed three times in ice-cold lysis buffer, and precipitated proteins eluted by boiling in SDS-sample buffer at 95 °C for 5 min. Subcellular fractionation was performed using a commercially-available kit (Thermo Scientific, product number 78840) following the manufacturer's instructions. Lysates (15–20 μg cellular protein) were separated by SDS–polyacrylamide gel electrophoresis (SDS–PAGE), and proteins were transferred to nitrocellulose. Membranes were blocked with 5% milk in TBST, and incubated with primary antibody overnight at 4 °C. The next day, membranes were washed, incubated with appropriate horseradish peroxidase (HRP)-coupled secondary antibodies, and signals detected with enhanced chemiluminescence (ECL, Pierce). All immunoblots were repeated at least twice with comparable results obtained. Supplementary Figure 8 shows the full blot corresponding to the scanned portions shown in the main text figures.

### Histology and immunohistochemistry

Formalin-fixed paraffin-embedded decalcified tibia sections from 8 week-old mice were obtained. Sirius red staining was performed using Sirius red and picric acid obtained from Sigma. Sections were visualized under polarized light. Hematoxylin and eosin (H+E) staining was performed on some sections using standard protocols, and osteocyte density was assessed on cortical bone osteocytes in a medium power field 3 mm below the tibial growth plate. For anti-sclerostin immunohistochemistry, antigen retrieval was performed using proteinase K (20 μg ml^−1^) for 15 min. Endogenous peroxidases were quenched, and slides were blocked in TNB buffer (Perkin-Elmer), then stained with anti-sclerostin antibody at a concentration of 1:200 for 1 h at room temperature. Sections were washed, incubated with HRP-coupled secondary antibodies, signals amplified using tyramide signal amplification and HRP detection was performed using 3,3′-diaminobenzidine (DAB, Vector) for 2–3 min. Slides were briefly counterstained with hematoxylin before mounting. Quantification of sclerostin positive osteocytes was performed on a blinded basis. All photomicrographs were taken 3 mm below the growth plate on the lateral side of the tibia. All osteocytes were counted and then scored as either sclerostin-positive or negative. Sections from at least four mice per experimental group were analysed. Quantification of immunostaining was done based on coded sample numbers in a completely blinded manner. Representative photomicrographs are displayed next to quantification in data figures.

### Chromatin immunoprecipitations

ChIP assay was performed using a kit (EZ-Chip, Miilipore, 17-371, Billerica, MA) according to the manufacturer's instructions. Briefly, cells were grown at 37 °C for 7 days, followed by PTH treatment (25–50 nM) for the indicated times. Cells were then cross-linked with 1% formaldehyde for 10 min and then quenched with 0.125M glycine. Cells were lysed and sonicated with 10 pulses for 30 s each to fragment DNA to 200–800 bp fragments. DNA-protein complexes were precipitated using 1.5 μg antibodies (MEF2C, CRTC2 or control rabbit IgG) overnight at 4 °C. Immune complexes were precipitated, DNA was purified and real-time PCR was conducted using primer sets (Supplementary Table 4) to detect the +45 kB SOST enhancer and upstream RANKL enhancers. Data are expressed as relative enrichment for each antibody (above control IgG) for each primer set. Data shown represent triplicate biological repeats within experiments, and each experiment was performed at least twice.

### cAMP radioimmunoassay

Cells, in 96 well plates, were treated with indicated ligands for 20 min at room temperature in the presence of the phosphodiesterase inhibitor 3-isobutyl-1-methylxanthine (IBMX, Sigma I5879, 2 mM). The medium was then removed and cells were lysed in 50 mM HCl and transferred to −80 °C. Thawed lysates were diluted 1:5 with dH_2_O, and an 10 μl aliquot was assessed for cAMP content by radioimmunoassay using ^125^I-cAMP analogue as a tracer and unlabelled cAMP to generate a standard curve.

### RNA-sequencing

Total RNA was subjected to ribosomal RNA (rRNA) depletion using RiboZero kit (Illumina) followed by NGS library construction using NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs). Experimental duplicates were performed for each condition. Sequencing was performed on Illumina HiSeq 2500 instrument, resulting in an average of 33 million pairs of 50 bp reads per sample. 

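The deposited RPKM are scaled to the reads counted on genes, which are fewer than the reads sequenced. The totals recovered from the values had a mean of 21199679 reads per library, and vehicle replicate 2 had the most and vehicle replicate 1 the fewest. Mitochondrial genes took between 11.6% and 16.5% of the recovered reads of a library, and the 10 genes with the most reads took between 17.6% and 23.9%. Genes under 300 bases held 1.54% and 1.66% of the reads in vehicle, 2.40% and 2.71% after PTH, and 2.64% and 1.51% after YKL-05-093. Intervals and floors drawn from these reads cover counting error only, since reads without molecular identifiers are not independent molecules.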

Sequencing reads were mapped to the mouse reference genome (mm10/GRCm38) using STAR (http://bioinformatics.oxfordjournals.org/content/early/2012/10/25/bioinformatics.bts635). Gene expression counts were calculated using HTSeq v.0.6.0 (http://www.huber.embl.de/users/anders/HTSeq/doc/overview.html) based on a current Ensembl annotation file for mm10/GRCm38 (release 75). Differential expression analysis was performed using EgdeR package based on the criteria of more than two-fold change in expression value versus control and false discovery rates (FDR) <0.05. 

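Lowering the limit from 2-fold to 1.5-fold at an adjusted p-value under 0.05 raised the number of PTH-regulated genes in the limma fits to 313 and left that of YKL-05-093 where it was. The co-regulated genes were then 59 in number, 18.8% of those regulated by PTH. With no limit on the fold change, these 3 numbers were the same as at 1.5-fold.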

Venn diagrams from gene set analysis were generated using genes with >1.5 fold change in expression values and FDR <0.05. 

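The choice of background changed the p-value of the overlap and not its side of the threshold. With all 39179 listed genes as background, the one-sided hypergeometric test (exact) gave p = 1.33e-82 for higher and p = 1.26e-38 for lower genes. With the 17717 genes that have at least 10 recovered reads in all 6 libraries together, the exact p-values were 3.54e-69 and 4.22e-32.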

Significance testing for gene set overlap was performed according to a standard hypergeometric distribution, *P*-values <2.2 × 10^−16^. The RNA-seq data are deposited in GEO under accession code GSE76932.

### Small molecule synthesis

Details regarding synthesis of YKL-04-114 and YKL-05-093 are found in Supplementary Methods. Supplementary Fig. 9 shows nuclear magnetic resonance (NMR) spectra for these compounds and related intermediates.

### *In vitro* kinase assays

ScanEDGE kinase assays panelling specificity across a panel of 96 representative kinases were performed by DiscoverX (Fremont, CA). For most assays, kinase-tagged T7 phage strains were grown in parallel in 24-well blocks in an *E. coli* host derived from the BL21 strain. Bacteria were grown to log phase and infected with T7 phage from frozen stock (MOI=0.4) and incubated with shaking at 32 °C until lysis (90–150 min). The lysates were centrifuged (6,000*g*) and filtered (0.2 μm) to remove cell debris. The remaining kinases were produced in HEK-293 cells and subsequently tagged with DNA for qPCR detection. Streptavidin-coated magnetic beads were treated with biotinylated small molecule ligands for 30 min at room temperature to generate affinity resins for kinase assays. The liganded beads were blocked with excess biotin and washing with blocking buffer (SeaBlock (Pierce), 1% BSA, 0.05% Tween 20, 1 mM DTT) to remove unbound ligand and to reduce non-specific phage binding. Binding reactions were assembled by combining kinases, liganded affinity beads, and test compounds in 1 × binding buffer (20% SeaBlock, 0.17 × PBS, 0.05% Tween 20, 6 mM DTT). Test compounds were prepared as 40 × stocks in 100% DMSO and directly diluted into the assay. All reactions were performed in polypropylene 384 well plates in a final volume of 40 μl. The assay plates were incubated at room temperature with shaking for 1 h and the affinity beads were washed with wash buffer (1 × PBS, 0.05% Tween 20). The beads were then resuspended in elution buffer (1 × PBS, 0.05% Tween 20, 0.5 μM of the non-biotinylated affinity ligand) and incubated at room temperature with shaking for 30 min. The kinase concentration in the eluates was measured by qPCR. YKL-05-093 was screened in this assay at 71 nM (ten times its *K*_d_ for SIK2), and results are reported as ‘% control', where lower numbers indicate stronger hits.

### Micro-CT

Assessment of bone morphology and microarchitecture was performed with high-resolution micro–computed tomography (μCT40; Scanco Medical, Brüttisellen, Switzerland). In brief, the distal femoral metaphysis and mid-diaphysis were scanned using 70 kVp peak X-ray tube potential, 113 mAs X-ray tube current, 200 ms integration time, and 10-μm isotropic voxel size. Cancellous bone was assessed in the distal metaphysis and cortical bone was assessed in the mid-diaphysis. The femoral metaphysis region began 1,700 μm proximal to the distal growth plate and extended 1,500 μm distally. Cancellous bone was separated from cortical bone with a semiautomated contouring program. For the cancellous bone region we assessed bone volume fraction (BV/TV, %), trabecular thickness (Tb.Th, mm), trabecular separation (Tb.Sp, mm), trabecular number (Tb.N, 1 mm^−1^), connectivity density (Conn.D, 1 mm^−3^), and structure model index. Transverse CT slices were also acquired in a 500 μm long region at the femoral mid-diaphysis to assess total cross-sectional area, cortical bone area, and medullary area (Tt.Ar, Ct.Ar and Ma.Ar, respectively, all mm^2^); bone area fraction (Ct.Ar/Tt.Ar, %), cortical thickness (Ct.Th, mm), porosity (Ct.Po, %) and minimum (*I*_min_, mm^4^), maximum (*I*_max_, mm^4^) and polar (*J*, mm^4^) moments of inertia. Bone was segmented from soft tissue using the same threshold, 300 mg HA cm^−3^ for trabecular and 733 mg HA cm^−3^ for cortical bone. Scanning and analyses adhered to the guidelines for the use of micro-CT for the assessment of bone architecture in rodents^69^. For the primary spongiosa region (where intermittent PTH treatment has its predominant effect) analysed in Supplementary Fig. 4A, coronal CT slices were evaluated in a 500 μm (50 slices) region located centrally in the bone. The region of interest began 1000 μm superior to the epiphysis and included all primary spongiosa and the medullary cavity. The primary spongiosa bone region was identified by semi-manually contouring the region of interest. Images were thresholded using an adaptive-iterative algorithm. The average adaptive-iterative threshold of control mice (WT, vehicle treated) for the region of interest (299 mgHA cm^−3^) was then used to segment bone from soft tissue for all distal femur images. Micro-CT analysis was done in a completely blinded manner with all mice assigned to coded sample numbers.

### Histomorphometry

Right tibia from 8-week-old mice were subjected to bone histomorphometric analysis. The mice were injected with 20 mg kg^−1^ body weight of calcein and 40 mg kg^−1^ body weight of demeclocycline on 7 and 2 days before necropsy, respectively. The tibia was dissected and fixed in 70% ethanol for 3 days. Fixed bones were dehydrated in graded ethanol, then infiltrated and embedded in methylmethacrylate without demineralization. Undecalcified 5 μm and 10 μm thick longitudinal sections were obtained using a microtome (RM2255, Leica Biosystems., IL, USA). The 5 μm sections were stained with Goldner Trichome and at least two nonsecutive sections per sample were examined for measurement of cellular parameters. The 10 μm sections were left unstained for measurement of dynamic parameters, and only double-labels were measured, avoiding nonspecific fluorochrome labelling. A standard dynamic bone histomorphometric analysis of the tibial metaphysis was done using the Osteomeasure analysing system (Osteometrics Inc., Decatur, GA, USA). Measurements were performed in the area of secondary spongiosa, 200 μm below the proximal growth plate. The observer was blinded to the experimental genotype at the time of measurement. The structural, dynamic and cellular parameters were calculated and expressed according to the standardized nomenclature^70^.

### Statistics

All experiments were performed at least twice. Data are expressed as means of triplicate biological repeats within a representative experiment plus/minus standard error. Statistical analyses were peformed using an unpaired two-tailed Student's *t*-test (Microsoft Excel), *P*-values <0.05 were considered to be significant. Variation between groups was similar in all cases.

### Data availability

The RNA-seq data are deposited in GEO under accession code GSE76932. The authors declare that all other data supporting the findings of this study are available within the article and its supplementary information files.

## Additional information

**How to cite this article:** Wein, M. N. *et al*. SIKs control osteocyte responses to parathyroid hormone. *Nat. Commun.* **7,** 13176 doi: 10.1038/ncomms13176 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9, Supplementary Tables 1-4, Supplementary Methods and Supplementary References

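Supplementary Data 1 gives RPKM and fold changes for each comparison. The copy used here holds its first 1995 genes, sorted by the p-value for PTH, with 37183 left out. Its RPKM equal the deposited ones divided by a single factor for each library and comparison, between 0.971 and 1.05. TMM factors computed from the recovered reads of the 4 libraries of each comparison differed from these by at most 0.00017, so the table holds TMM-scaled values, with separate factors for each pair of conditions, and the deposited values do not.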

Supplementary Data 1 RNA-seq data in Ocy454 cells treated with vehicle (CTRL), PTH (1 nM), or YKL-05-093 (0.5 μM) for 4 hours.

Peer Review File

## Figures and Tables

**Figure 1:**
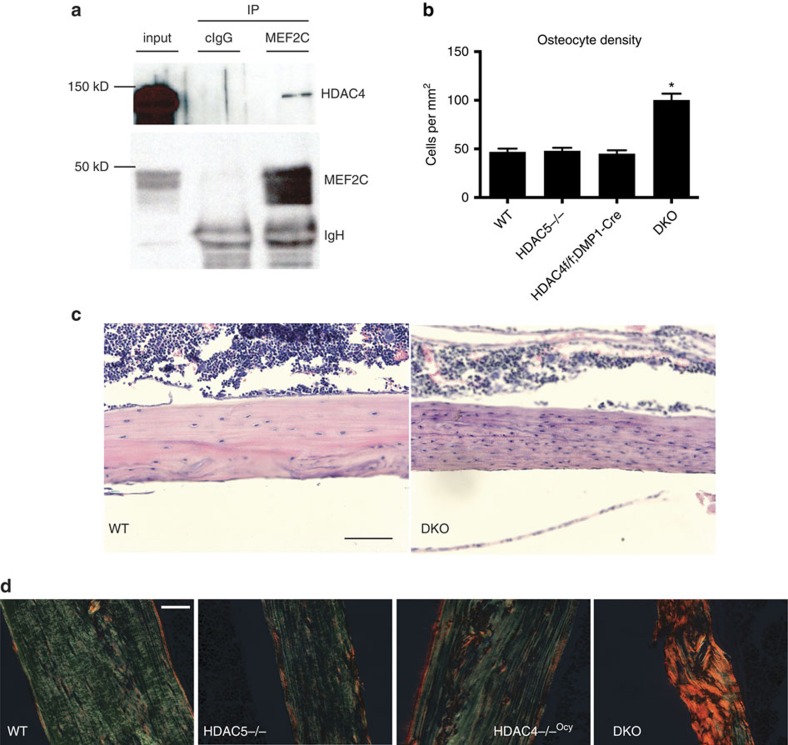
*HDAC4* and *HDAC5* control osteocyte biology *in vivo*. (**a**) Endogenous MEF2C was immunoprecipitated from Ocy454 cells, followed by immunoblotting for the indicated proteins. Data shown are representative of *n*=3 independent experiments. (**b**) Osteocyte density in cortical bone 3 mm below the growth plate. 4–5, 8 week old male mice per genotype was analysed, *indicates *P*<0.01 versus WT by student's unpaired two tailed *t*-test. (**c**) Representative H+E section demonstrating increased osteocyte density and disorganized cortical bone in DKO (*HDAC4f/f; HDAC5*^*−/−*^*;DMP1-Cre*) mice. Scale bar, 40 μm. (**d**) Sections were stained with Sirius Red and analysed under polarized light to view collagen fibre organization. Disorganized collagen fibers are only seen in DKO sections. Scale bar, 40 μm. Error bars indicate s.e.m for all figures.

**Figure 2:**
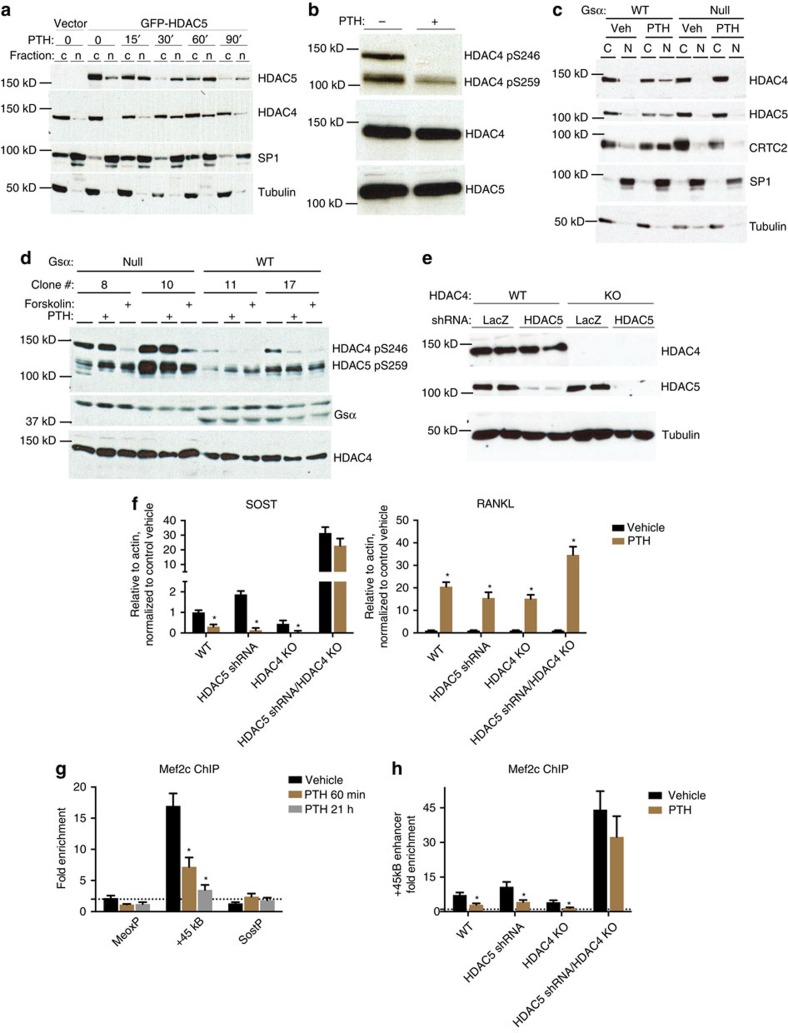
Class IIa HDACs are required for PTH-induced *SOST* suppression *in vitro*. (**a**) Ocy454 cells were transfected with GFP-HDAC5 and then treated with PTH (50 nM) for the indicated times. Cytosolic (c) and nuclear (n) lysates were prepared and immunoblotted as indicated. (**b**) Ocy454 cells were treated with PTH (50 nM) for 30 min. Whole cell lysates were prepared and immunoblotted as indicated. Similar results were observed in four independent experiments. (**c**) Ocy454 cells with (WT, clone 17) and without (Null, clone 8) Gsα were treated with PTH (50 nM for 30 min) and analysed as in (**a**). (**d**) Ocy454 cells with (WT) and without (Null) Gsα were treated with either PTH (50 nM) or forskolin (5 μg ml^−1^) for 30 min and analysed as in **b**. (**e**) Ocy454 cells were exposed to the indicated combinations of *HDAC4*-targeting sgRNAs (with Cas9) and *HDAC5* shRNA-expressing lentiviruses, and whole cell lysates were analysed by immunoblotting as indicated. (**f**) WT, *HDAC5* shRNA, *HDAC4* KO and DKO Ocy454 cells were treated with PTH (1 nM) for 4 h, and *SOST* (left) and *RANKL* (right) mRNA transcript abundance was measured by RT-qPCR. For all cell culture experiments therein, values represent mean of *n*=3 biologic replicates. *indicates *P*<0.05 comparing the effects of PTH to vehicle for each cell line. Error bars represent SEM. (**g**,**h**) MEF2C chromatin immunoprecipitation was performed, and enrichment for the +45 kB enhancer determined (relative to control IgG ChIP). *indicates *P*<0.05 comparing fold enrichment of PTH versus vehicle by student's unpaired two tailed *t*-test.

**Figure 3:**
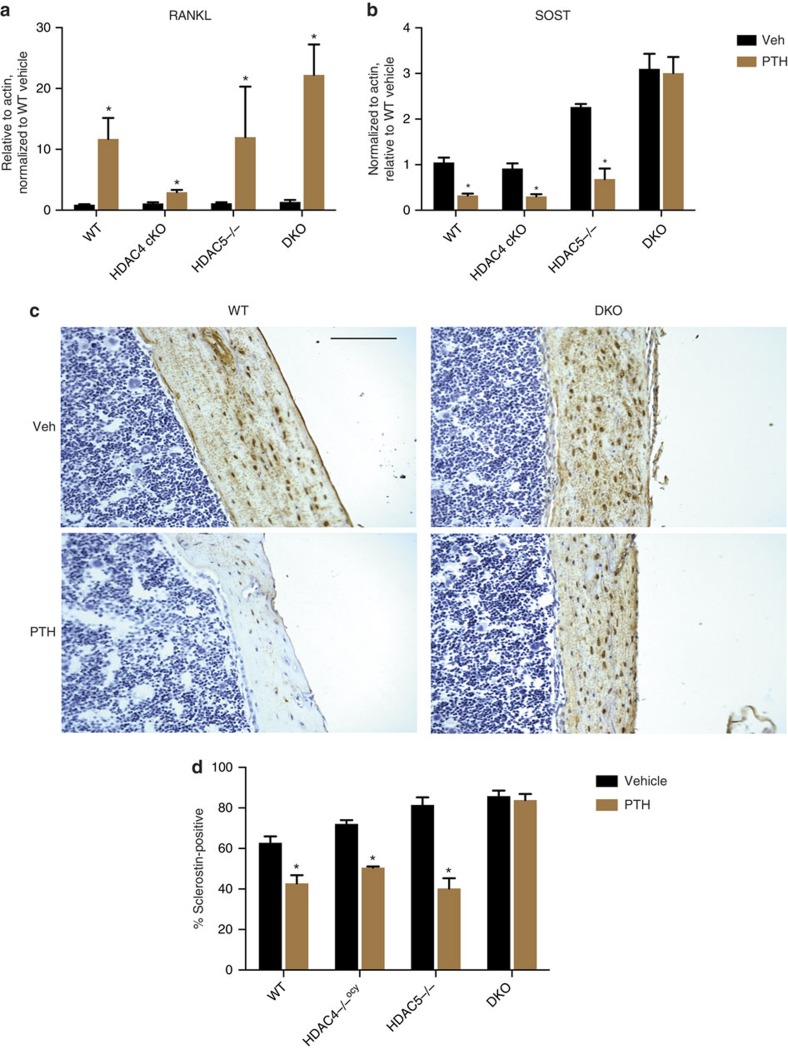
Class IIa HDACs are required for PTH-induced *SOST* suppression *in vivo*. (**a**,**b**) 6 week old male mice of the indicated genotype were treated with vehicle or PTH (1-34, 300 μg kg^−1^) and euthanized 90 min later. Bone RNA was obtained and *RANKL* and *SOST* transcript abundance was determined by RT-qPCR. * indicates *P*<0.05 comparing vehicle and PTH for each genotype. *N*=at least 6 mice per group were analysed. (**c**) Representative photomicrographs of sclerostin immunohistochemistry from WT and DKO mice treated with vehicle or PTH. Scale bar, 40 μm. (**d**) Quantification of immunohistochemistry results. Cortical osteocytes in a fixed region of bone 3 mm below the tibial growth plate were counted and scored as either sclerostin-positive or negative. *N*=6 mice per group were analyzed. * indicates *P*<0.01 comparing vehicle and PTH for each genotype by student's unpaired two tailed *t*-test.

**Figure 4:**
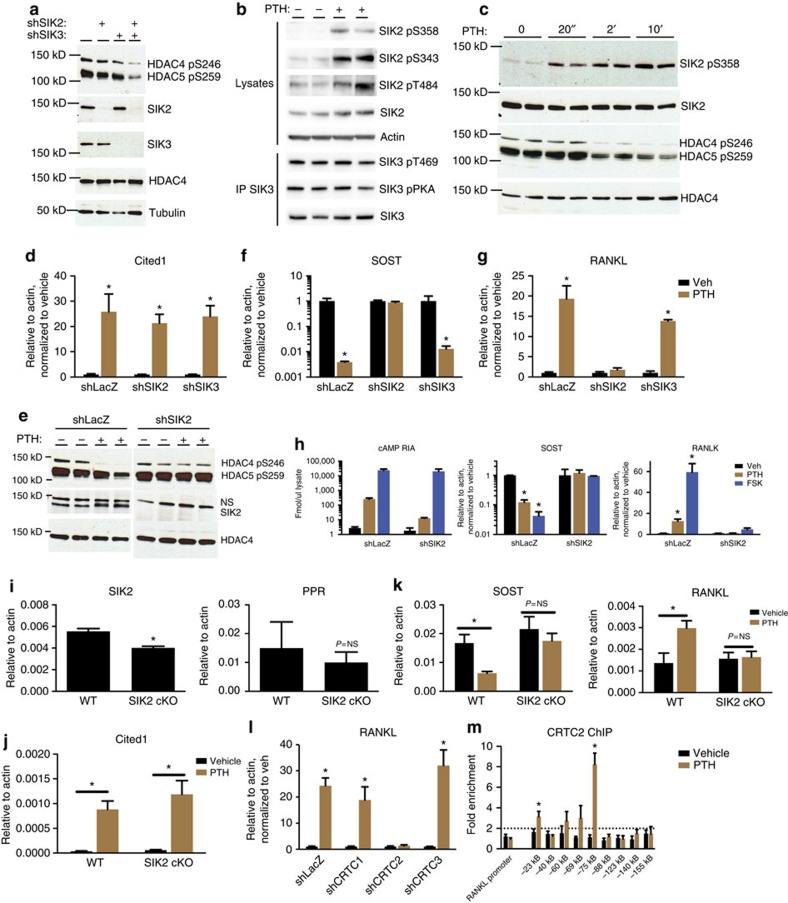
SIK2 activity is regulated by PTH signaling. (**a**) Ocy454 cells were infected with shRNA-expressing lentiviruses, followed by immunoblotting. (**b**) Ocy454 cells were treated with vehicle or PTH (50 nM, 30′), followed by immunoblotting. In the bottom panels, SIK3 immunoprecipitation was performed followed by immunoblotting. (**c**) Ocy454 cells were treated with PTH (50 nM), followed by immunoblotting. (**d**) Ocy454 cells infected with either control, sh*SIK2* or sh*SIK3*-expressing lentiviruses were treated with PTH (1 nM) for 4 h. RNA was isolated and *CITED1* transcript abundance measured. * indicates *P*<0.05 comparing vehicle and PTH for each cell line. (**e**) Control and sh*SIK2* cells were treated with PTH (50 nM, 30′) and then analysed as in (**b**). (**f**,**g**) Control, sh*SIK2* and sh*SIK3* cells were treated as in (**d**), and SOST and RANKL transcript abundance measured. * indicates *P*<0.05 comparing vehicle and PTH. (**h**) Left, control and sh*SIK2* cells were treated with vehicle, PTH (25 nM) or forskolin (FSK, 5 μg ml^−1^) for 30 min followed by cAMP radioimmunoassay. Middle/right, cells were treated with PTH (2.5 nM) or forskolin (500 ng ml^−1^) for 4 h, gene expression was analysed. (**i**) RNA from femurae of 5 week old male WT (*SIK2 f/f*) or *SIK2*^*OcyKO*^ (SIK2 f/f;DMP1-Cre) mice (*n*=3 group^−1^) was isolated and *SIK2* and PTH receptor (*PPR*) transcripts measured by RT-qPCR. * indicates *P*<0.001 comparing WT and SIK2 cKO mice. (**j**,**k**) Mice as in (**i**) were treated with a single dose of PTH (1 mg kg^−1^) and killed 2 h later. Expression of *CITED1*, *SOST* and *RANKL* in femur RNA was determined by RT-qPCR. * indicates *P*<0.05 comparing vehicle and PTH. (**l**) Ocy454 cells were infected with shRNA-expressing lentiviruses targeting *CRTC1*, *CRTC2*, or *CRTC3*. Cells were then treated with PTH (1 nM, 4 h) and *RANKL* transcript abundance was measured. (**m**) Ocy454 cells were treated with vehicle or PTH (20 nM, 60 min) followed by ChIP for CRTC2. DNA was quantified by qPCR using primers detecting the indicated RANKL regions, and data are expressed as fold enrichment versus control IgG. *indicates *P*<0.05 comparing vehicle and PTH. The −23 kB and −75 kB enhancers correspond to ‘D2' and ‘D5' enhancers^42^.

**Figure 5:**
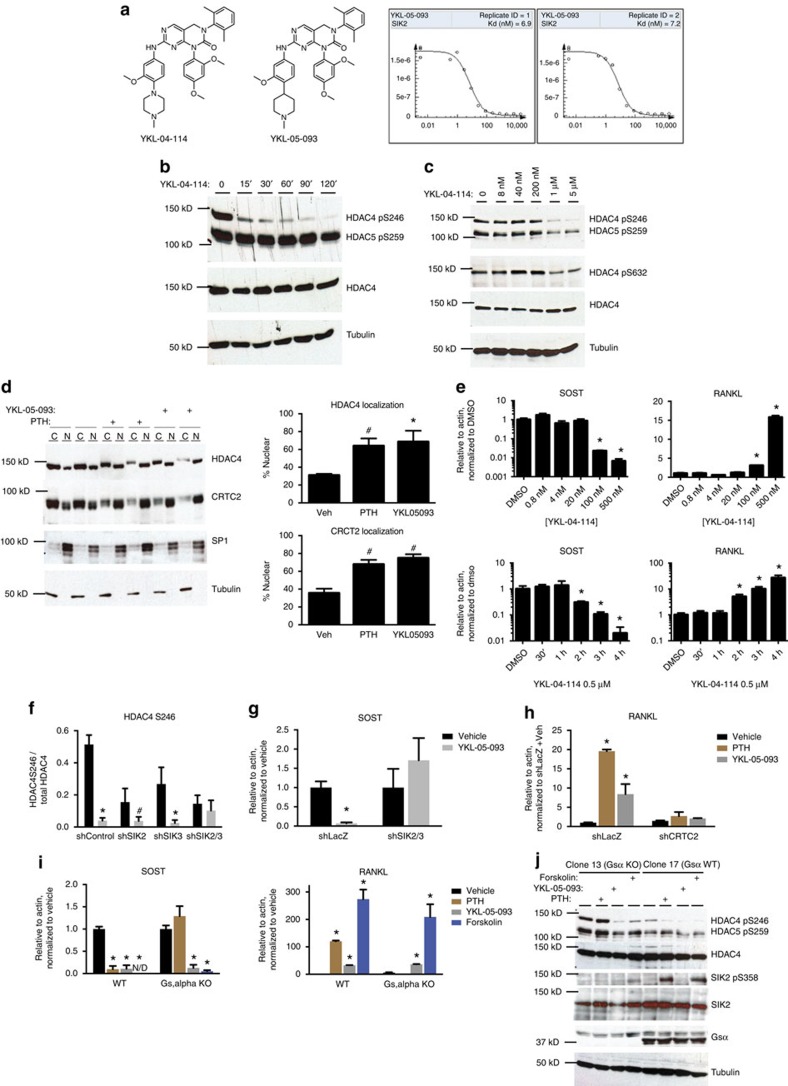
SIK inhibitors regulate *SOST* and *RANKL* expression. (**a**) Structure of YKL-04-114 (left), YKL-05-093 (middle) and YKL-05-093 *K*_d_ determination curves for SIK2 (right). For the *K*_d_ determination curves, the *y*-axis represents the amount of bound kinase measured by qPCR (see Methods), and the *x*-axis represents the corresponding compound concentration in nM. (**b**) Ocy454 cells were treated with YKL-04-114 (10 μM) for the indicated times, followed by immunoblotting of whole cell lysates as indicated. (**c**) Ocy454 cells were treated with the indicated concentrations of YKL-04-114 for 60 min, followed by immunoblotting of whole cell lysates as indicated. (**d**) Left: Ocy454 cells were treated with vehicle, PTH (50 nM) or YKL-05-093 (10 μM) for 60 min. Cytosol and nuclear fractions were then generated, followed by immunoblotting as indicated. Right: quantification of nuclear fraction (defined as nuclear/total) of HDAC4 or CRTC2. * indicates *P*<0.01 comparing treatment versus vehicle. (**e**) Top: Ocy454 cells were treated with the indicated concentrations of YKL-04-114 for 4 h, followed by RT-qPCR. Bottom: Cells were treated with YKL-04-114 (0.5 μM) for the indicated times. * indicates *P*<0.05 comparing treatment versus vehicle. (**f**) Cells lacking SIK2, SIK3 or both were treated with YKL-05-093 (10 μM for 45 min). Quantification of HDAC4 S246 phosphorylation, as assessed by densitometric analysis of immunoblots, is shown. * indicates *P*<0.01 comparing treatment versus vehicle. ^#^ indicates *P*<0.05 for the same comparison. (**g**) Control and *SIK2/3* deficient cells were treated with YKL-05-093 (0.5 μM) for 4 h and *SOST* transcript abundance was measured by RT-qPCR. (**h**) Control and *CRTC2* shRNA cells were treated with PTH (1 nM) or YKL-05-093 (0.5 μM) for 4 h and RANKL transcript abundance was measured by RT-qPCR. (**i**) Control and Gsα-deficient Ocy454 cells were treated with PTH (1 nM), YKL-05-093 (0.5 μM) or forskolin (5 μg ml^−1^) and *SOST* and *RANKL* transcript abundance was determined by RT-qPCR. For (**h**) and (**i**), * indicates *P*<0.05 comparing treatment and vehicle. (**j**) Control and Gsα-deficient Ocy454 cells were treated with PTH (50 nM), YKL-05-093 (10 μM) or forskolin (5 μg ml^−1^) for 30 min. Whole cell lysates were generated and immunoblotted as indicated.

**Figure 6:**
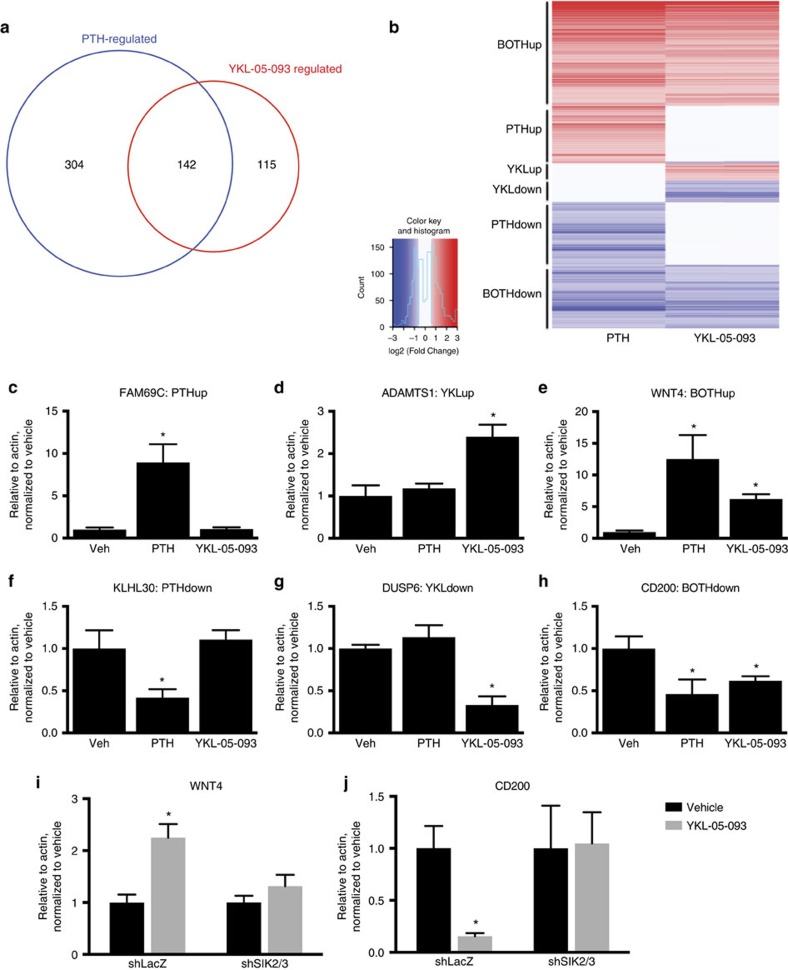
YKL-05-093 and PTH similarly affect gene expression. (**a**) Venn diagram showing overlap between differentially-expressed genes (fold chance >2, FDR<0.05) determined by RNA-Seq from Ocy454 cells treated with vehicle, PTH (1 nM) or YKL-05-093 (0.5 μM) for 4 h. (**b**) Heat map showing six different clusters of differentially expressed genes. Each row corresponds to a single differentially expressed gene. Colour coding is with respect to the average log2 (fold change) for each gene comparing treatment to vehicle. Genes were ordered by the strength of the significance of the fold change comparing PTH and vehicle. (**c**–**h**) Ocy454 cells were treated with vehicle, PTH (1 nM) and YKL-05-093 (0.5 μM) for 4 h, and RT-qPCR was performed for the indicated gene. As described in the text, *FAM69C* and *KLHL30* are regulated by PTH alone, *ADAMTS1* and *DUSP6* are regulated by YKL-05-093 alone, and *WNT4* and *CD200* are regulated by both PTH and YKL-05-093. (**i**,**j**) Control and *SIK2/3*-deficient cells were treated with vehicle or YKL-05-093 (0.5 μM) for 4 h, and *WNT4* and *CD200* transcript abundance determined by RT-qPCR. For all panels, * indicates *P*<0.05 comparing vehicle and compound or PTH treatment by student's unpaired two tailed *t*-test.

**Figure 7:**
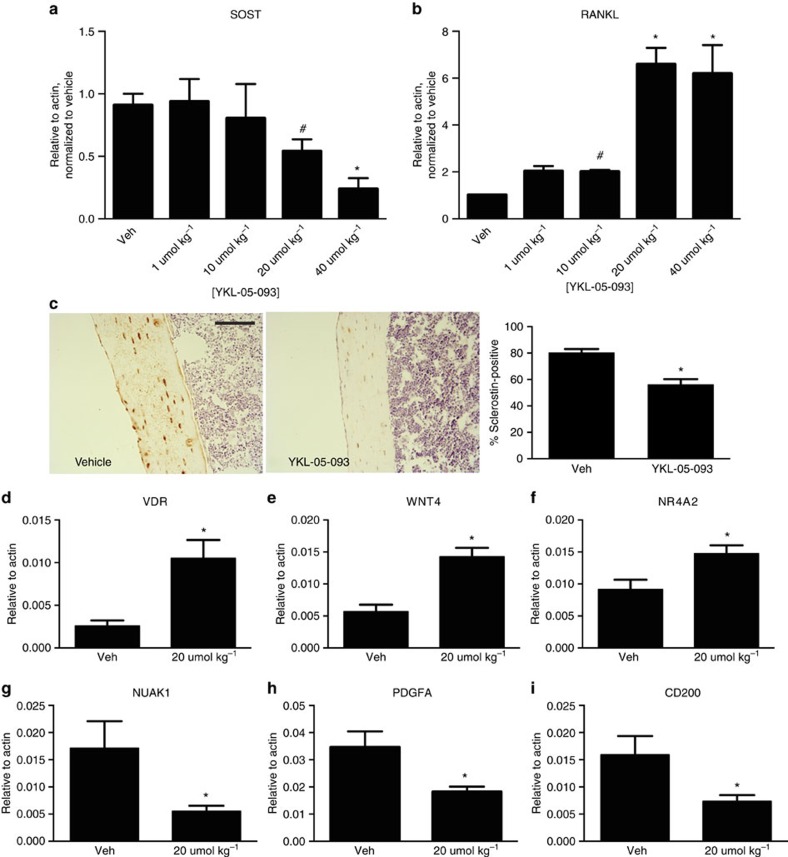
Effects of YKL-05-093 administration on bone gene expression *in vivo*. (**a**,**b**) Male mice of 8 week age C57B/6 (*n*=4 per group) were treated with the indicated dose of YKL-05-093 via intraperitoneal injection. After 2 h, bone RNA was isolated and transcript abundance was measured by RT-qPCR. ^#^ indicates *P*<0.05 versus vehicle and * indicates *P*<0.01 versus vehicle by student's unpaired two tailed *t*-test. (**c**) Left: sclerostin immunohistochemistry was performed 2 h after intraperitoneal injection with either vehicle or YKL-05-093 (20 μmol kg^−1^). Right: quantification of sclerostin-positive cortical osteocytes, *n*=4 mice per treatment group, * indicated *P*<0.01 versus vehicle. Scale bar, 40 μm. (**d**–**i**) Genes regulated by PTH and YKL-05-093 *in vitro* are also regulated by YKL-05-093 *in vivo*. Male mice were treated with YKL-05-093 (20 μmol kg^−1^) and bone RNA collected 2 h later as in **a**. *indicates *P*<0.05 versus vehicle.

**Figure 8:**
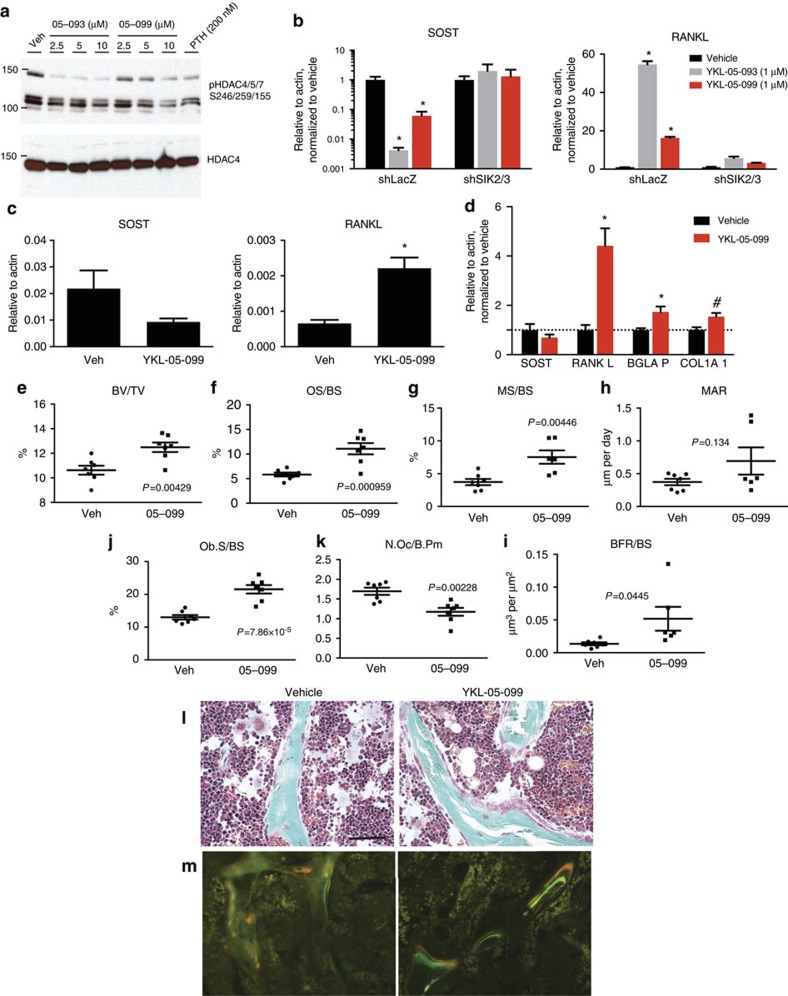
YKL-05-099 increases bone formation and bone mass *in vivo*. (**a**) Ocy454 cells were treated with the indicated doses of YKL-05-093, YKL-05-099 or PTH for 20 min. Whole cell extracts were generated, followed by immunoblotting. (**b**) Control or *shSIK2/3* Ocy454 cells were treated with YKL-05-093 or YKL-05-099 (1 μM) for 4 h. RNA was prepared, and gene expression analysed by RT-qPCR. Both YKL-05-093 and YKL-05-099 regulate *SOST* and *RANKL* expression in control, but not SIK2/3-deficient cells. (**c**) Male mice of 8 week age (*n*=5 per group) were treated with a single IP dose of YKL-05-099 (20 μmol kg^−1^) or vehicle. After 2 h, animals were killed, RNA was prepared from femurs, and gene expression analysed by RT-qPCR. *SOST* down-regulation was observed in response to YKL-05-099, but the *P*-value for this difference was 0.105. * indicates *P*<0.01. (**d**) Male mice of 8 week age were treated with vehicle (*n*=8) or YKL-05-099 (*n*=7, 10 umol kg^−1^, IP) once daily 5 days per week for 2 weeks. Animals were killed 2 h after the final dose, and RNA from femurs analysed for the indicated genes. *BGLAP* encodes osteocalcin. * indicated *P*<0.01 versus vehicle, ^#^ indicates *P*<0.05 versus vehicle. (**e**–**k**), static and dynamic histomorphometry were performed on the tibia from the same mice as in **d**. Each data point represents an individual mouse; *P*-values for each difference are shown on the graph. (**l**) Representative trichrome-stained photomicrograph showing increased osteoblasts on cancellous bone surfaces from YKL-05-099-treated mice. Scale bar, 20 μm. (**m**) Dual calcein/demeclocycline images demonstrating increased mineralizing surface in YKL-05-099-treated mice.

**Figure 9:**
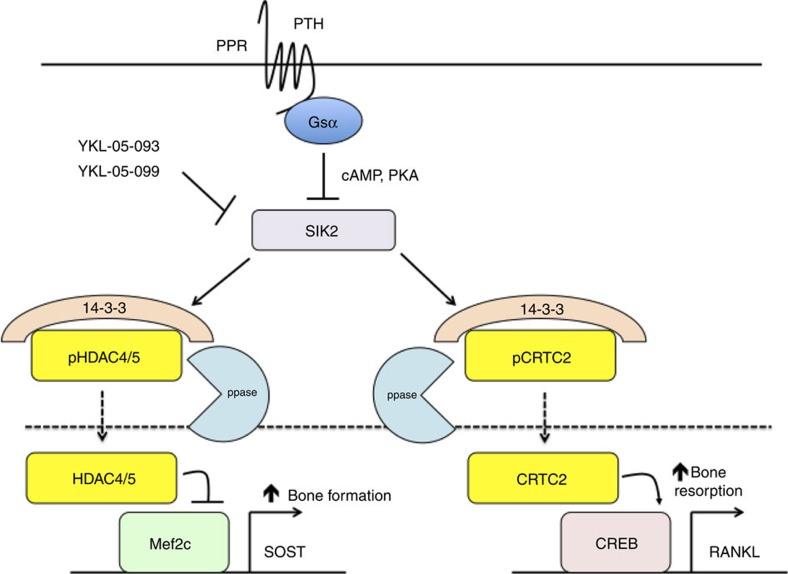
Model showing PTH signaling via inhibition of SIK2 in osteocytes. In the absence of PTH signaling, SIK2 tonically phosphorylates its substrates HDAC4/5 and CRTC2, leading to their cytoplasmic retention via binding to 14-3-3 chaperones. PTH signaling leads to PKA-mediated phosphorylation of SIK2, which inhibits its cellular activity. This in turn reduces phosphorylation of HDAC4/5 and CRTC2, leading to their dephosphorylation by an unknown phosphatase (ppase), and subsequent nuclear translocation. Small molecule SIK inhibitors (YKL-05-093 and YKL-05-099) mimic the effects of PTH by directly blocking SIK2 kinase activity. In the nucleus, HDAC4/5 block MEF2C-driven *SOST* expression, while CRTC2 enhances CREB-mediated *RANKL* gene transcription. PTH-induced reductions in sclerostin contribute to increased bone formation, while PTH-induced increases in RANKL drive increased bone resorption.

# Supplementary material for: SIKs control osteocyte responses to parathyroid hormone
**Source:** Nat Commun. 2016 Oct 19;7:13176. doi: 10.1038/ncomms13176
**Supplement:** Supplementary Information — Supplementary Figures 1-9, Supplementary Tables 1-4, Supplementary Methods and Supplementary References

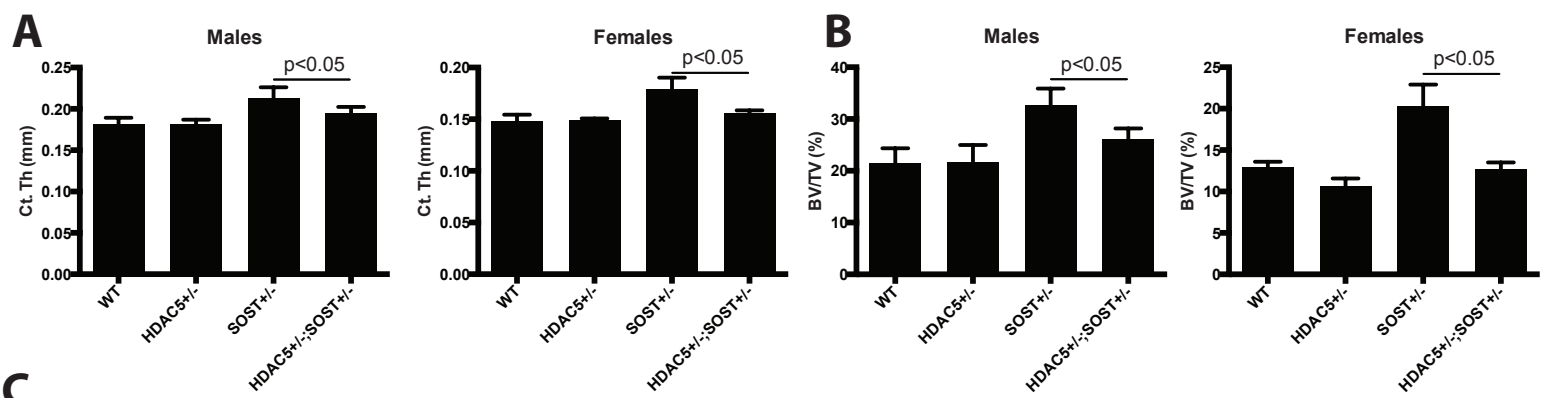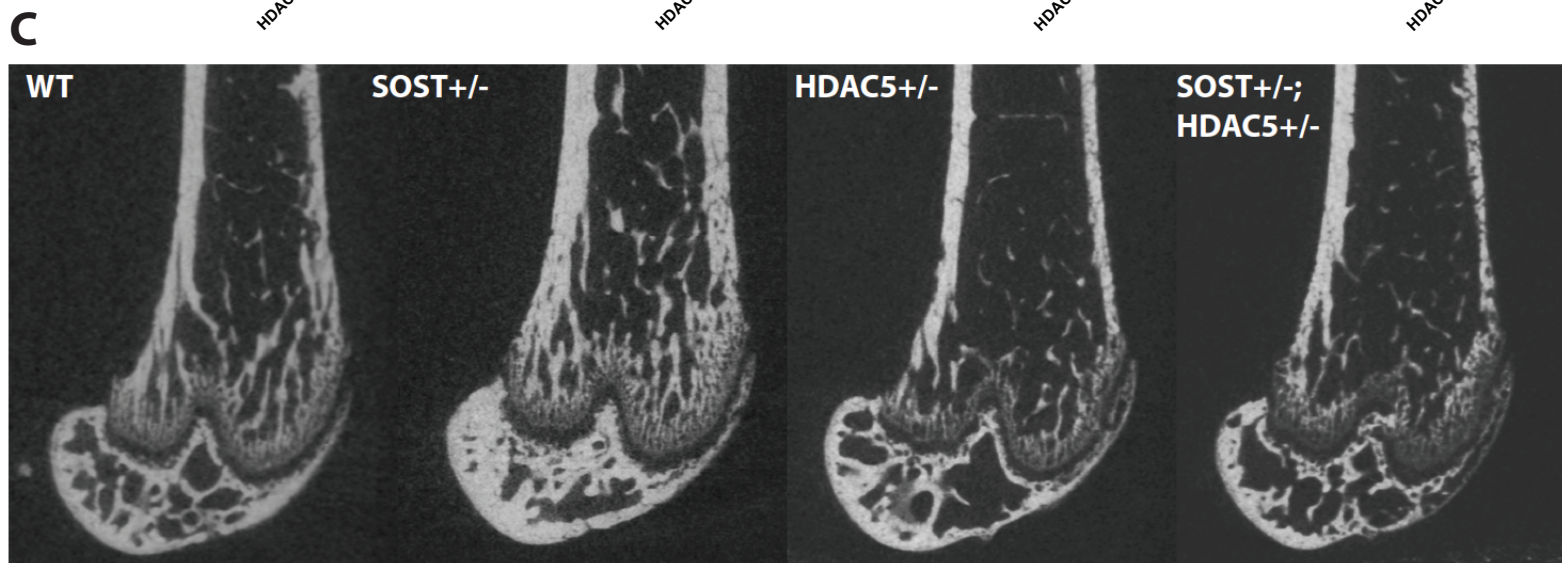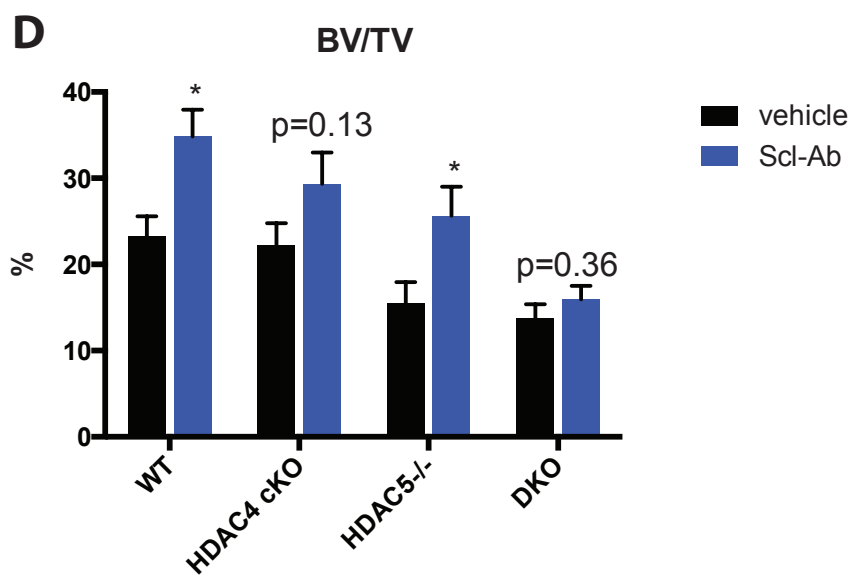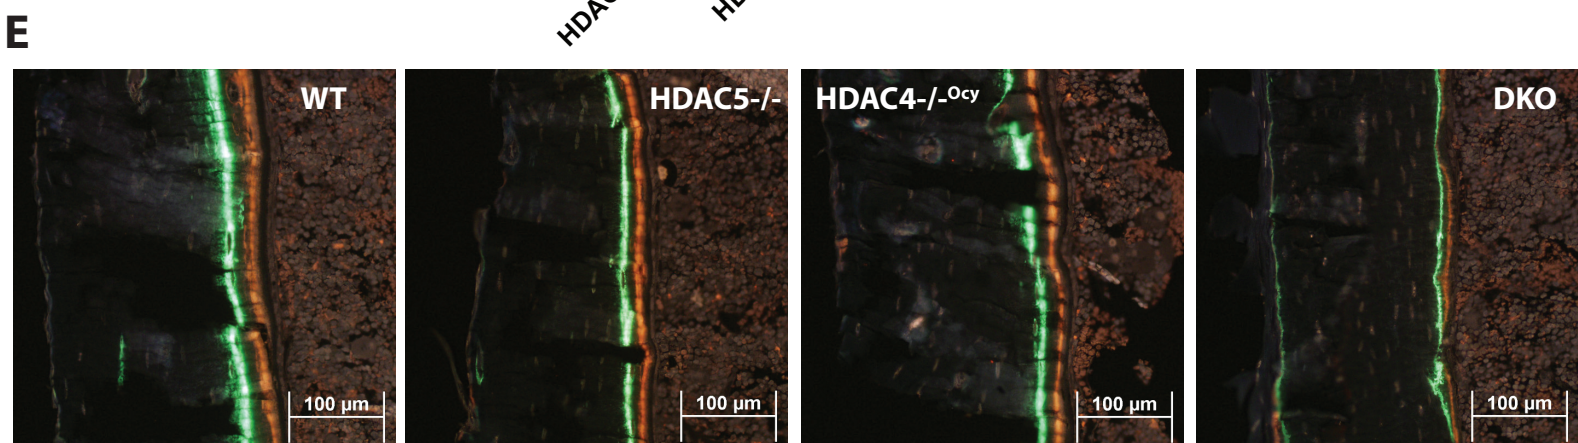

**Supplementary Figure 1**

**Supplementary Figure 1.** (A) Cortical and (B) trabecular micro-CT results from 8 week old mice of the indicated compound heterozygous genotype. The high bone mass observed in SOST<sup>+/-</sup> mice is not observed in SOST/HDAC5 compound heterozygotes. (C) Representative sagittal images from mice analyzed in (A) and (B). (D) Male WT (n=5), HDAC4<sup>OcyKO</sup> (n=6), HDAC5<sup>-/-</sup> (n=5), and DKO (n=6) mice were treated with anti-sclerostin antibody (50 mg kg<sup>-1</sup>) twice weekly from 2 to 8 weeks of age. Distal femur BV/TV was determined by micro-CT. 2 way ANOVA analysis revealed a significant interaction between genotype and Scl-Ab treatment, therefore post-hoc t tests were performed to determine effects of Scl Ab treatment within each genotype. Individual p values for each comparison are noted on the graph. (E) Dual calcein/demeclocycline images showing reduced endocortical bone formation in DKO mice.

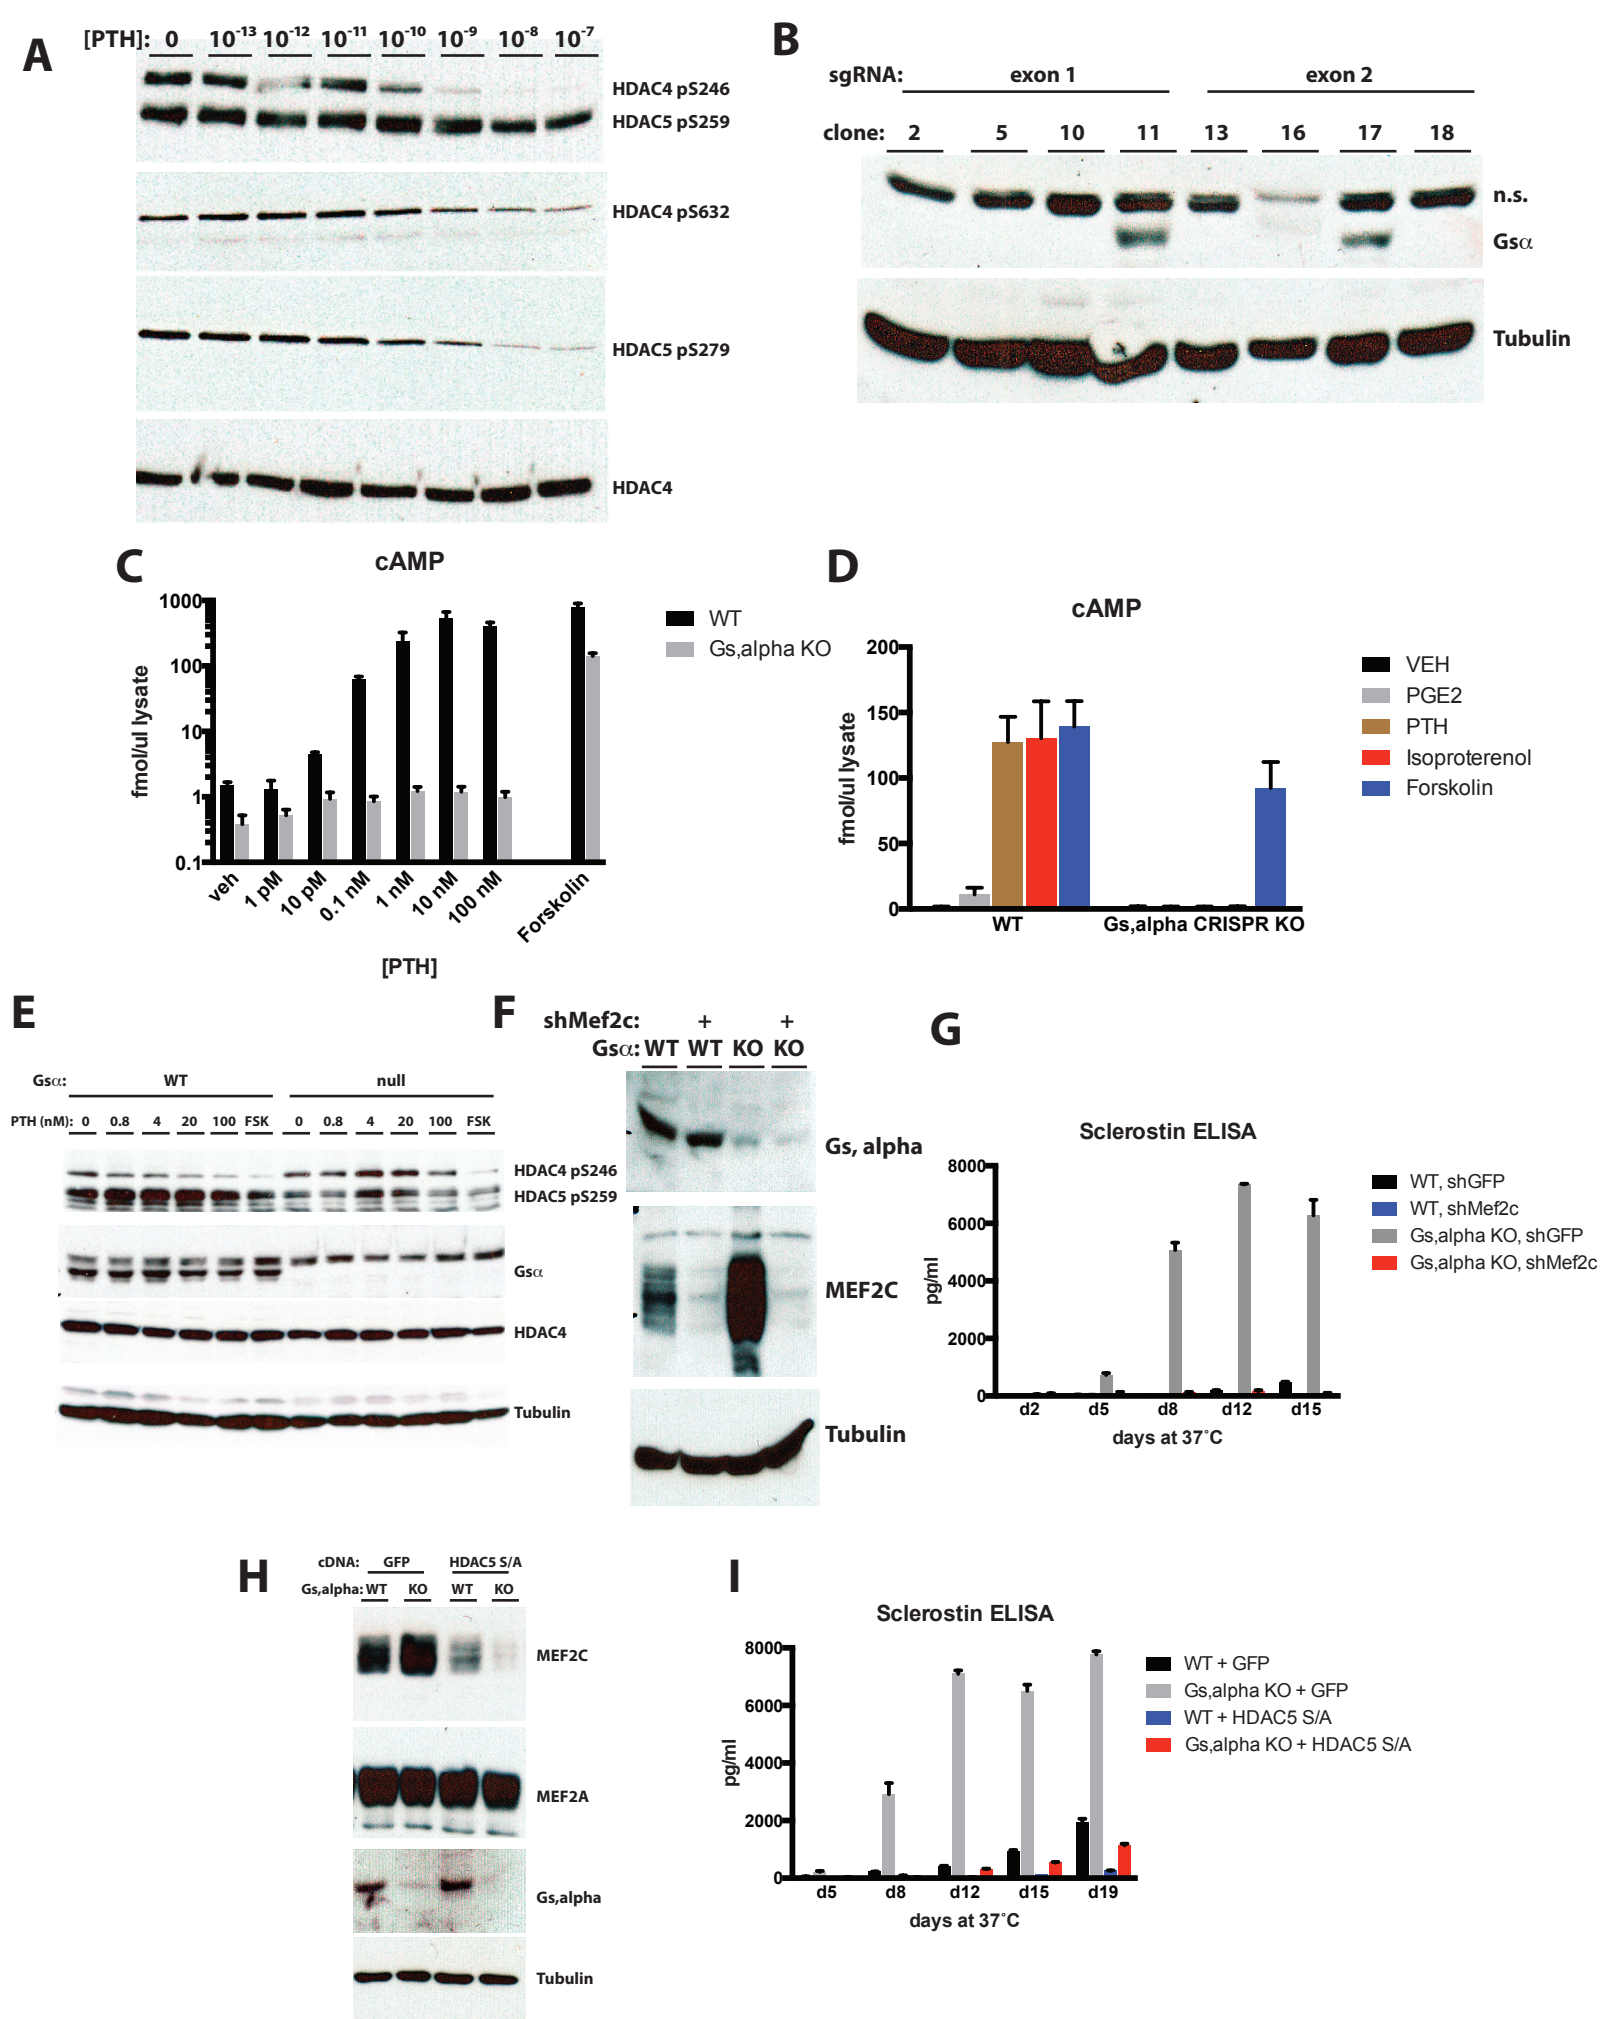

Supplementary Figure 2

**Supplementary Figure 2.** (A) Ocy454 cells were treated with the indicated concentrations of PTH for 30 minutes, followed by immunoblotting as indicated. (B) Immunoblots from individual single cell clones isolated after exposure to  $Gs\alpha$  sgRNA/Cas9 targeting the indicated GNAS exon. Clones 11 and 17 show intact  $Gs\alpha$  expression, while the other clones show no detectable  $Gs\alpha$  protein. Clone 8, not shown here, also was isolated after exposure to the sgRNA sequence targeting GNAS exon 1. (C) WT and  $Gs\alpha$  KO cells were treated with the indicated concentrations of PTH and cAMP levels were measured by RIA 20 minutes later. No detectable PTH-induced increases in cAMP were observed in cells lacking  $Gs\alpha$ . (D) As in (C), except cells were treated with other agents known to stimulate cAMP production. (E) WT and  $Gs\alpha$  null cells were treated with the indicated concentrations of PTH and analyzed by immunoblotting as in (A). (F) Cells lacking  $Gs\alpha$  were infected with control or MEF2C shRNA lentiviruses, followed by immunoblotting as indicated. (G) Cells from (F) were allowed to differentiate for the indicated times at 37°C, and sclerostin ELISAs were then performed from the conditioned medium. While  $Gs\alpha$  KO cells showed increased sclerostin secretion, MEF2C shRNA abrogates this effect. (H) Cells lacking  $Gs\alpha$  were infected with lentiviruses to over-express HDAC5 S/A (S259/498A) and analyzed by immunoblotting. (I) Cells from (H) were analyzed as in (G). HDAC5 S/A overexpression dramatically reduces sclerostin secretion by  $Gs\alpha$  deficient cells.

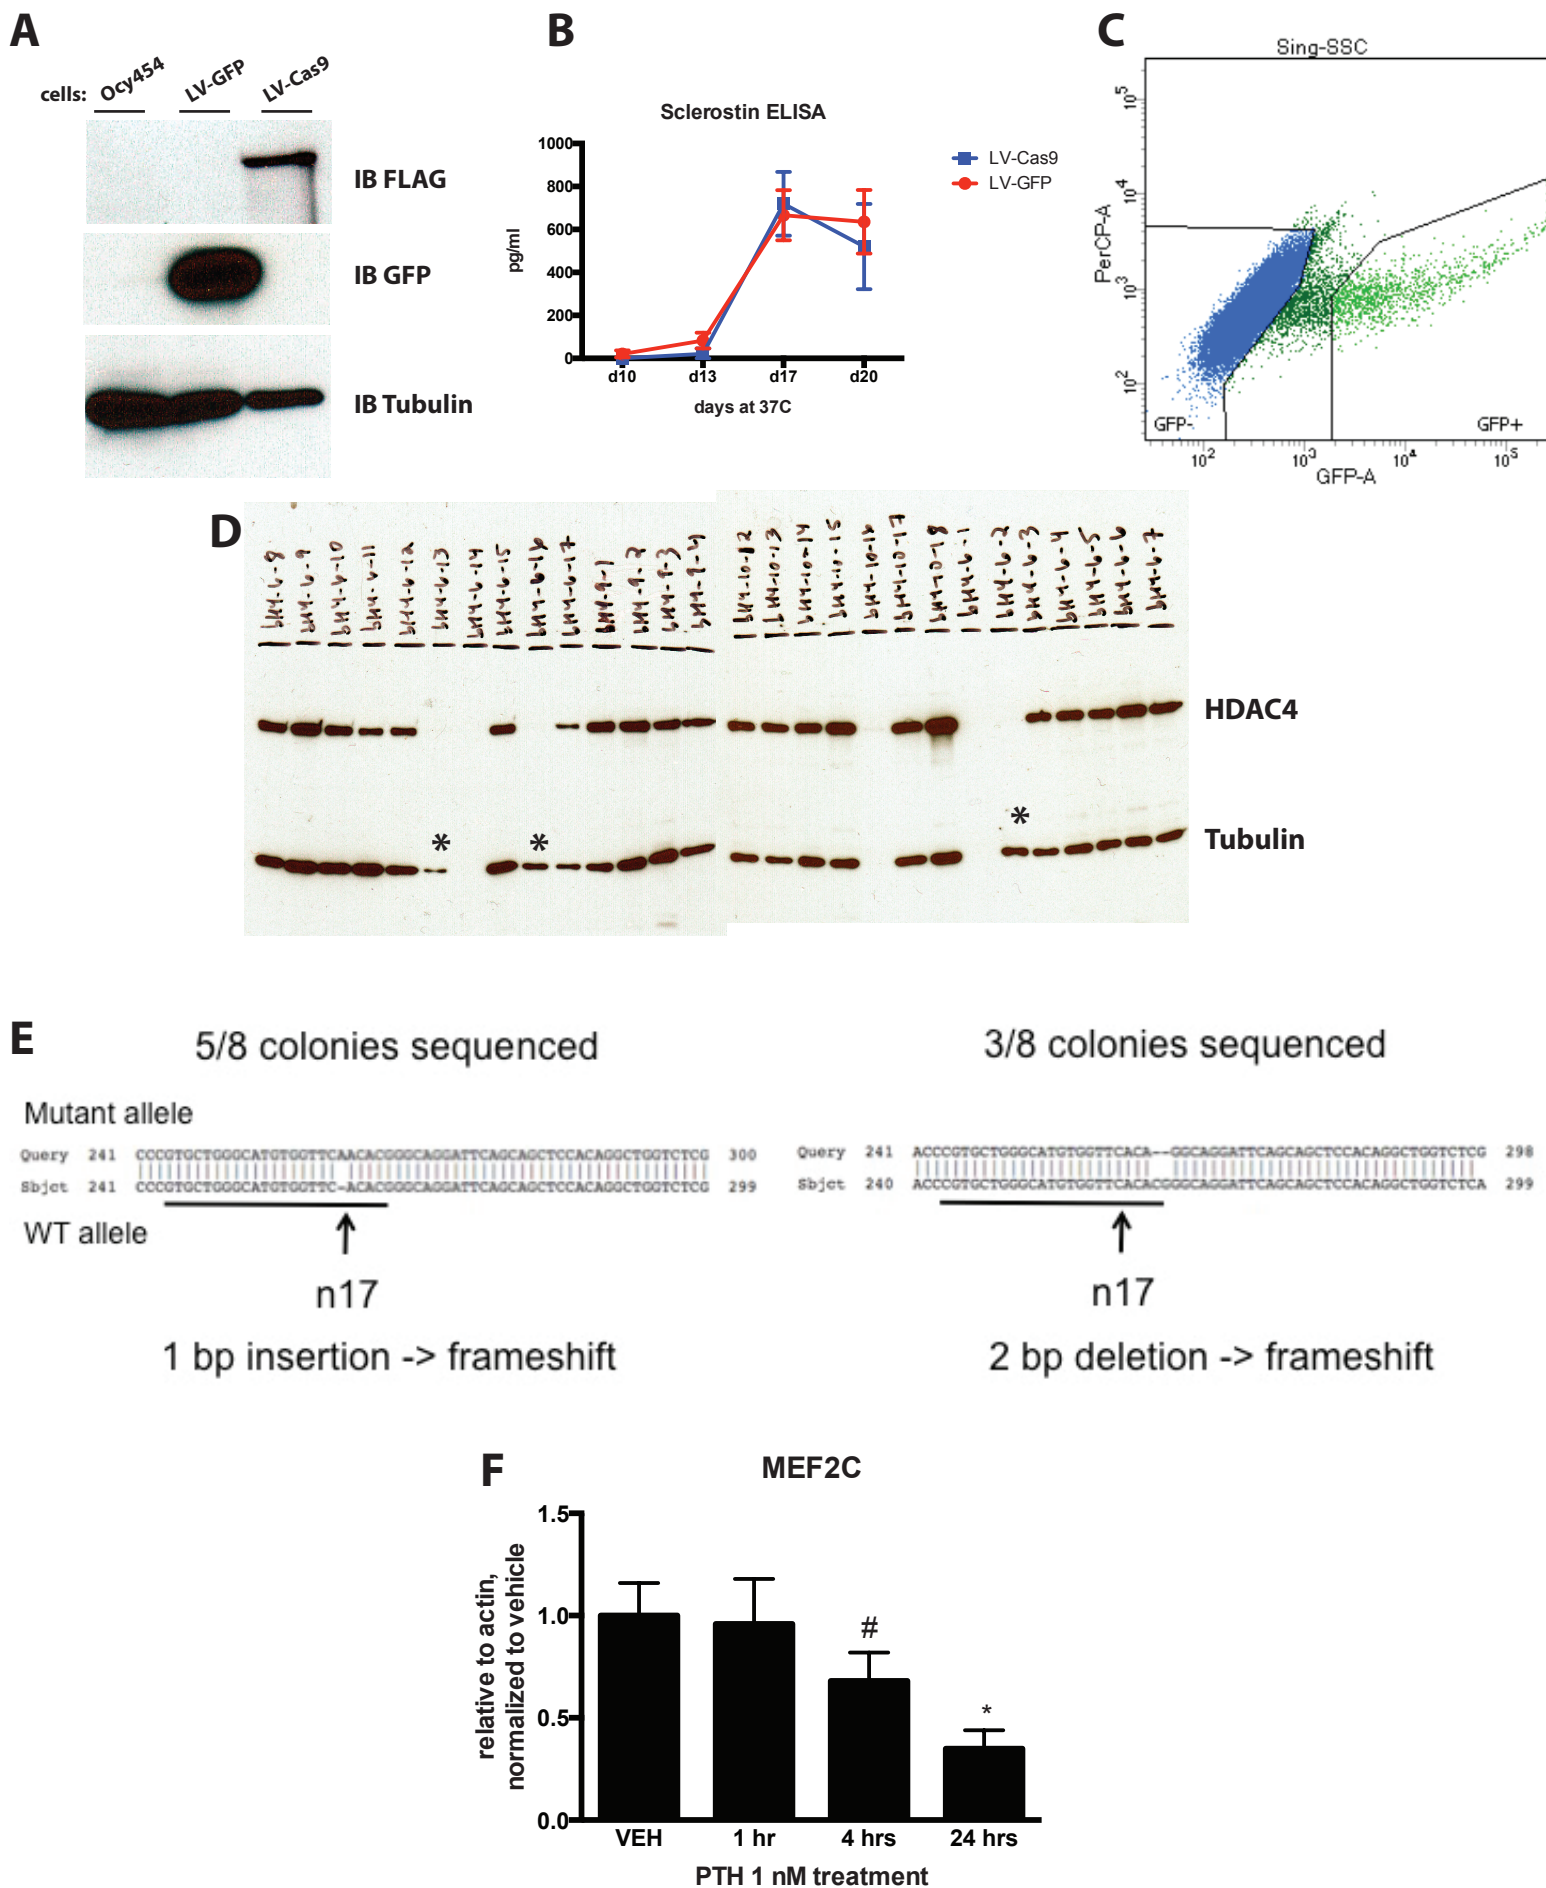

Supplementary Figure 3

**Supplementary Figure 3.** (A) Immunoblot showing Ocy454 cells uninfected with lentivirus, infected with control lentivirus (LV-GFP), or infected with lentivirus overexpressing FLAG-tagged Cas9. (B) Sclerostin ELISA demonstrating no effect of Cas9 expression on Ocy454 cell sclerostin secretion in the absence of sgRNA co-expression. (C) Ocy454 cells were transfected with PX458 plasmid which co-expresses a sgRNA of interest, Cas9, and eGFP. 48 hours later, eGFP positive cells were sorted by flow cytometry into 96 well plates at a density of 1 cell per well. Clones were identified, expanded, and analyzed by immunoblotting. (D) Representative immunoblot of single cell clones isolated after exposure to an sgRNA targeting HDAC4. Starred clones show no detectable HDAC4 protein. (E) Genomic DNA was isolated from individual HDAC4 deficient clones followed by allele-specific sequencing. As shown in the example here, cells without HDAC4 protein show bi-allelic HDAC4 insertion/deletions resulting in frameshift mutations. N17 refers to the 17<sup>th</sup> nucleotide within the 20mer sgRNA sequence, where insertions/deletions are most likely to occur. (F) Ocy454 cells were treated with PTH (1 nM) for the indicated times, and MEF2C transcript abundance was measured by RT-qPCR. # indicates  $p < 0.05$ , and \* indicates  $p < 0.01$  vs vehicle.

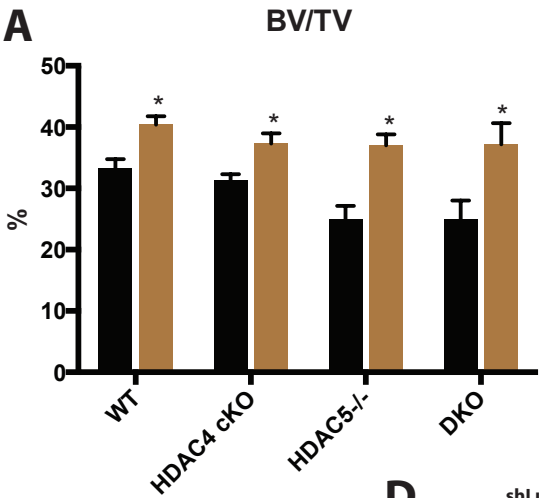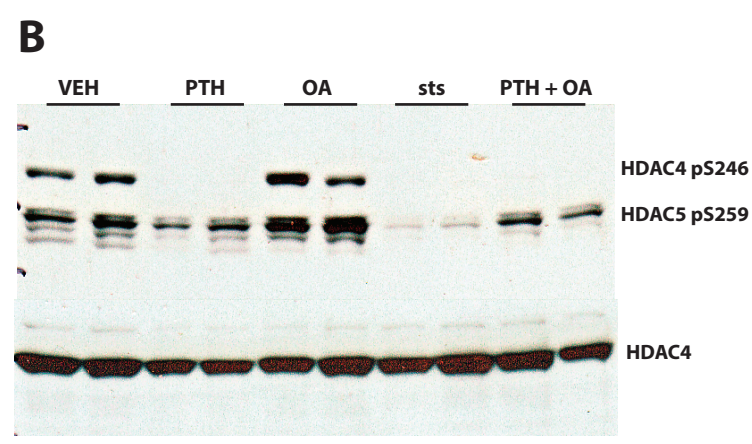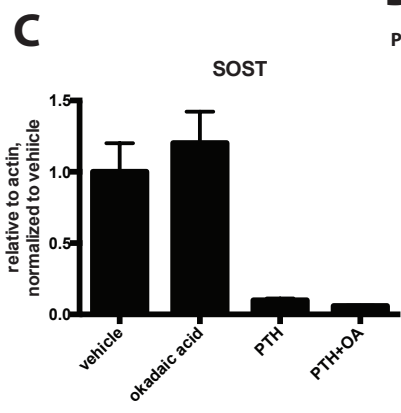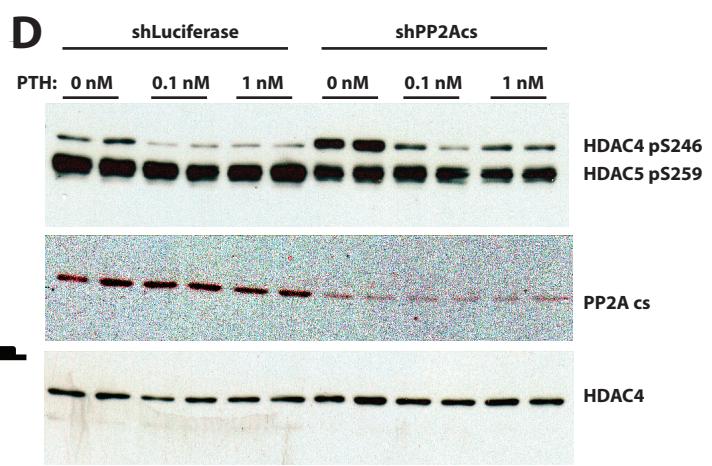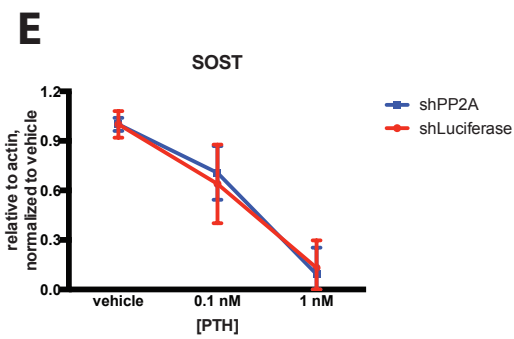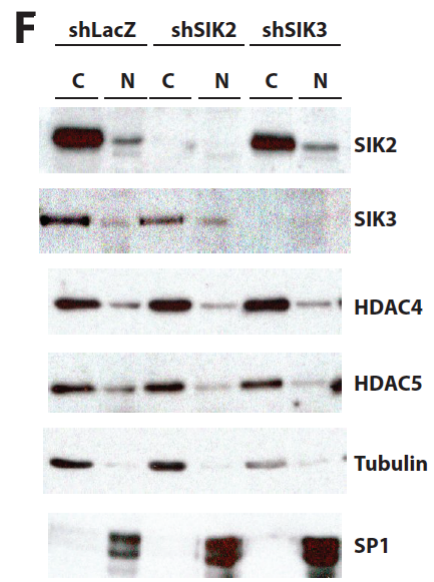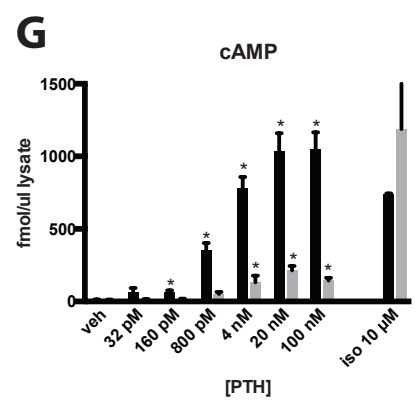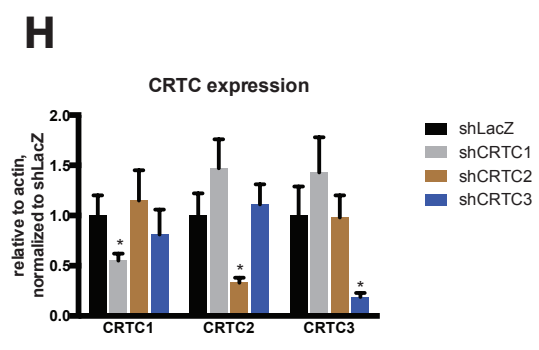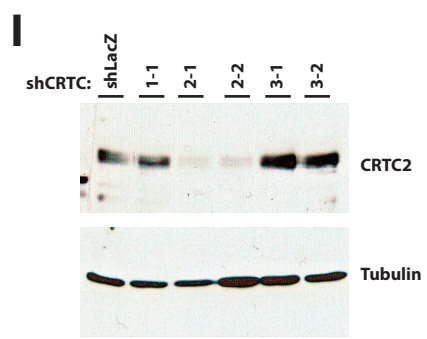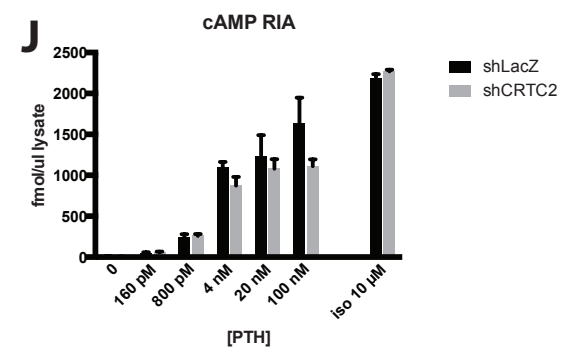

Supplementary Figure 4

**Supplementary Figure 4.** (A) 8 week old female mice of the indicated genotypes were treated with vehicle or hPTH (1-34, 100 mcg kg<sup>-1</sup>) once daily, 5 days per week, for 4 weeks. Micro-CT analysis of bone volume fraction of the primary spongiosa is shown. 2 way ANOVA revealed a significant ( $p < 0.01$ ) interaction between genotype and drug treatment. Therefore, posthoc t tests were performed comparing effects of vehicle and PTH within each genotype. \* indicates  $p < 0.01$ . (B) Ocy454 cells were treated with vehicle, PTH (50 nM), okadaic acid (300 nM), staurosporine (sts, 1  $\mu$ M), or PTH plus okadaic acid. When okadaic acid was used, cells were pre-treated with this agent for 20 minutes. 30 minutes later, whole cell lysates were obtained followed by immunoblotting as indicated. Okadaic acid does not block the ability of PTH to induce HDAC4/5 dephosphorylation. (C) Ocy454 cells were treated with okadaic acid (300 nM), PTH (1 nM), and both. 4 hours later, RNA was isolated and SOST transcript abundance was analyzed by RT-qPCR. (D) Ocy454 cells were infected with control (shLacZ) or PP2A catalytic subunit (c.s.) shRNA-expressing lentiviruses. Cells were then treated with the indicated concentrations of PTH for 30 minutes followed by immunoblotting as indicated. (E) Cells from (D) were treated with the indicated concentrations of PTH and SOST transcript abundance was measured by RT-qPCR 4 hours later. (F) Control, shSIK2, and shSIK3 Ocy454 cells were subjected to subcellular fractionation followed by immunoblotting for the indicated proteins. (G) Control (shLacZ) and shSIK2 cells were treated with the indicated concentrations of PTH or isoproterenol, and cAMP levels were determined by RIA. While shSIK2 cells show reduced cAMP levels at all doses compared to control cells, significant upregulation (versus vehicle) in these cells is noted at doses above 4 nM. (H) Ocy454 cells were infected with shRNAs targeting CRTC1, CRTC2, and CRTC3. Knockdown efficiency and specificity for each gene was then measured by RT-qPCR. (I) CRTC2 shRNAs effectively reduce CRTC2 protein levels. (J) CRTC2 knockdown cells show normal PTH-induced cAMP generation as measured by radioimmunoassay.

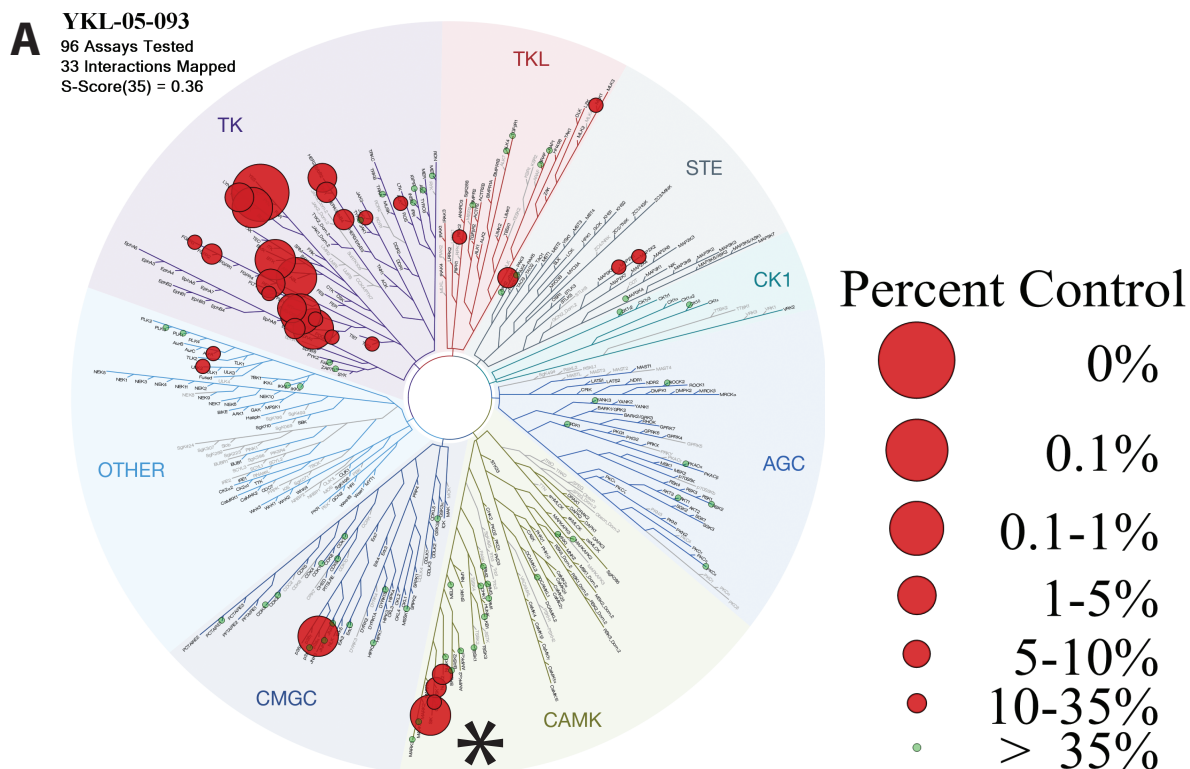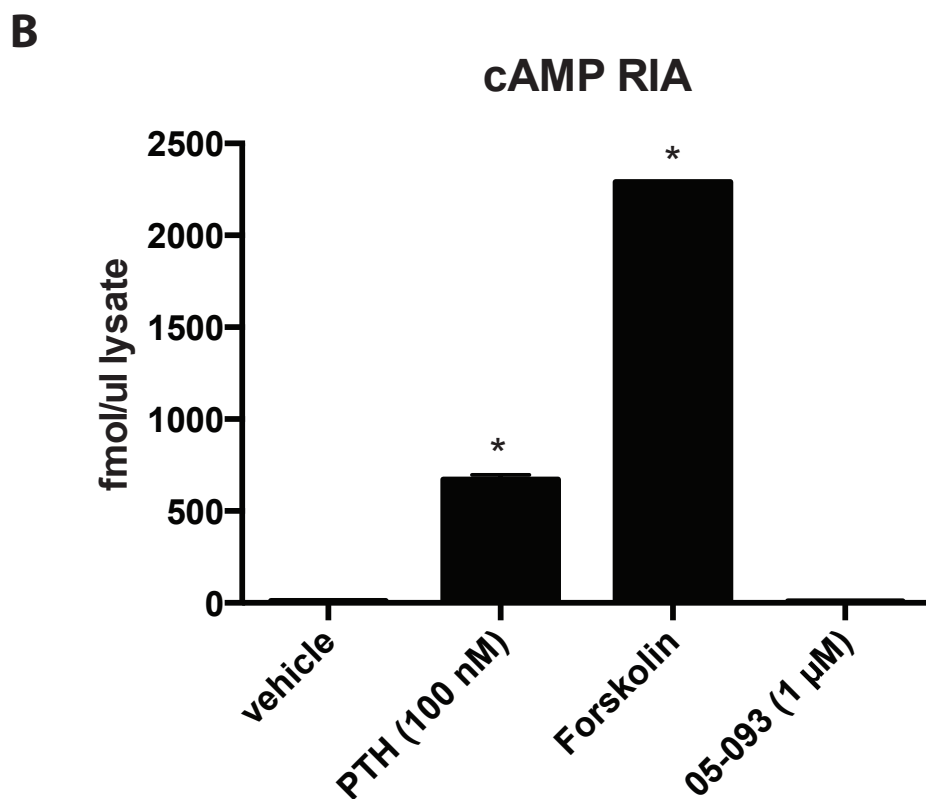

**Supplementary Figure 5**

**Supplementary Figure 5.** (A) Dendrogram showing effects of YKL-05-093 on different classes of kinases. The location of SIK kinases is denoted with an asterisk. SIK refers to SIK1, and QSK refers to SIK3 in these assays. See Supplemental Table 3 for more details. Kinase group names follow standard nomenclature: AGC (containing PKA, PKG, PKC families), CAMK (calcium/calmodulin-dependent protein kinases), CK1 (casein kinase 1), CMGC (containing CDK, MAPK, GSK3, CLK families), STE (homologs of yeast sterile 7, sterile 11, and sterile 20 kinases), TK (tyrosine kinase), and TKL (tyrosine kinase-like). Image generated using TREEspot™ Software Tool and reprinted with permission from KINOMEscan®, a division of DiscoverX Corporation, © DISCOVERX CORPORATION 2010. (B) Ocy454 cells were treated with PTH, forskolin, or YKL-05-093, and cAMP levels were measured by RIA 20 minutes later. YKL-05-093 does not induce cAMP generation.

**A**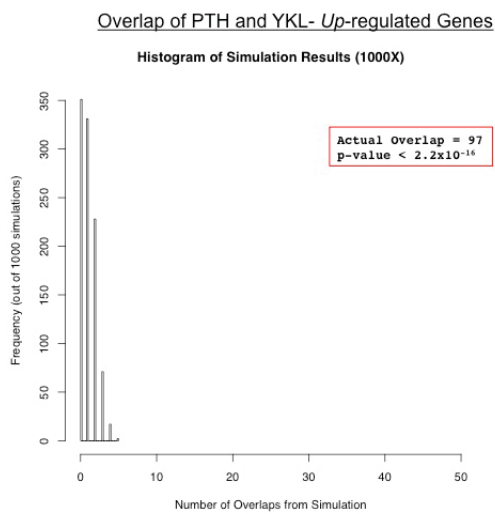**B**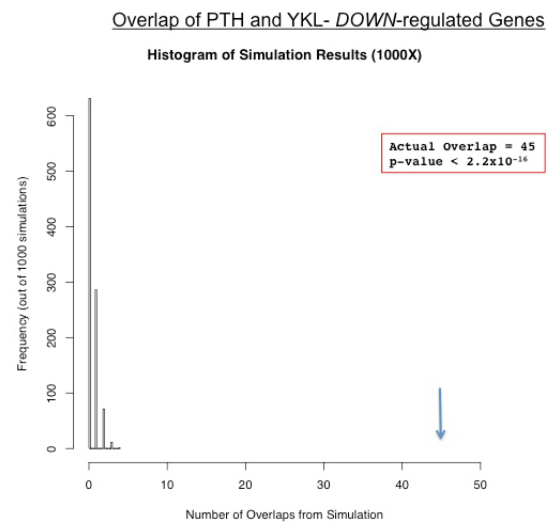**C**

| GO Term                      | FDR value (coverage) |
|------------------------------|----------------------|
| Cell chemotaxis              | 2.04e-5 (10/174)     |
| Blood vessel morphogenesis   | 2.04e-5 (12/278)     |
| Ossification                 | 8.99e-5 (11/275)     |
| Muscle organ development     | 1.54e-4 (11/298)     |
| Relaxation of cardiac muscle | 2.1e-4 (4/10)        |

**D**

| GO Term                                 | FDR value (coverage) |
|-----------------------------------------|----------------------|
| Skeletal muscle tissue development      | 6.052e-6 (9/166)     |
| Blood vessel morphogenesis              | 1.69e-5 (10/278)     |
| Muscle organ development                | 2.2e-5 (10/298)      |
| Skeletal muscle cell differentiation    | 2.35e-3 (5/61)       |
| Regulation of muscle tissue development | 2.78e-2 (5/113)      |

**E**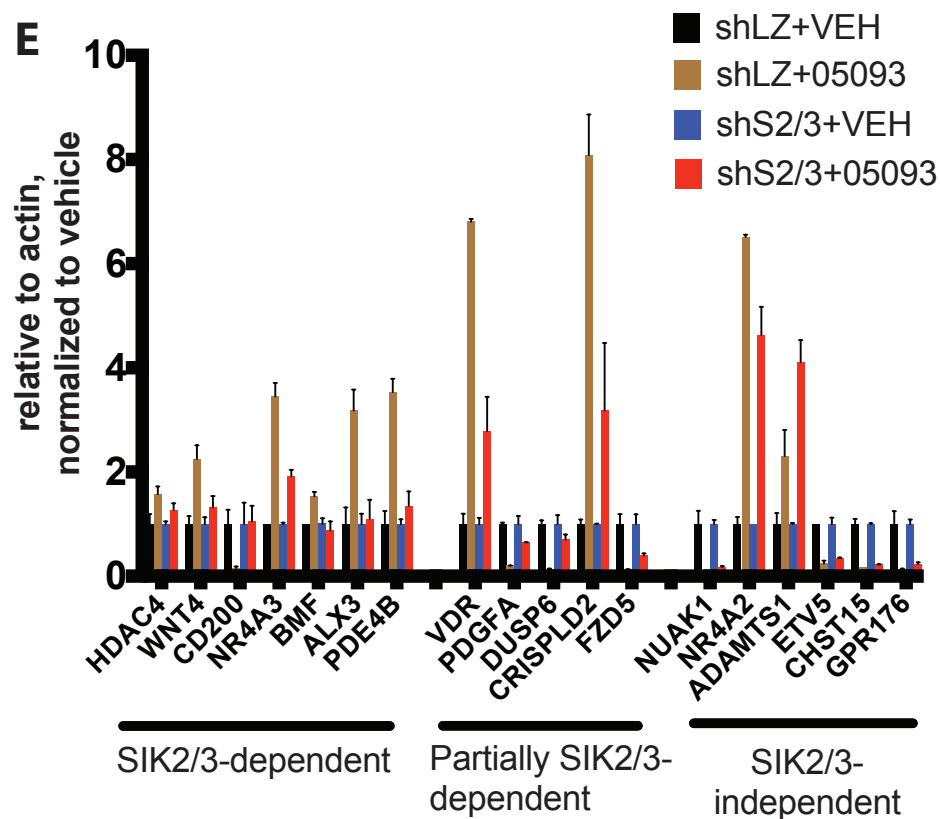**Supplementary Figure 6**

**Supplementary Figure 6.** (A, B) Simulation results demonstrating that the overlap between the group of genes co-regulated in the same direction by PTH and YKL-05-093 is not due to random chance. (C, D) Gene ontology analysis of genes up- or down-regulated by both PTH and YKL-05-093. (E) Control and shSIK2/3 cells were treated with vehicle or YKL-05-093 (0.5  $\mu$ M) for 4 hours, and the indicated genes were measured by RT-qPCR. Genes are categorized based on the dependence of SIK2/3 for the ability of YKL-05-093 to regulate their expression. Genes that are SIK2/3-dependent show no YKL-05-093-induced regulation in SIK2/3-deficient cells. Genes that are partially SIK2/3-dependent show blunted regulation by YKL-05-093 in SIK2/3-deficient cells. Genes that are SIK2/3-independent show normal YKL-05-093-induced regulation in SIK2/3-deficient cells. Therefore, the regulation of these genes is likely due to cellular targets of YKL-05-093 other than SIK2/3.

## Half life in 1 mg/ml hepatic microsomes

| Compound ID       | Mouse |
|-------------------|-------|
| <b>YKL-04-114</b> | 13.8  |
| <b>YKL-05-093</b> | 22.7  |
| <b>HG-9-91-01</b> | 13.0  |

**Supplementary Figure 7.** The half-life of the indicated compound was measured in murine hepatic microsomes. Note the improved half-life of YKL-05-093 compared to YKL-04-114 and HG-9-91-01.

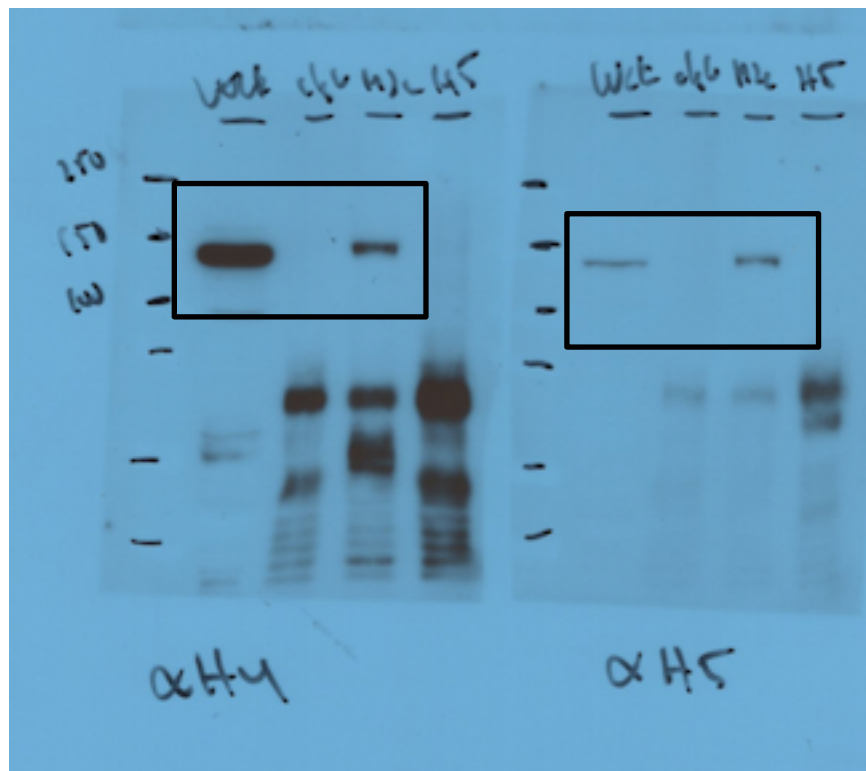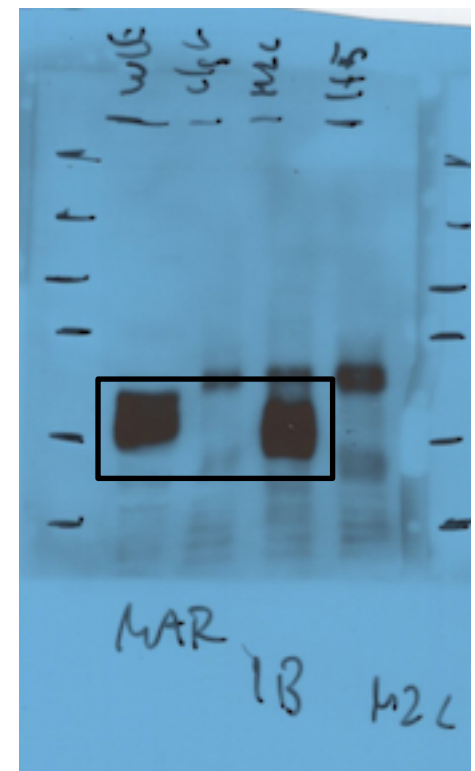

Figure 1A

**Supplementary Figure 8**

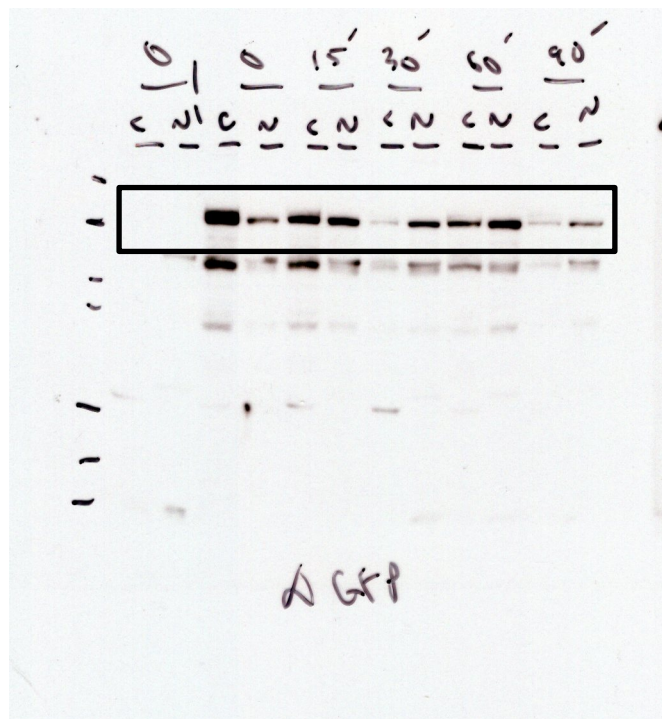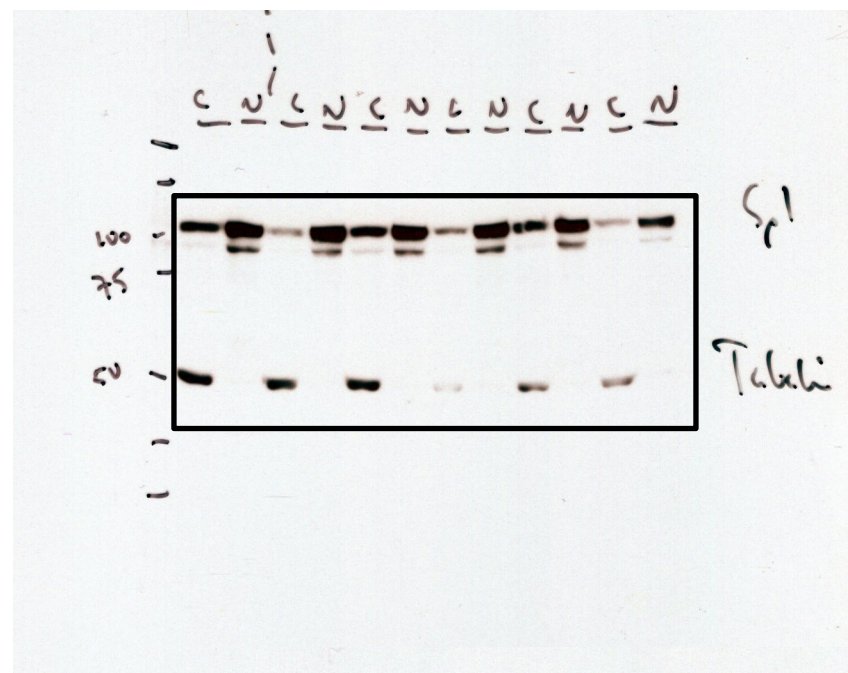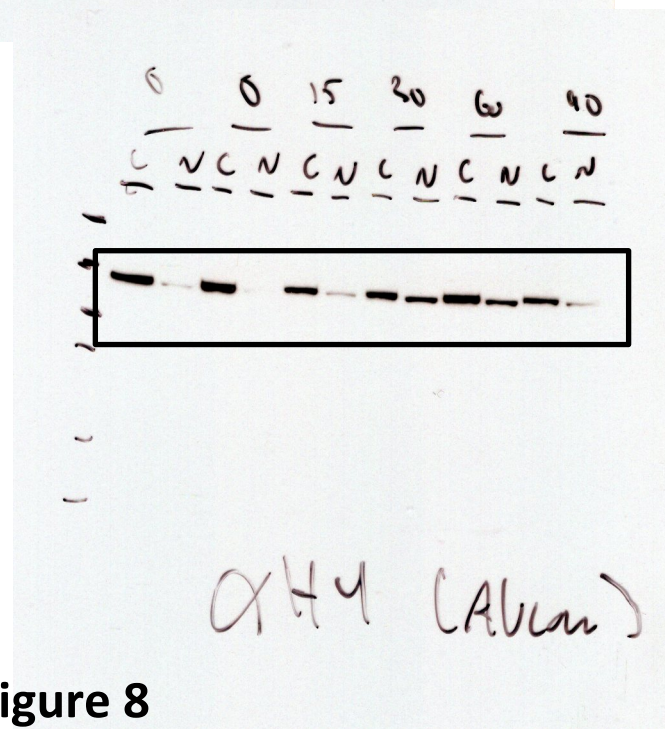

Figure 2A

Supplementary Figure 8

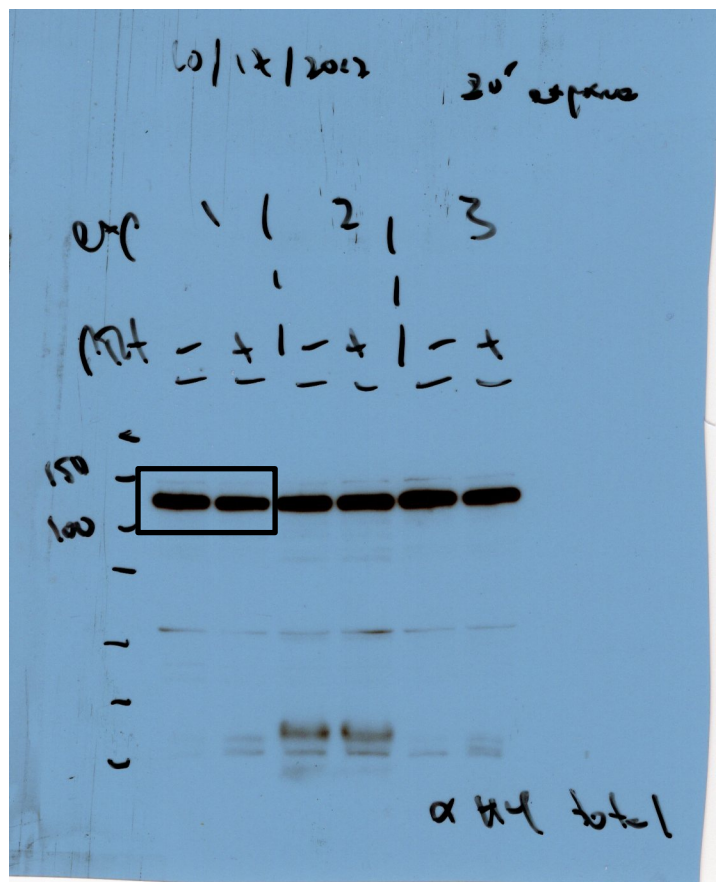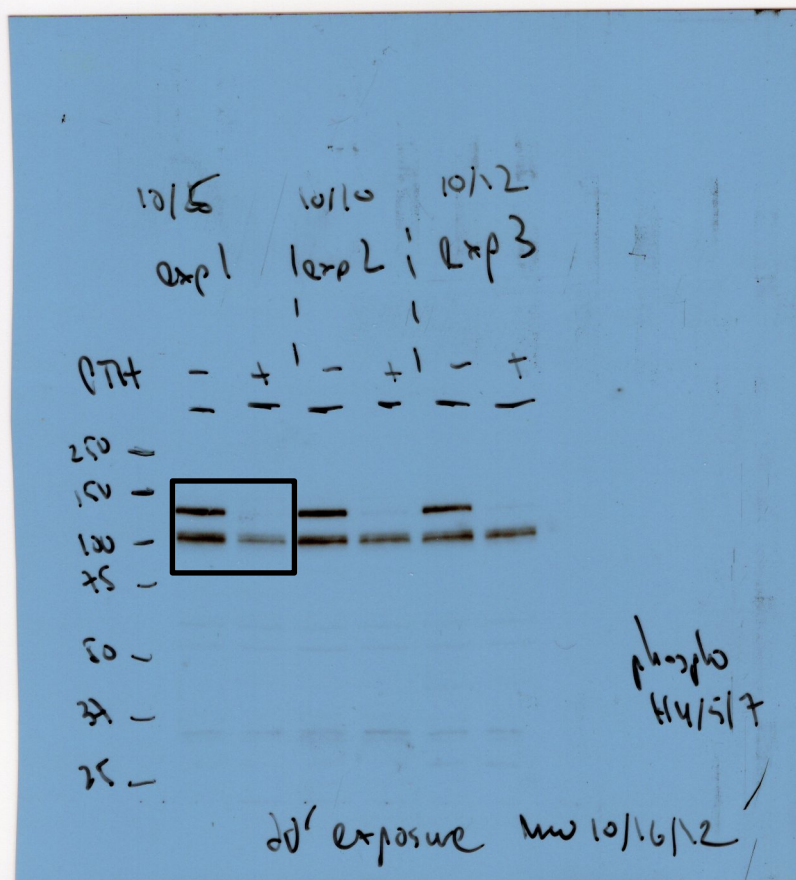

Figure 2B

Supplementary Figure 8

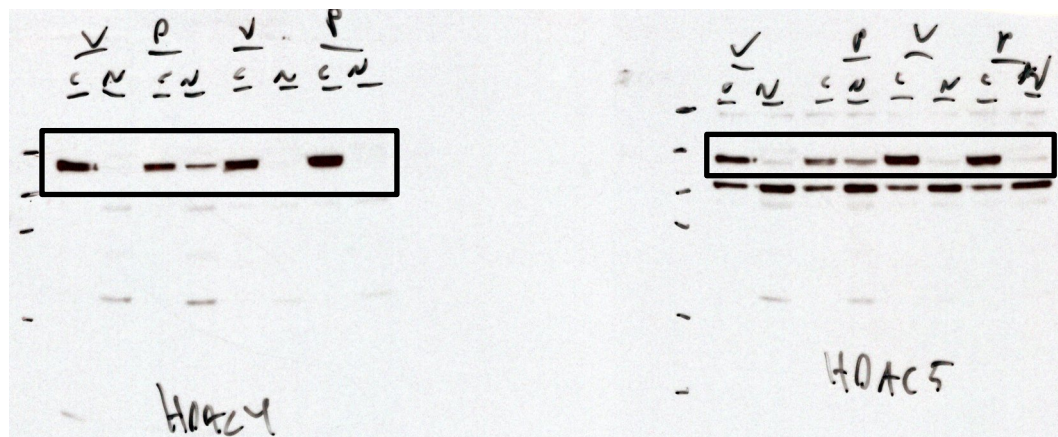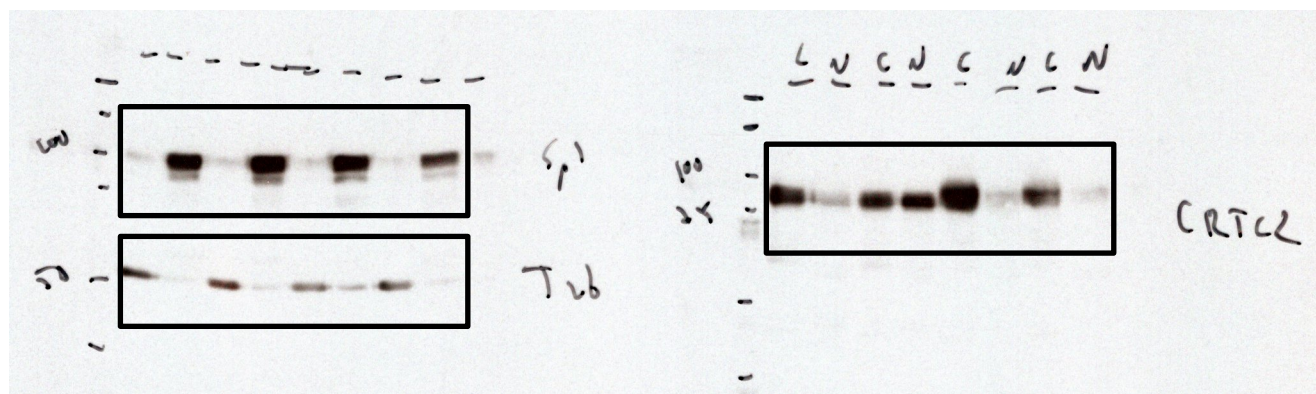

Figure 2C

Supplementary Figure 8

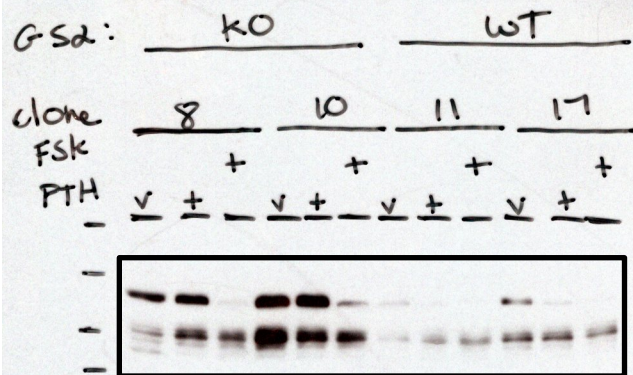

p 246

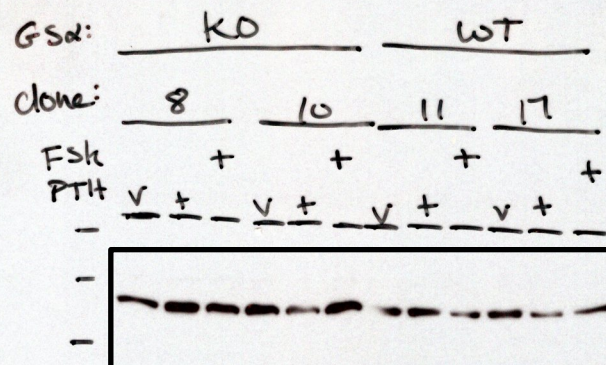

HDAC4/  
Tubulin

7/21/15  
30" Exposure

Figure 2D

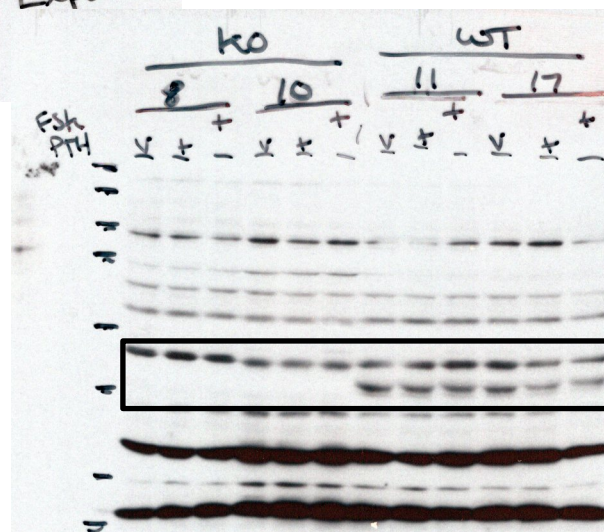

$\alpha$  Gsa

Supplementary Figure 8

7/22/15

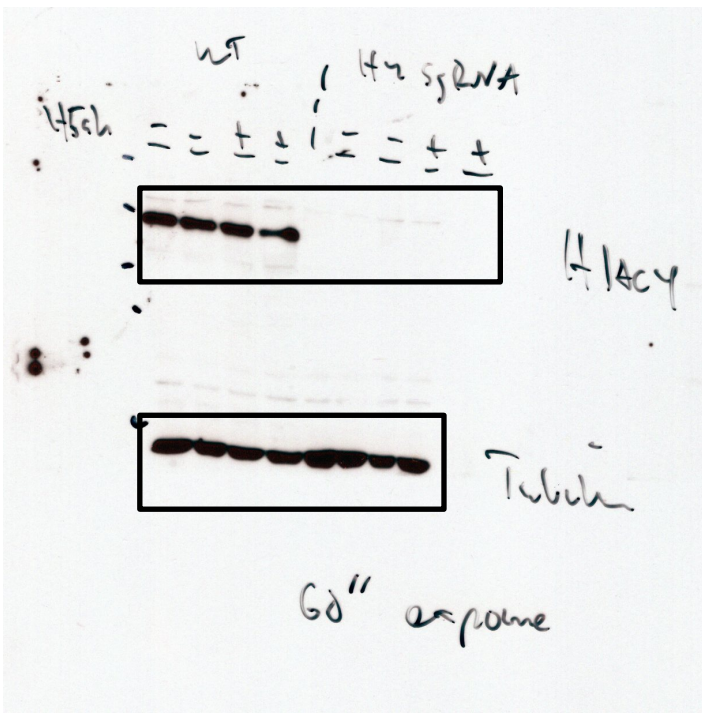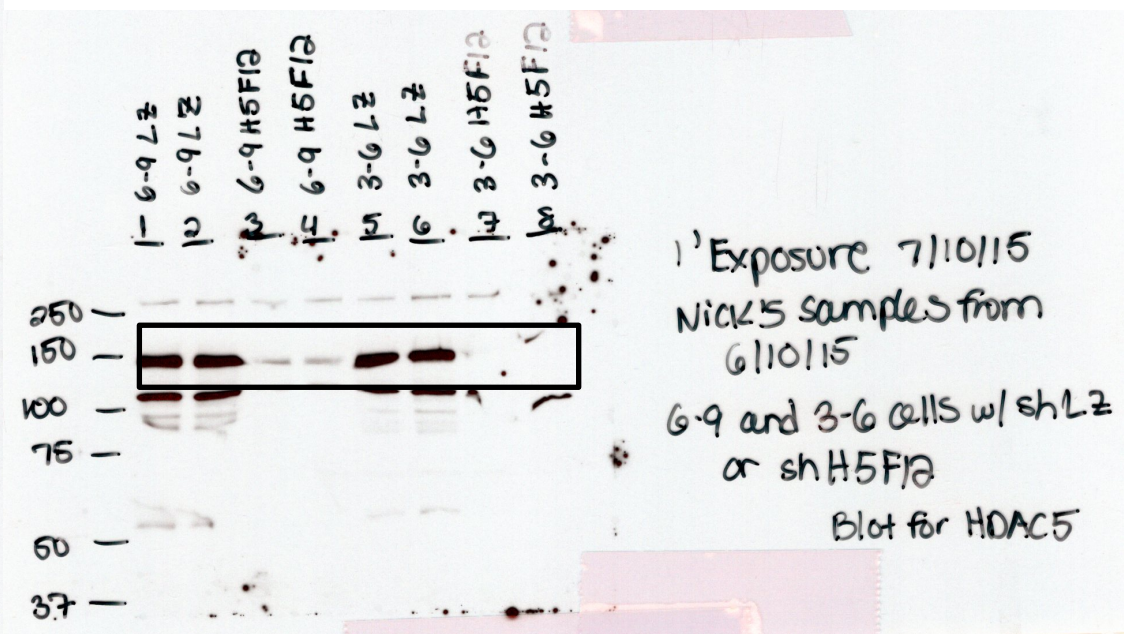

Figure 2E

Supplementary Figure 8

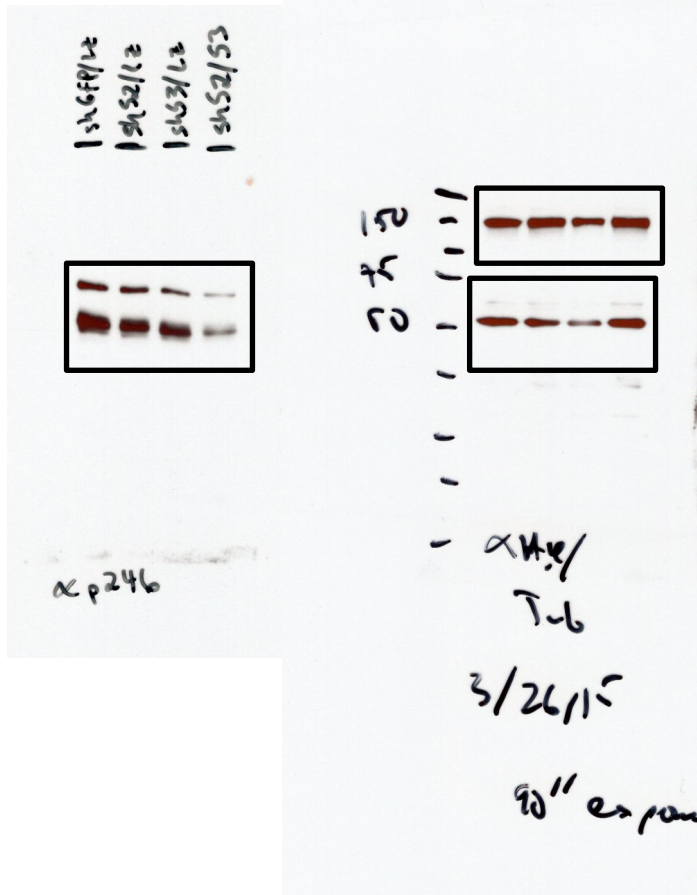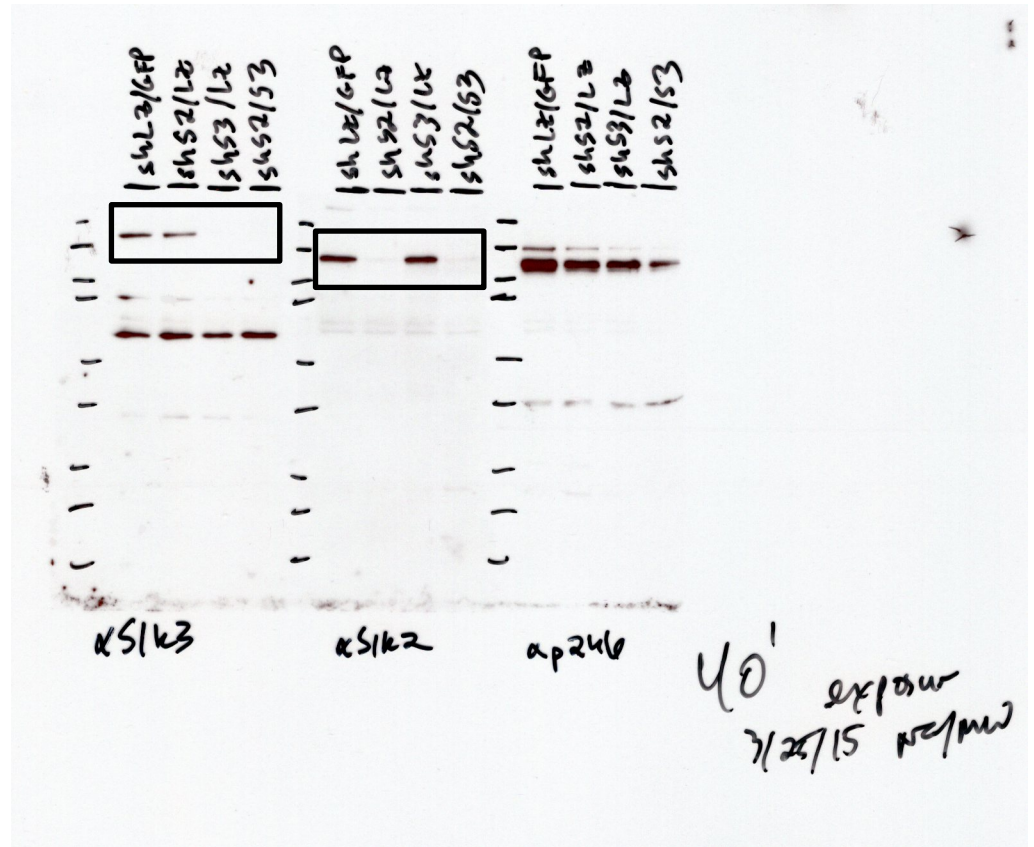

Figure 4A

Supplementary Figure 8

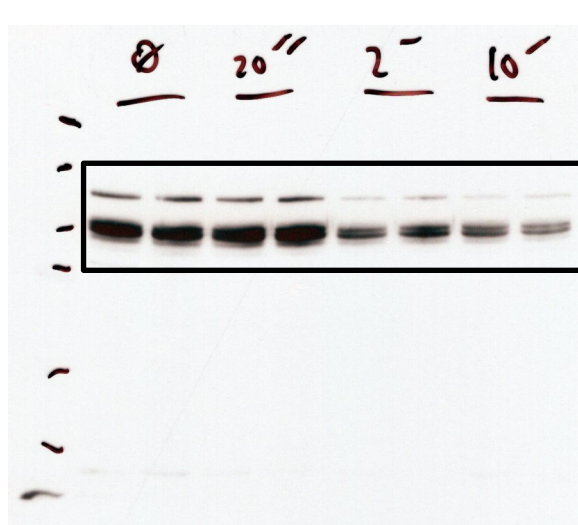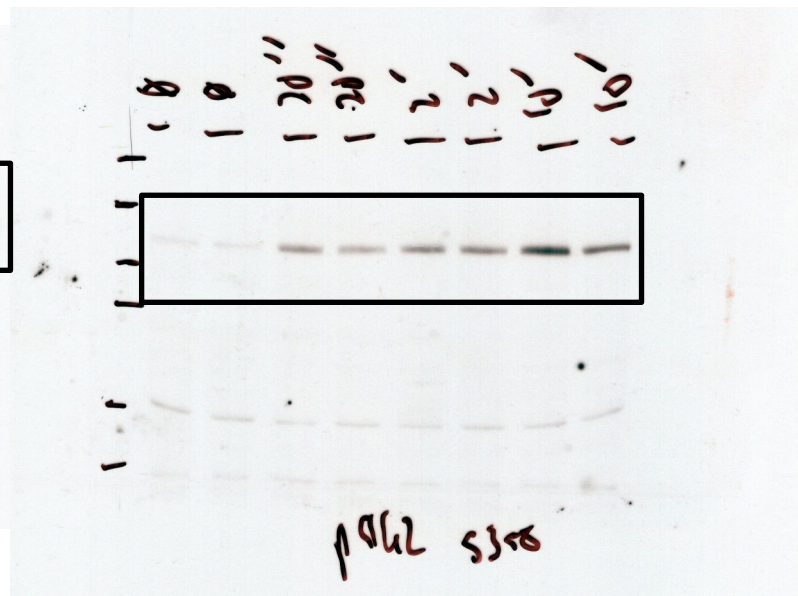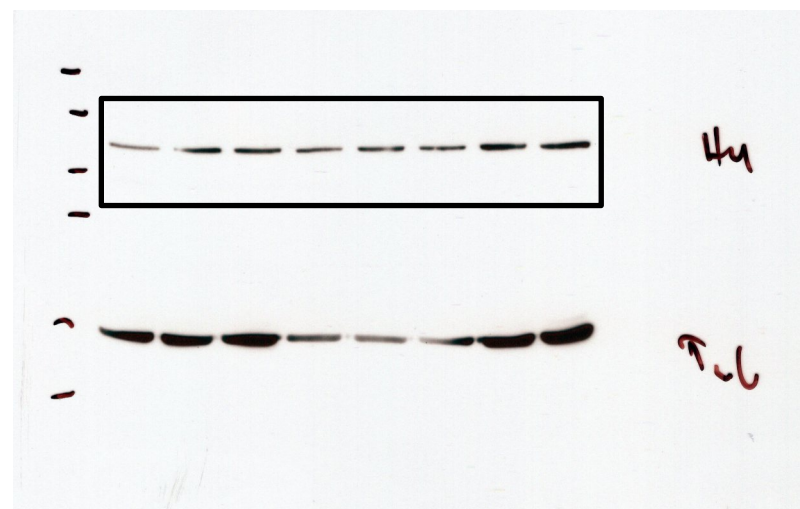

Figure 4C

Supplementary Figure 8

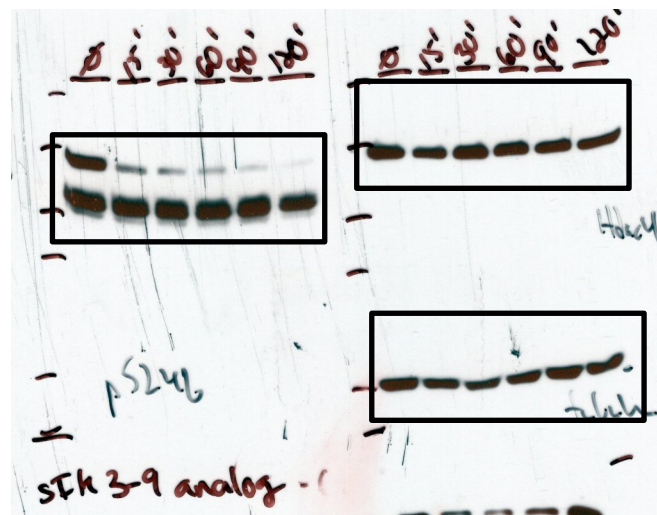

Figure 5B

Supplementary Figure 8

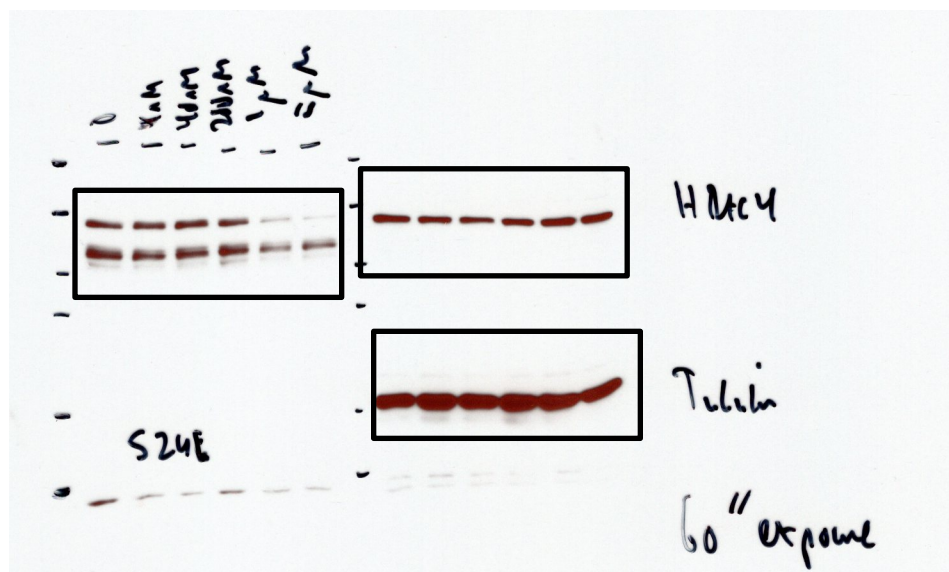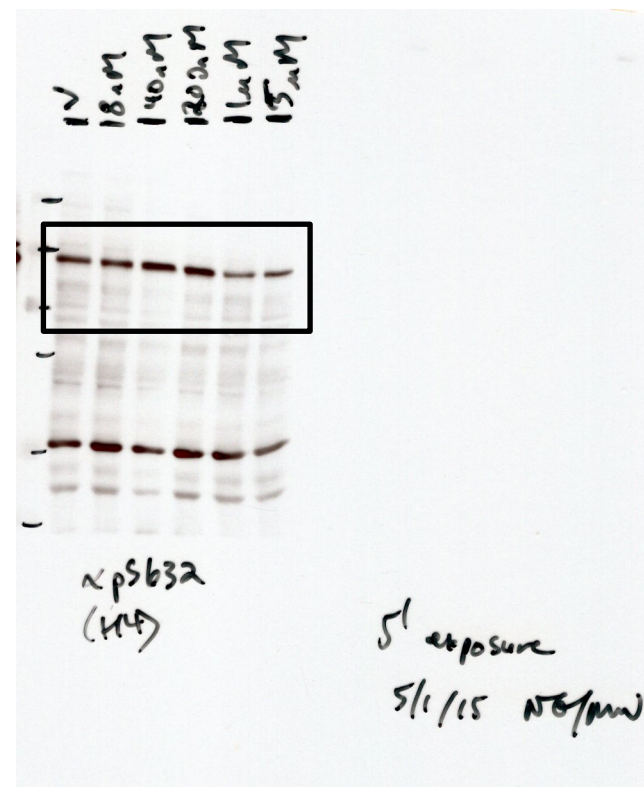

Figure 5C

Supplementary Figure 8

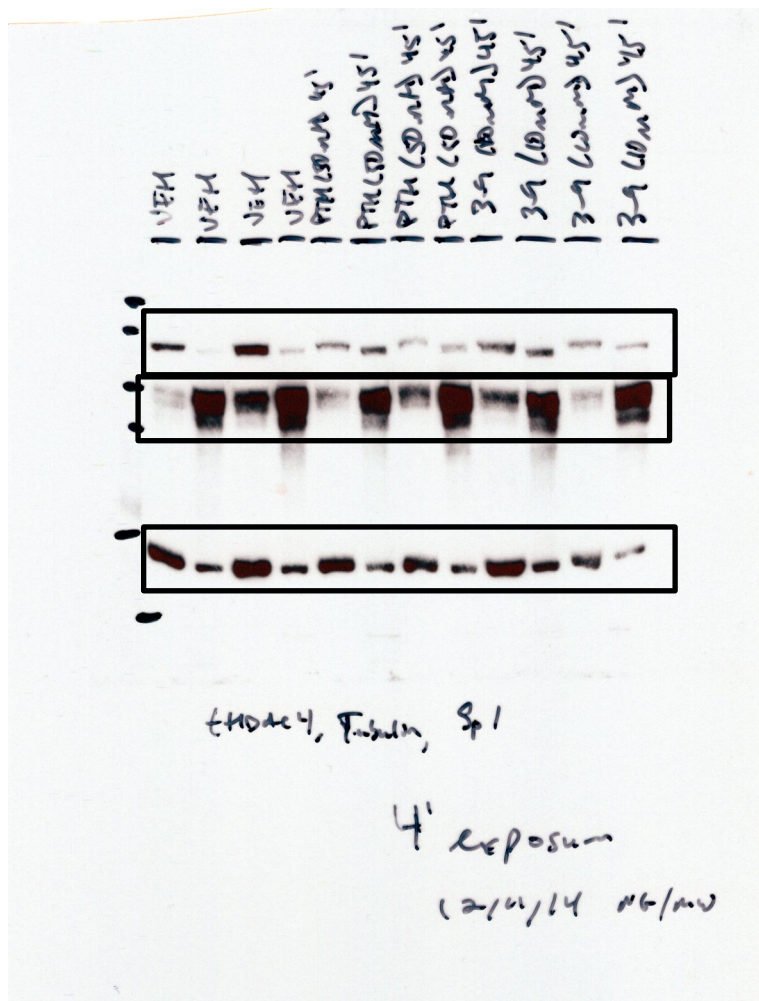

Figure 5D

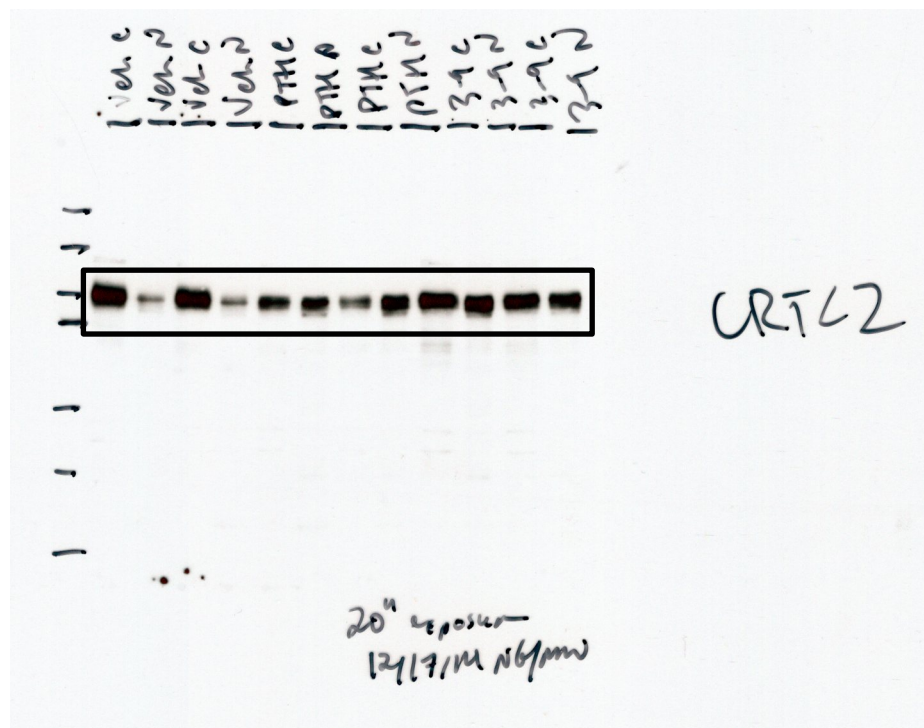

Supplementary Figure 8

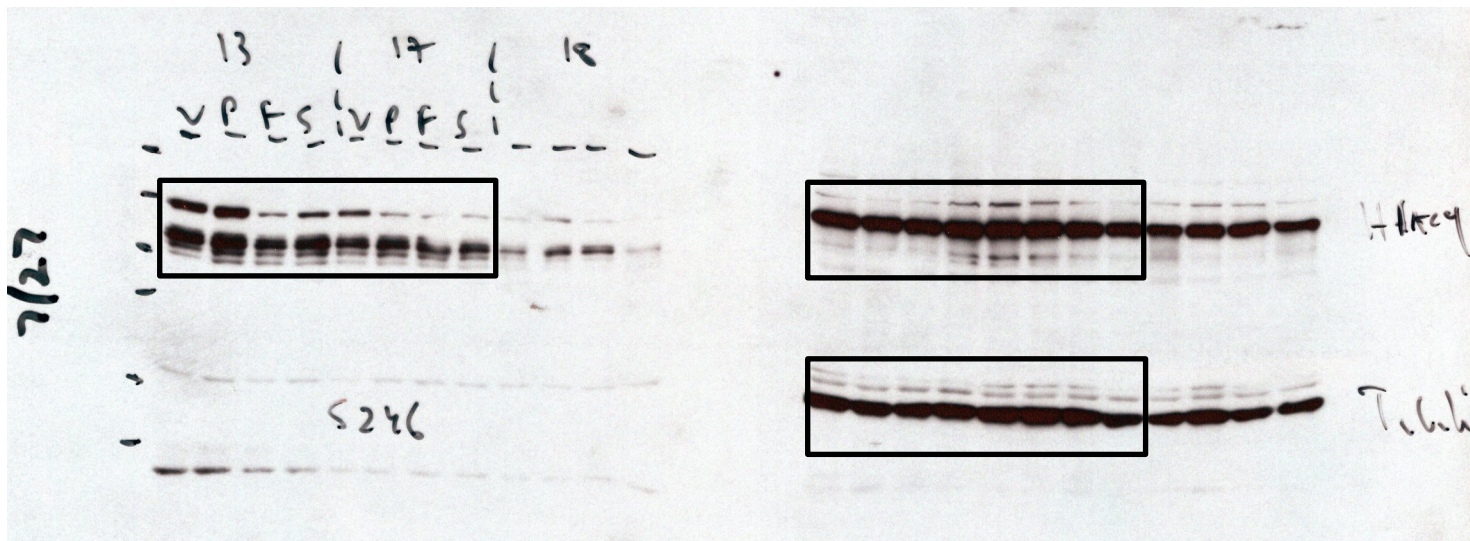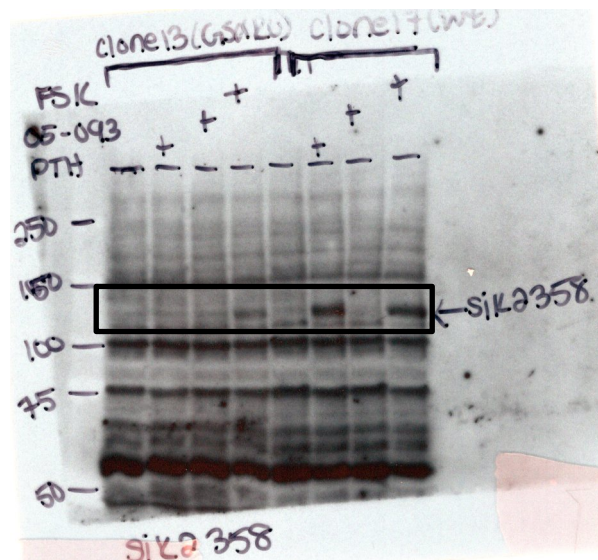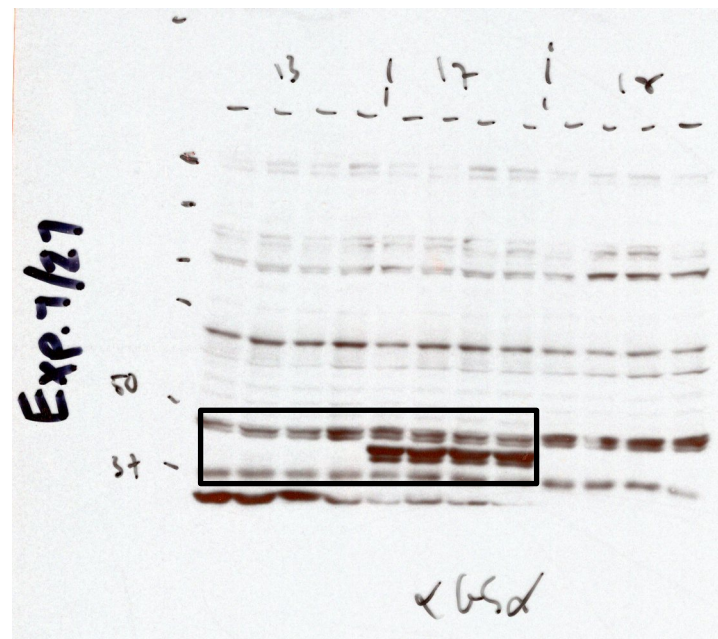

Figure 5D

Supplementary Figure 8

**Supplementary Figure 8.** Full blots corresponding to portions scanned in main text figures.

Compound 2 1H NMR  
PI Last Name Gray  
Equipment Name DFCI NMR 500  
PROTON.DFCI CDCl3 /home/data jwang 4

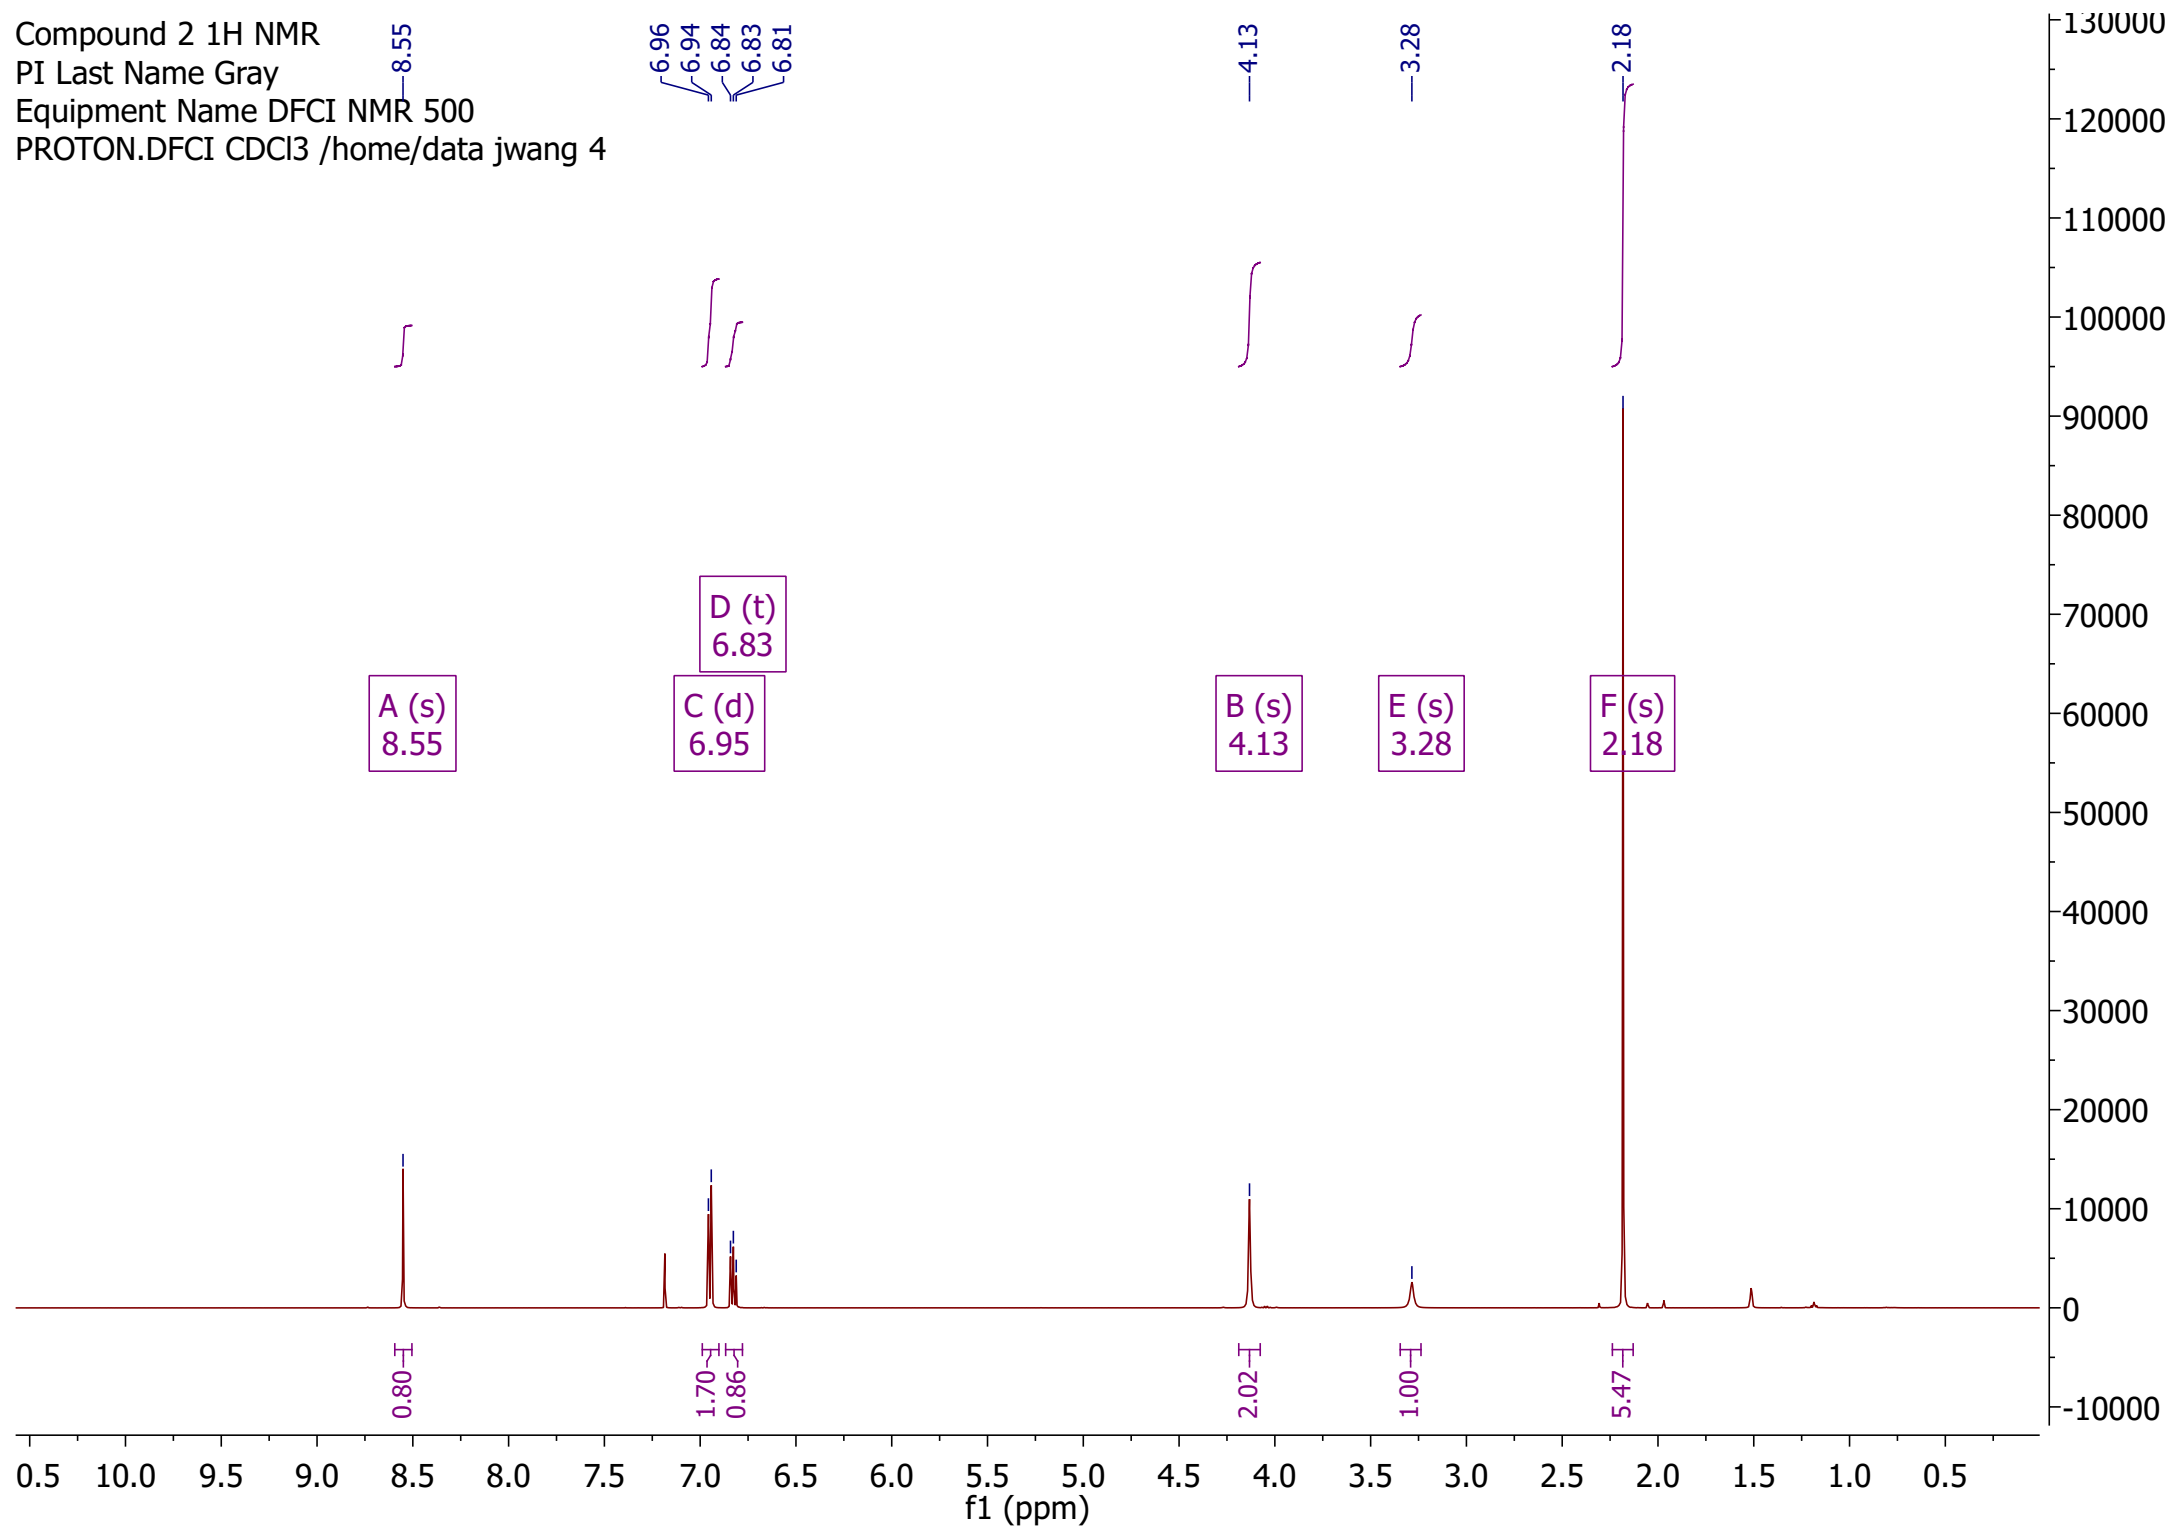

Compound 2 <sup>13</sup>C NMR  
PI Last Name Gray  
Equipment Name DFCI NMR 500  
CARBON.DFCI CDCl<sub>3</sub> /home/data jwang 4

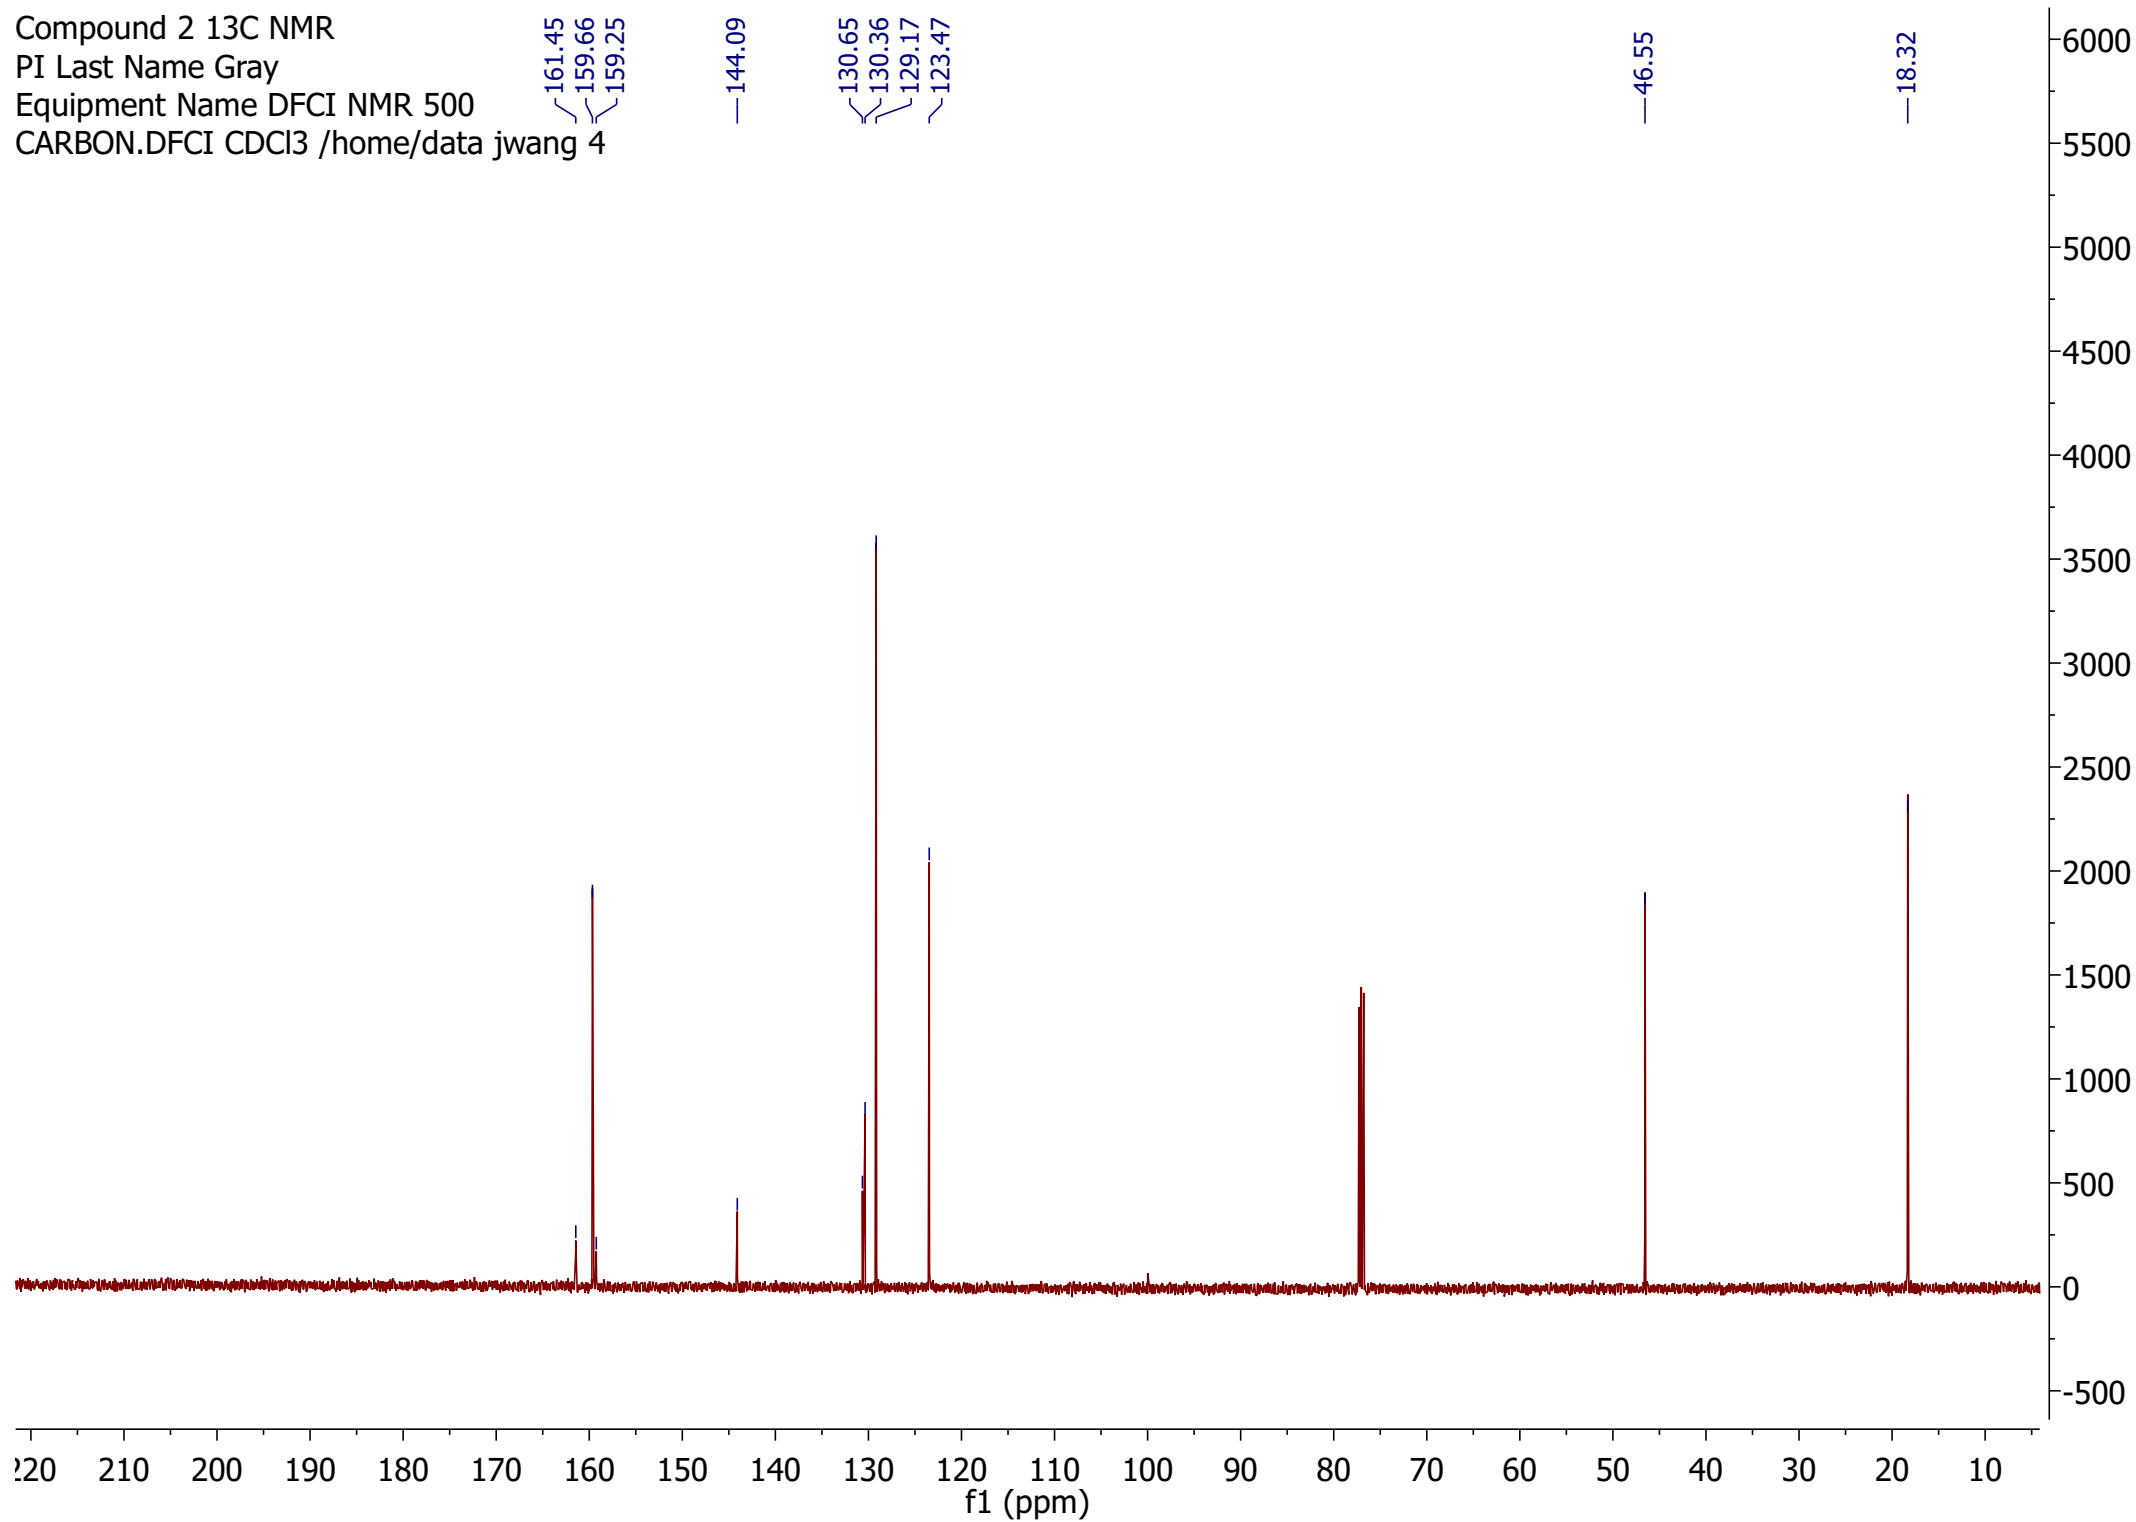

Compound 3 <sup>1</sup>H NMR  
PI Last Name Gray  
Equipment Name DFCI NMR 500  
PROTON.DFCI CDCl<sub>3</sub> /home/data jwang 5

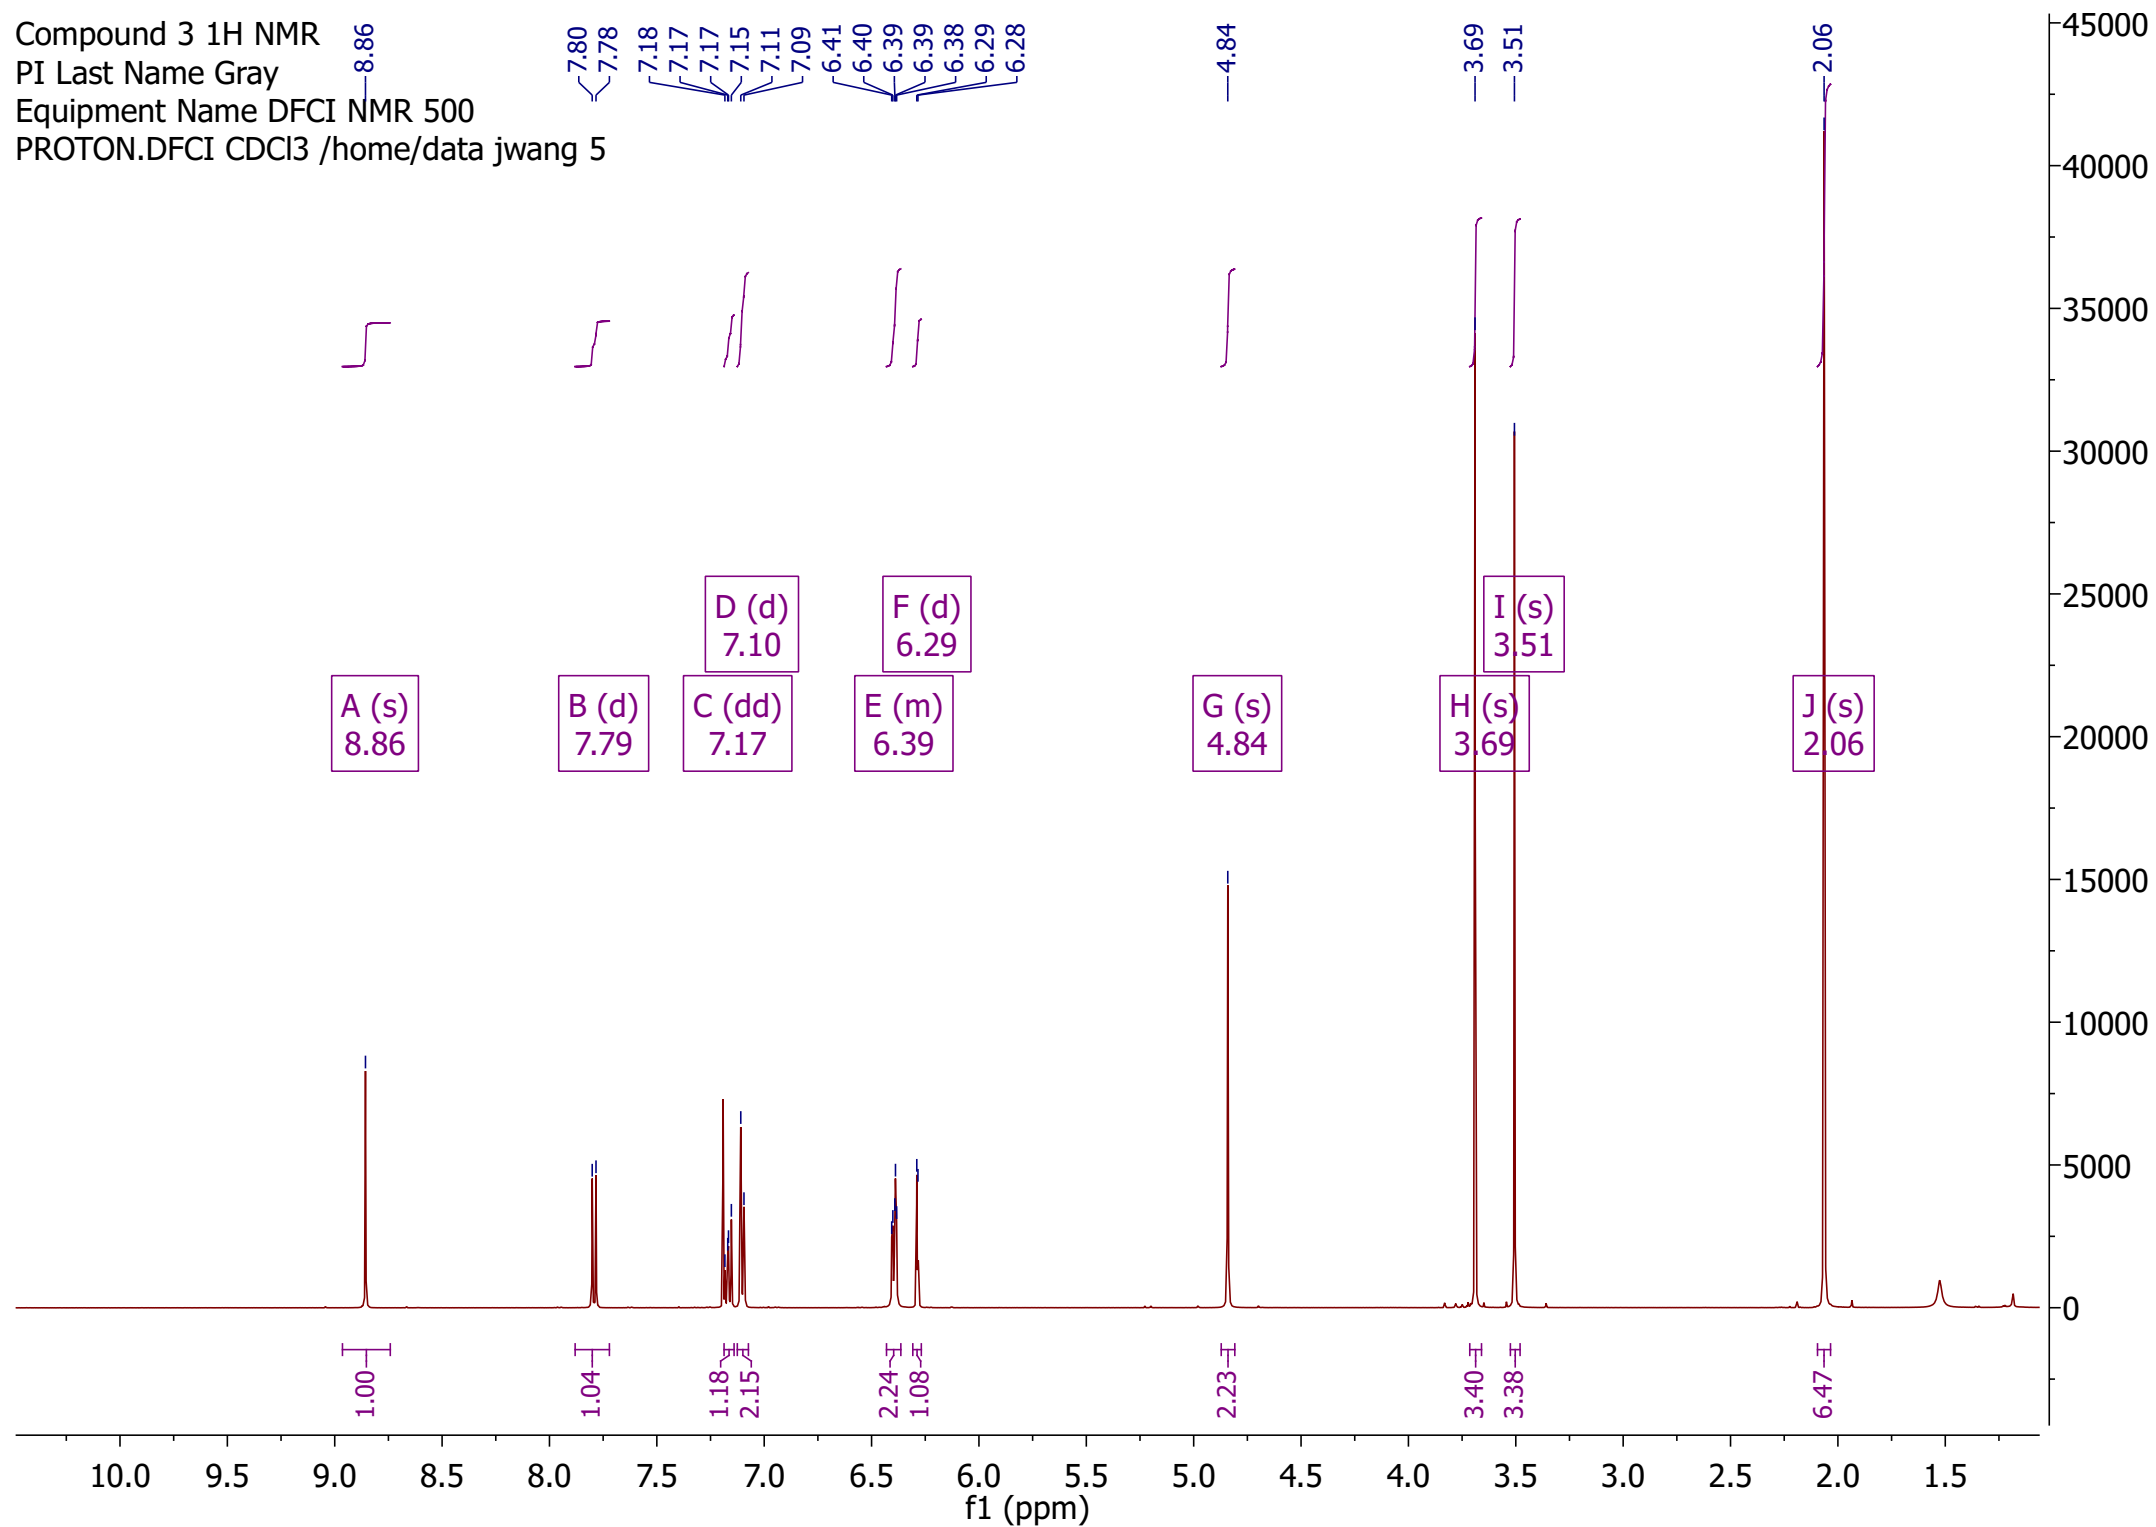

Compound 3 <sup>13</sup>C NMR  
PI Last Name Gray  
Equipment Name DFCI NMR 500  
CARBON.DFCI CDCl<sub>3</sub> /home/data jwang 5

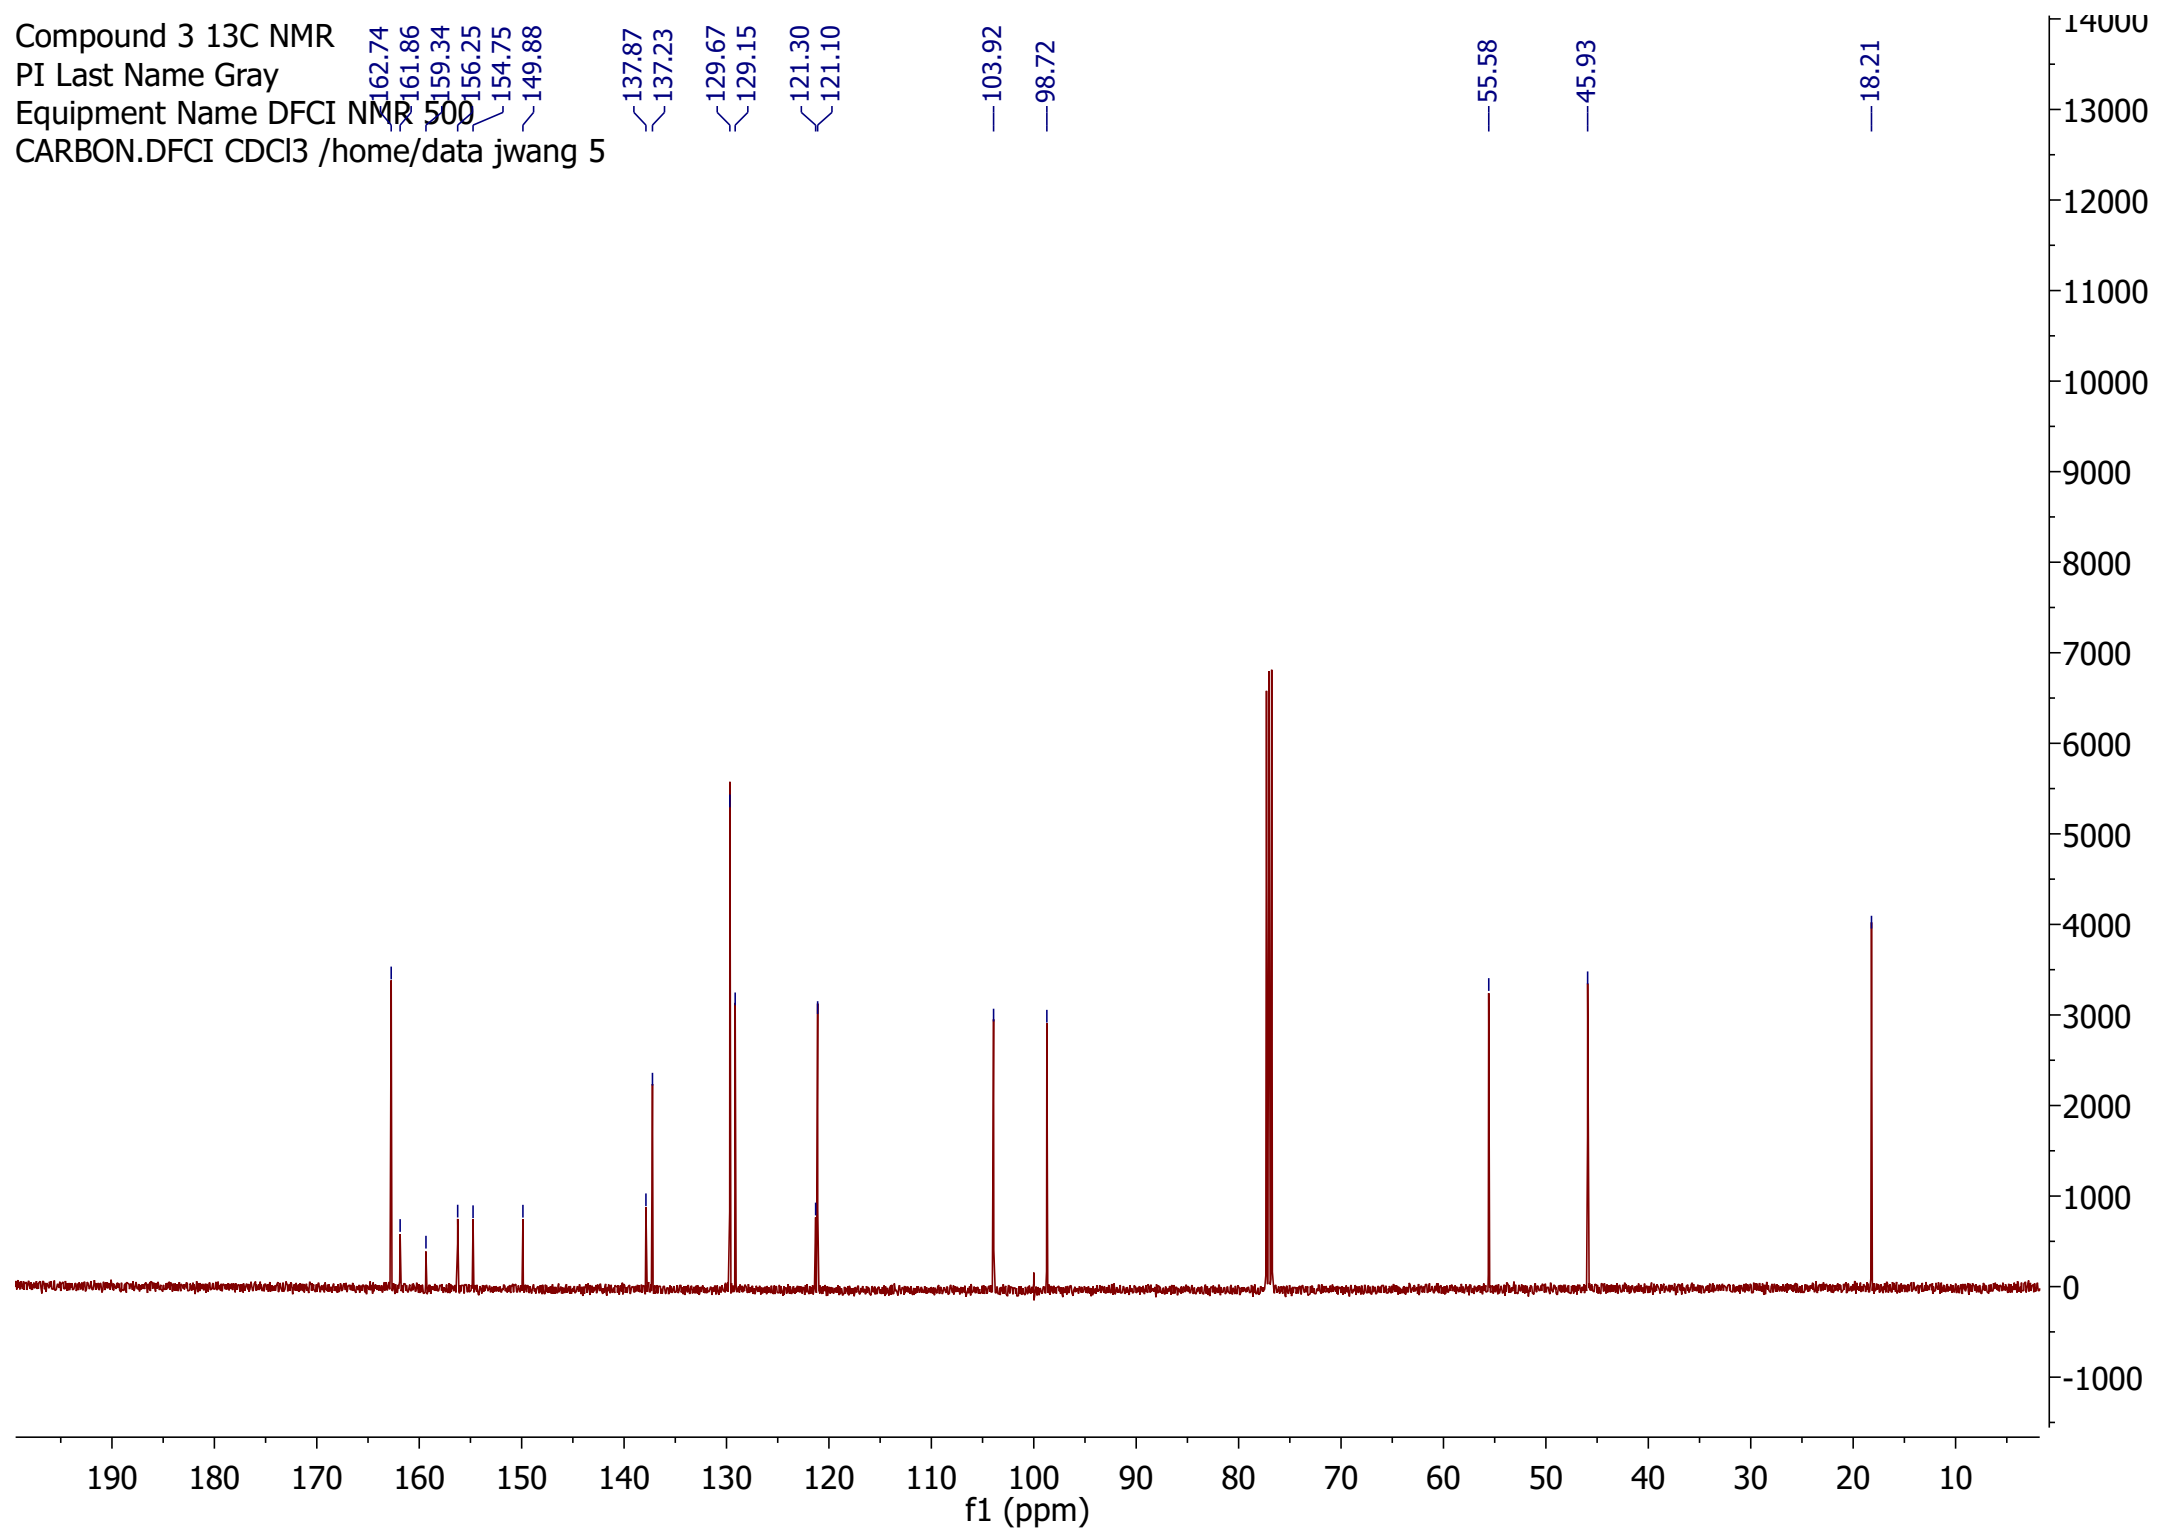

Compound 4 <sup>1</sup>H NMR  
PI Last Name Gray  
Equipment Name DFCI NMR 500  
PROTON.DFCI CDCl<sub>3</sub> /home/data jwang 6

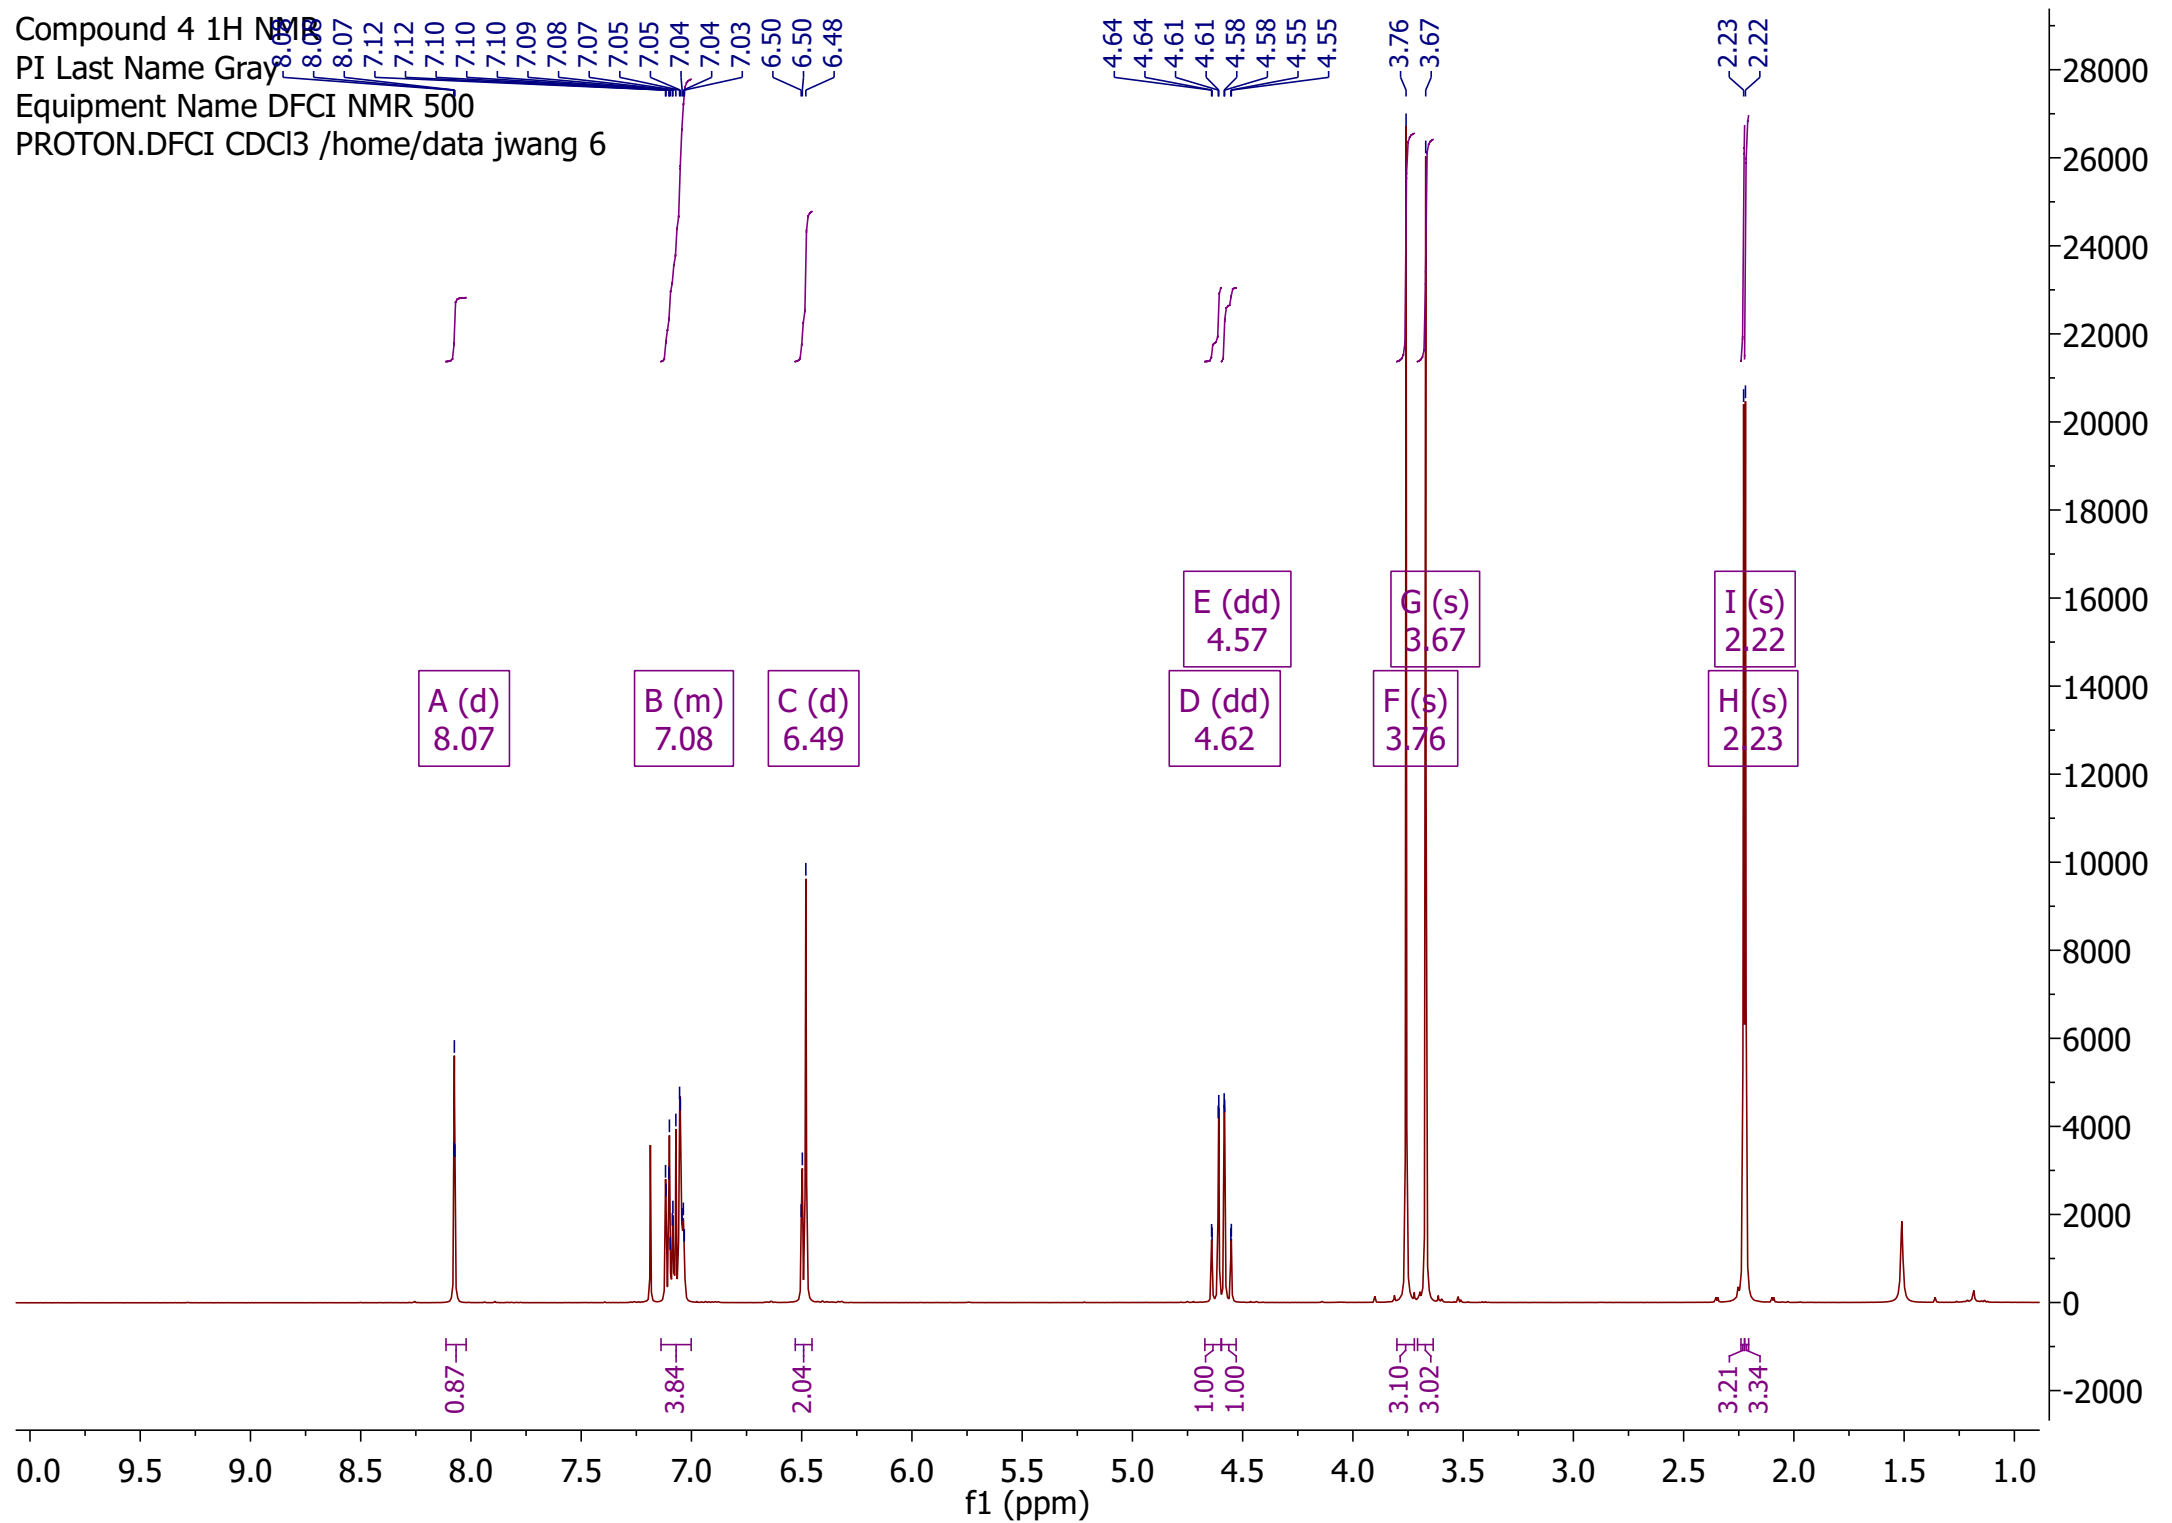

Compound 4 <sup>13</sup>C NMR  
PI Last Name Gray  
Equipment Name DFCI NMR 500  
CARBON.DFCI CDCl<sub>3</sub> /home/data jwang 6

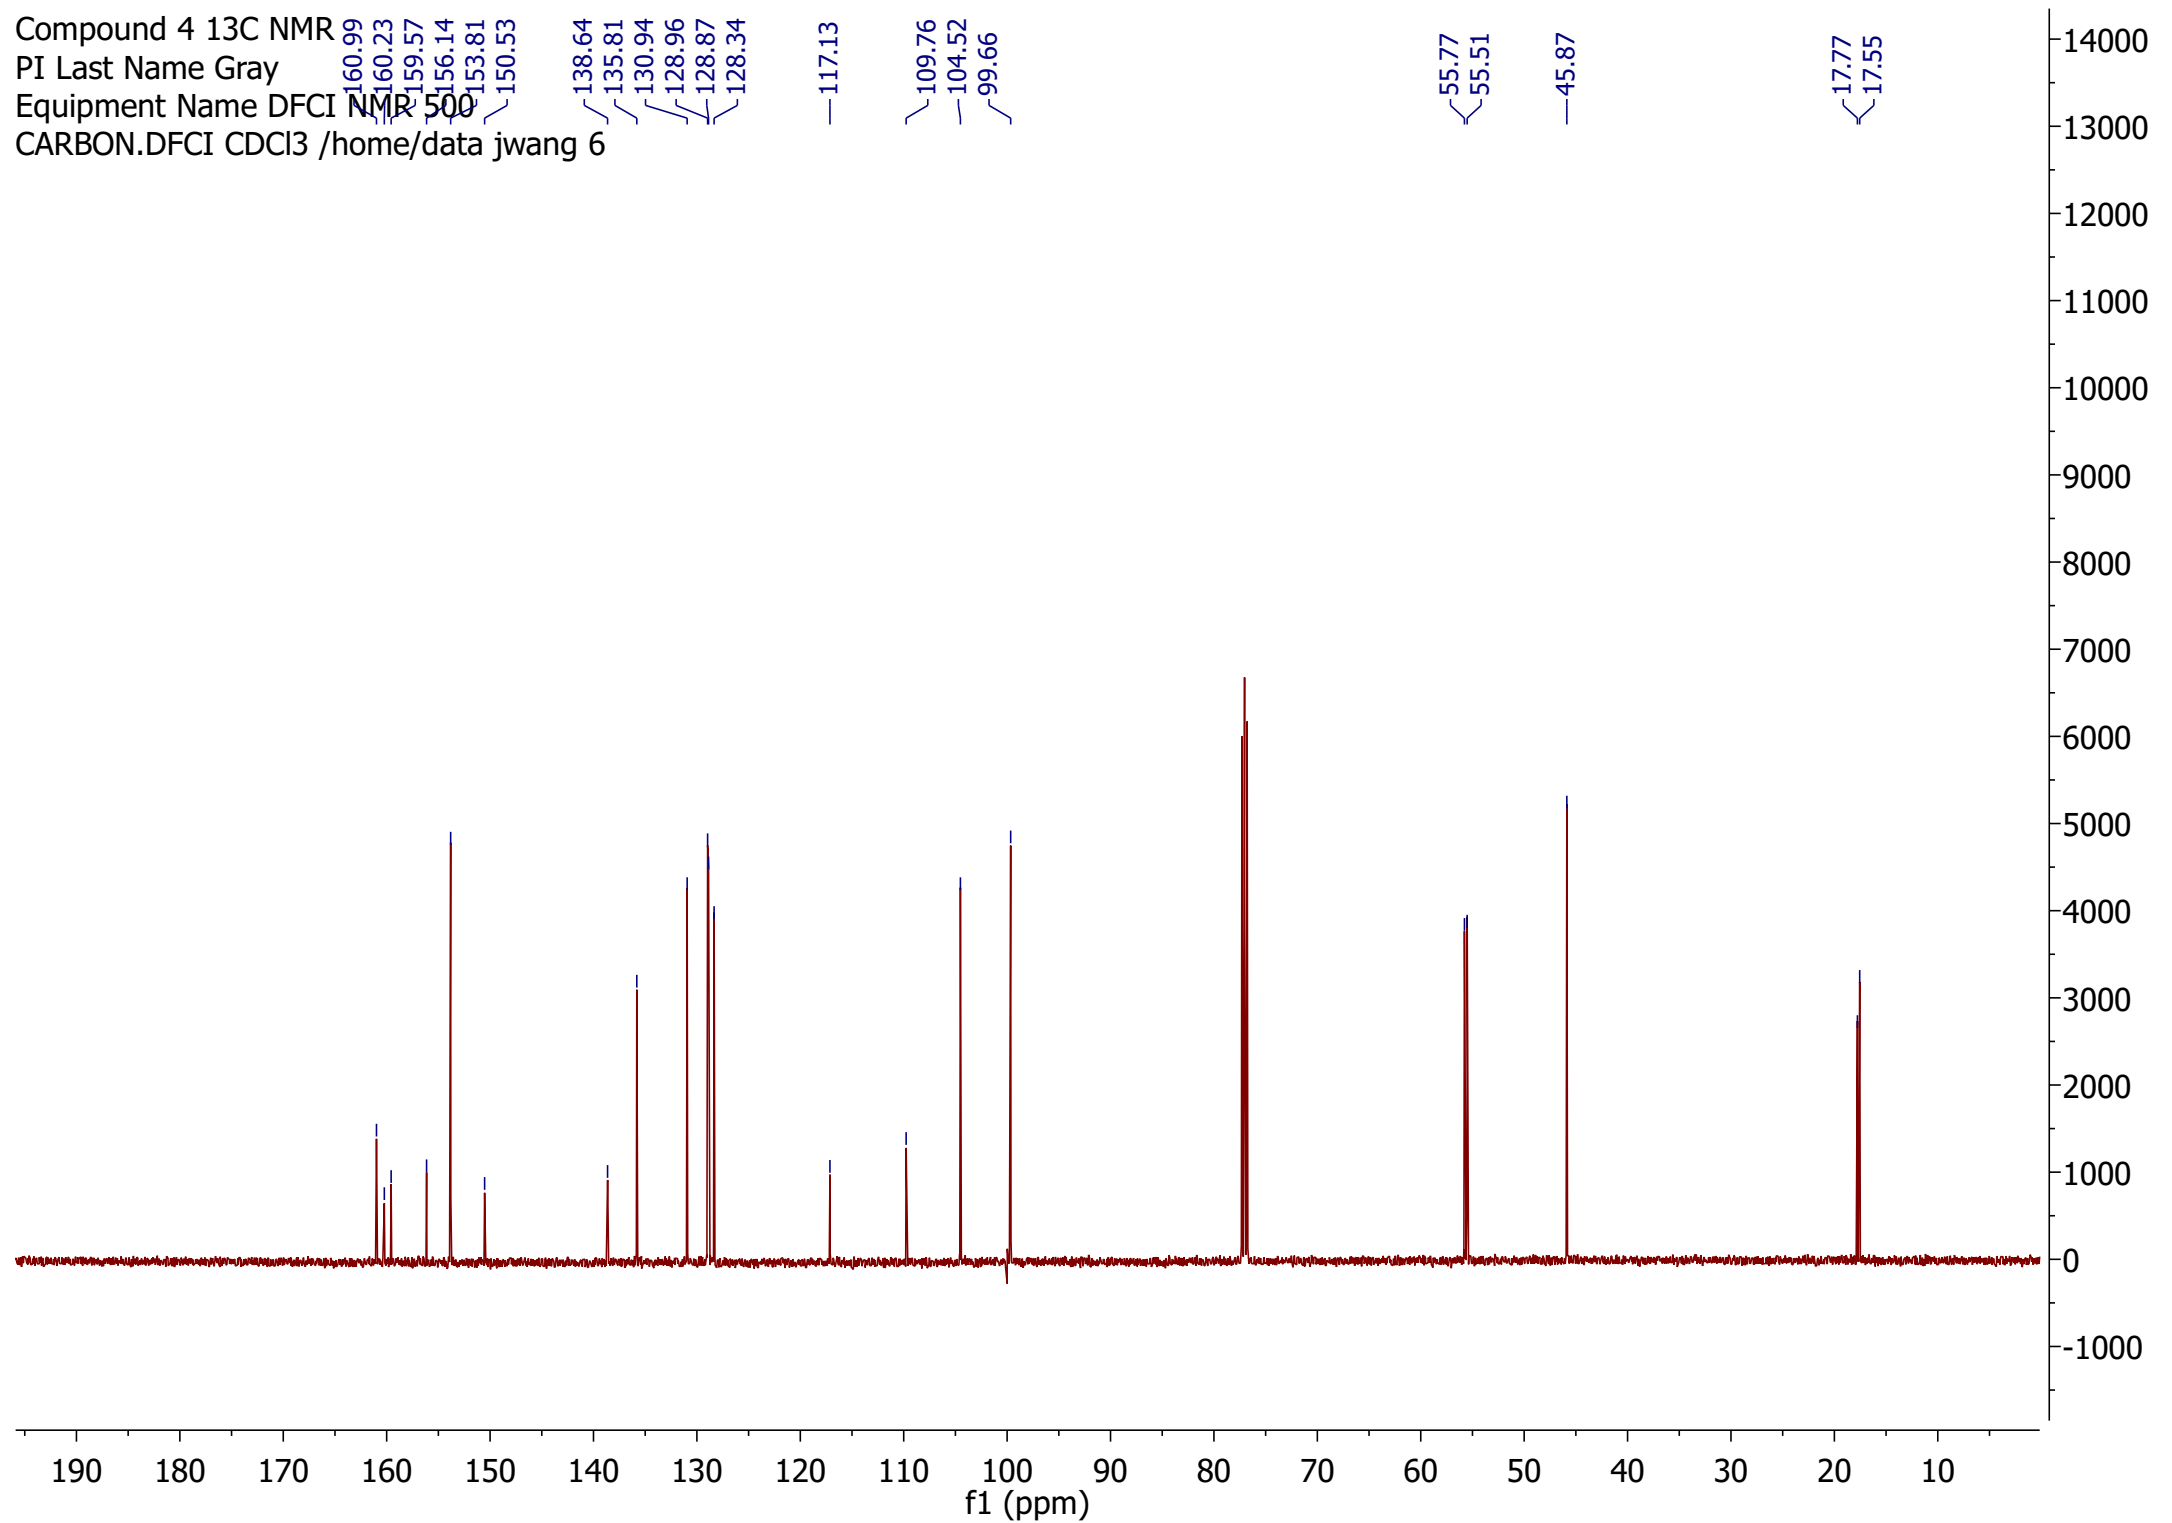

YKL-04-114 1H NMR  
PI Last Name Gray  
Equipment Name DFCI NMR 500  
PROTON.DFCI DMSO /home/data jwang 8

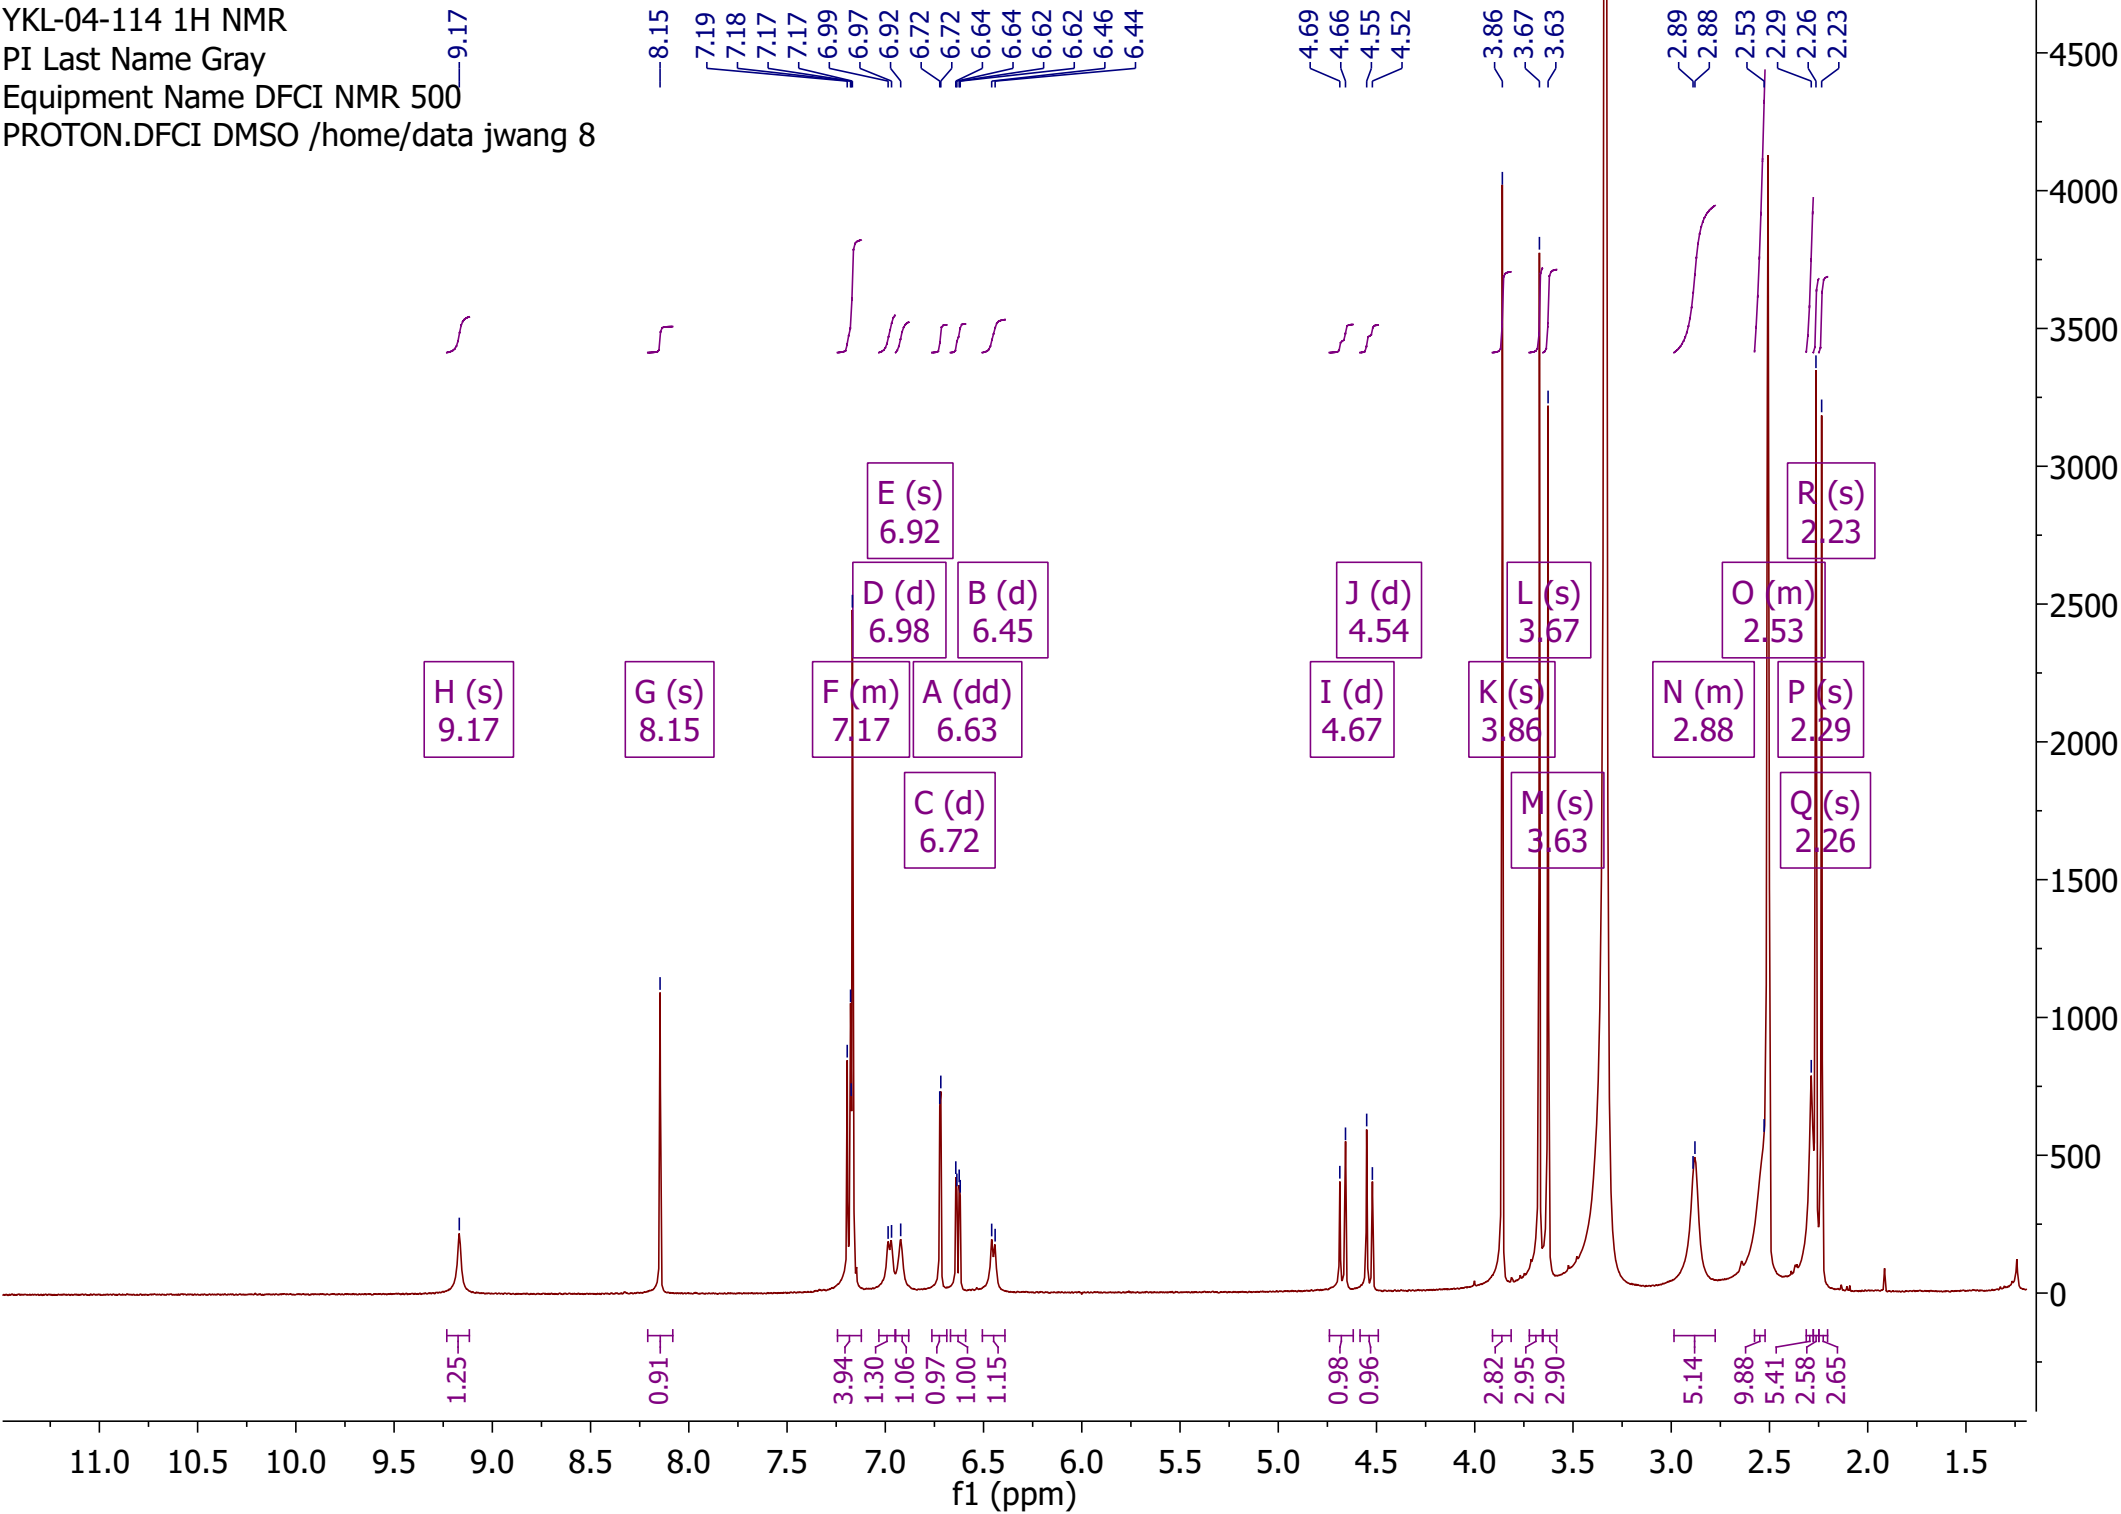

YKL-04-114 13C NMR  
PI Last Name Gray  
Equipment Name DFCI NMR 500  
CARBON.DFCI DMSO /home/data jwang 8

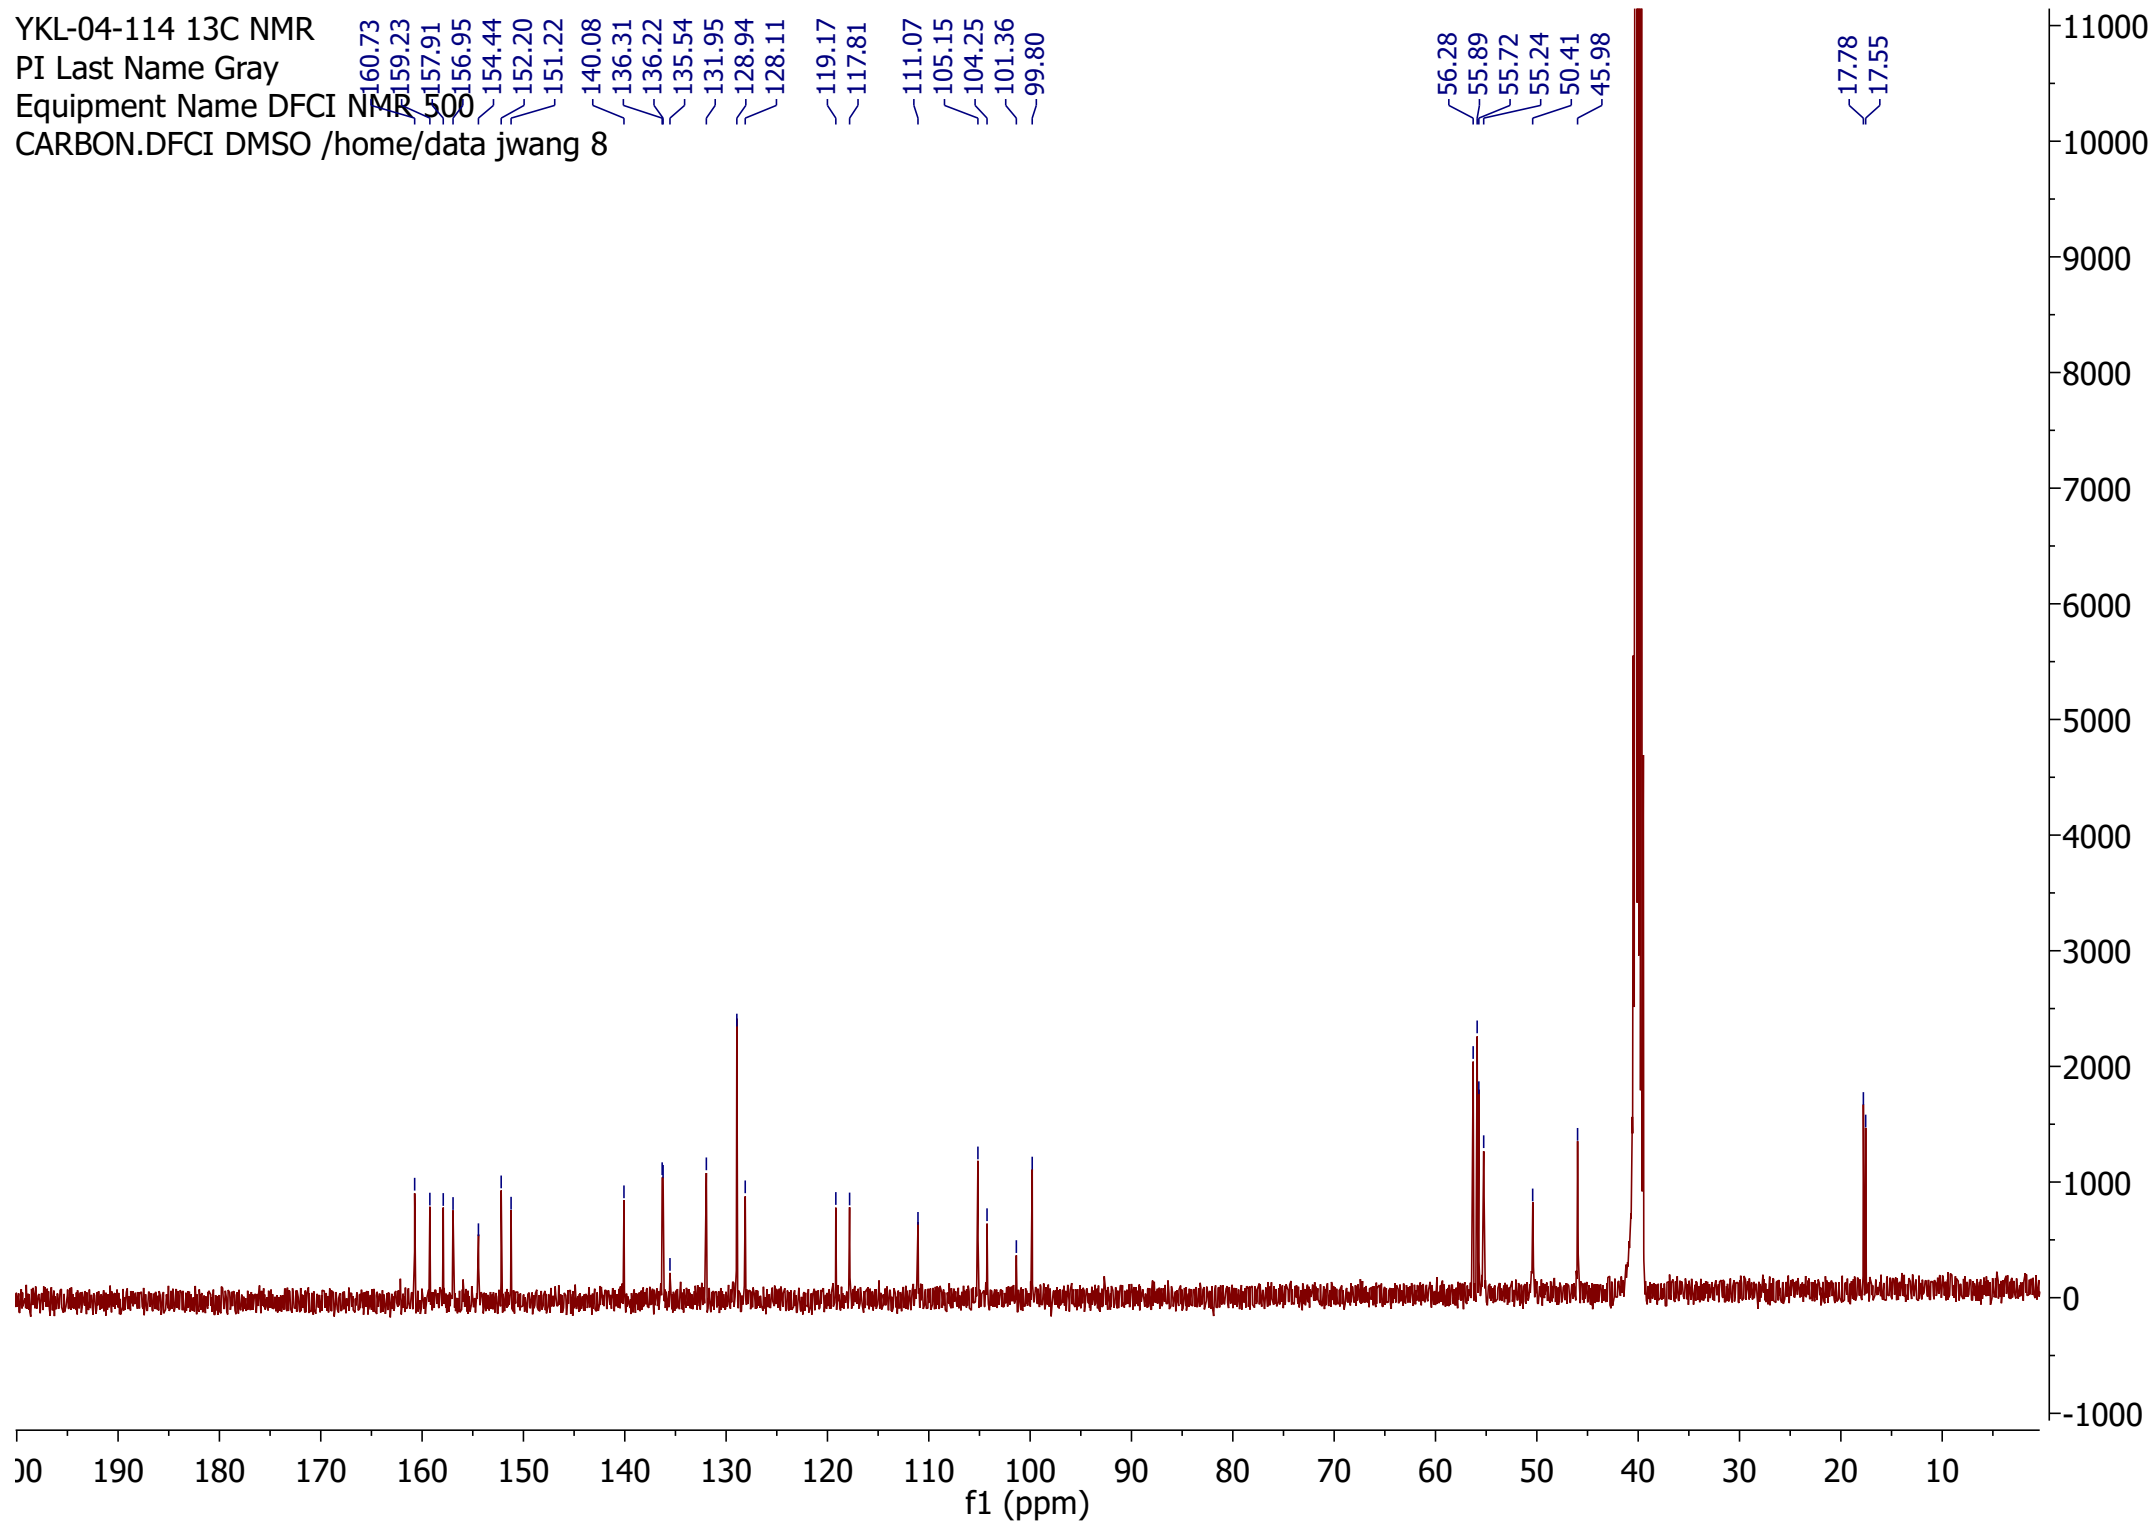

YK105-093-1 H NMR  
PI Fast Name Gray  
Equipment Name DFCI NMR 500  
PROTON.DFCI DMSO /home/data jwang 8

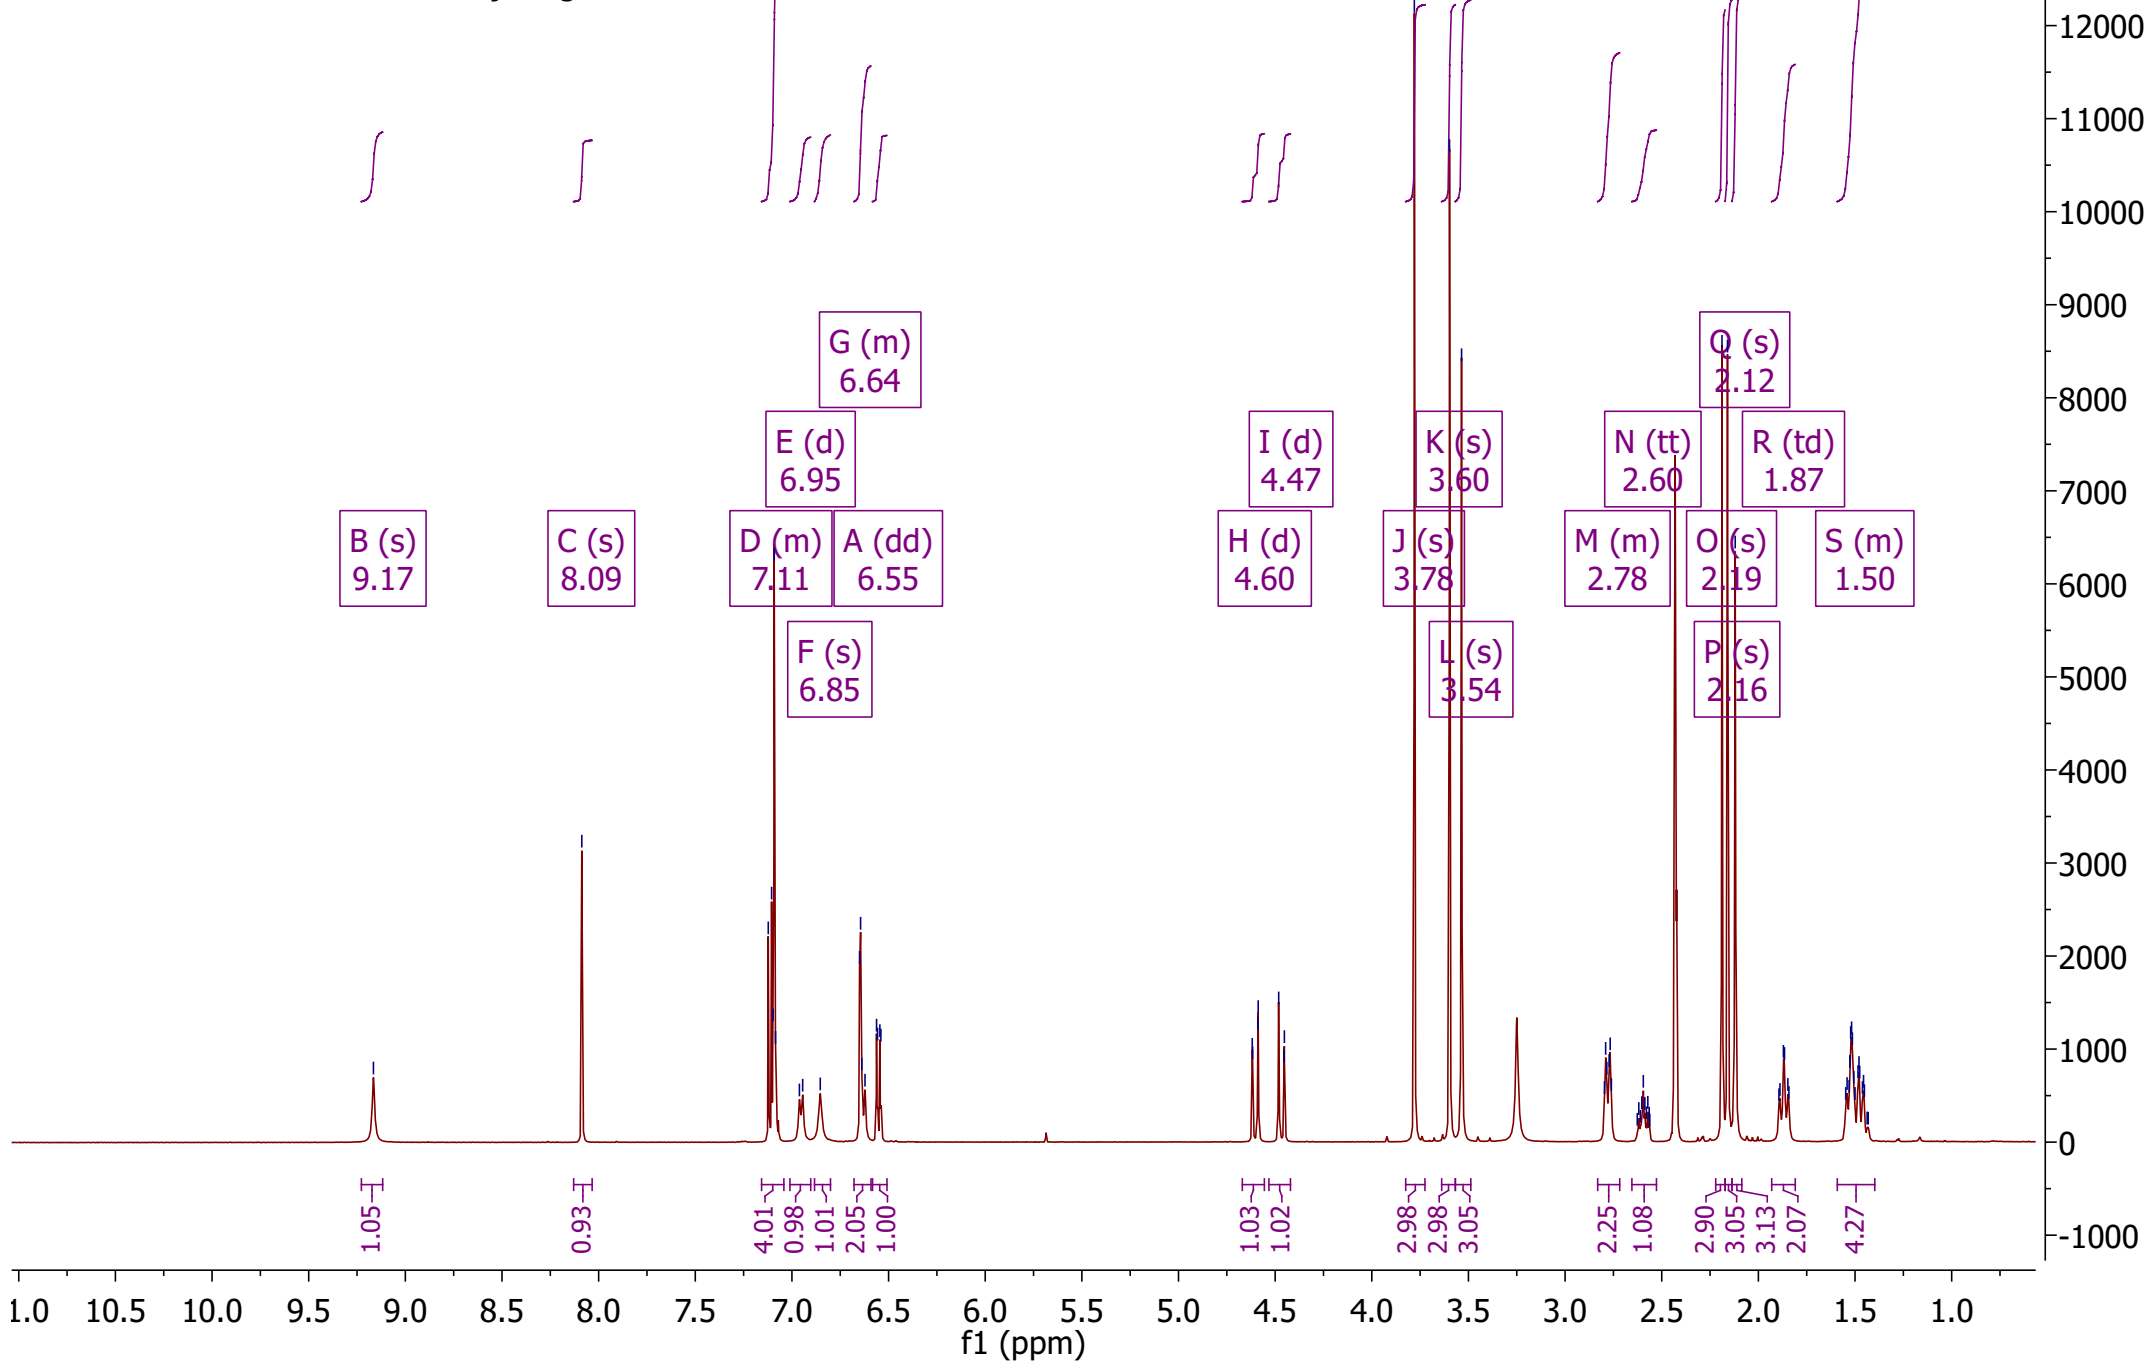

YKL-05-093 13C NMR  
PI Last Name Gray  
Equipment Name DFCI NMR 500  
CARBON.DFCI DMSO /home/data jwang 8

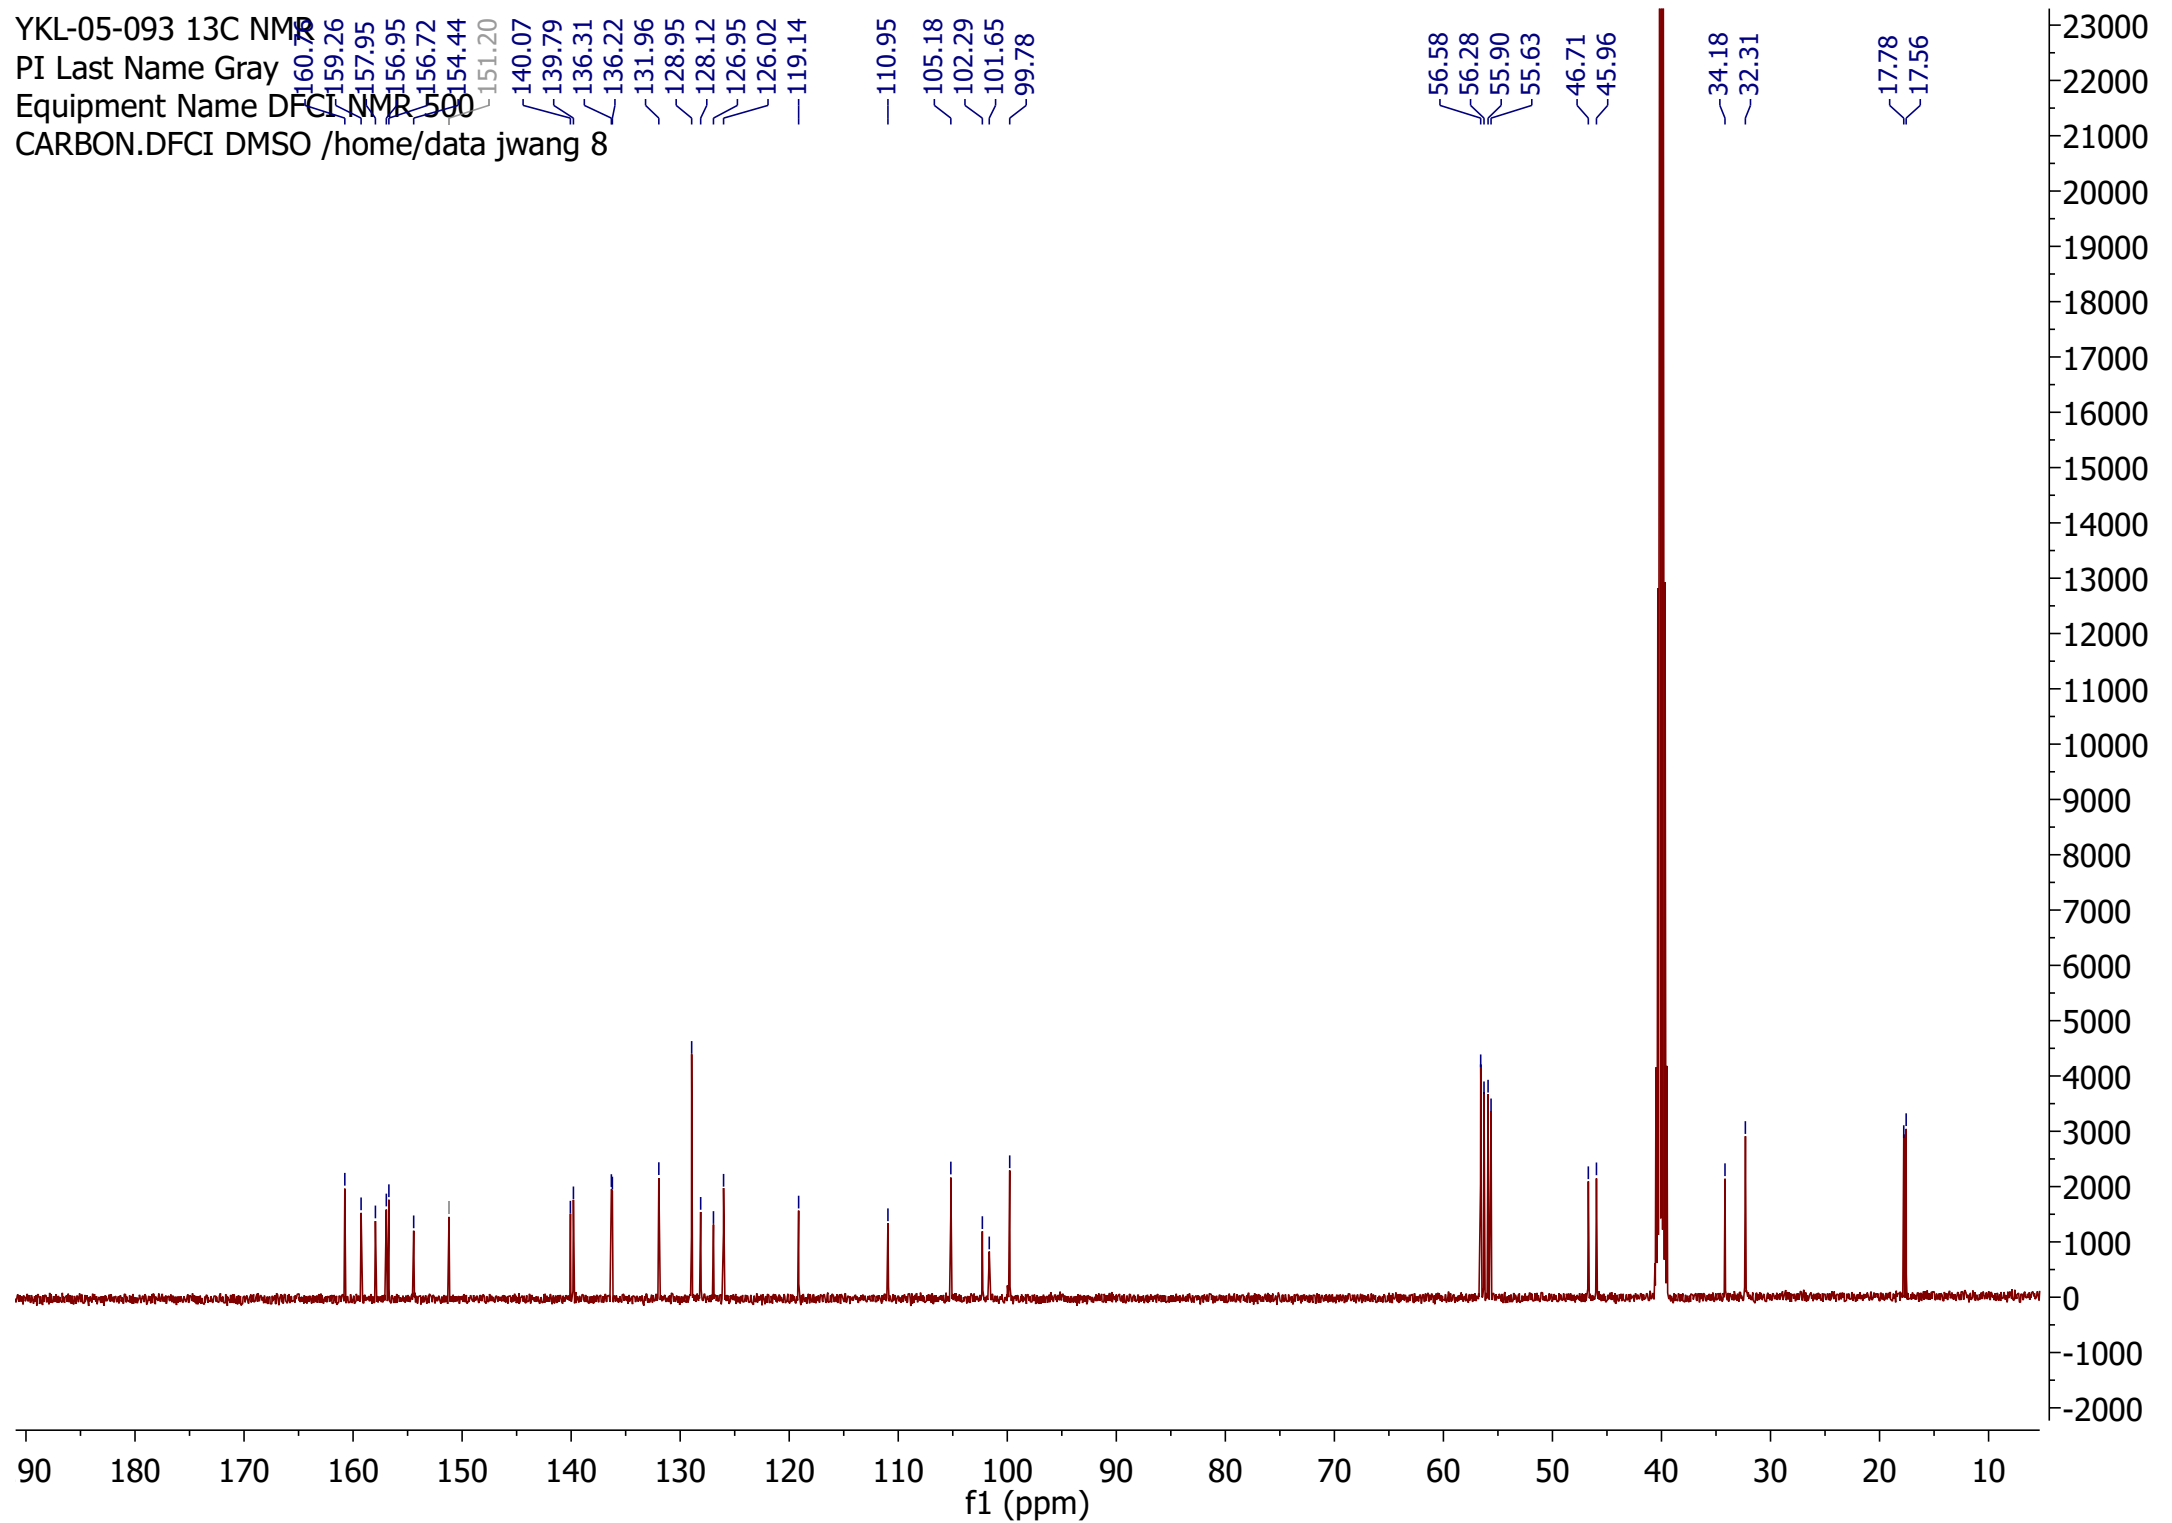

**Supplementary Figure 9.**  $^1\text{H}$  and  $^{13}\text{C}$  NMR data for all compounds tested

|                                                 | WT (n=8)   | HDAC5 <sup>-/-</sup> (n=9) | HDAC4 <sup>f/f</sup> ;DMP1-Cre (n=8) | DKO (n=9)          |
|-------------------------------------------------|------------|----------------------------|--------------------------------------|--------------------|
| BV/TV (%)                                       | 8.12±0.88  | 5.84±0.447                 | 6.72±0.717                           | <b>3.45±0.707</b>  |
| Tb.Th (um)                                      | 34±1.152   | <b>28.9±1.567</b>          | 30.1±1.24                            | <b>20.5±0.993</b>  |
| Tb.N (/mm)                                      | 2.36±0.201 | 2.01±0.093                 | 2.2±0.201                            | 1.6±0.263          |
| Tb.Sp (um)                                      | 414±40.636 | 487±24.333                 | 464±65.724                           | <b>804±163.333</b> |
| MAR (um/day)                                    | 1.96±0.85  | <b>1.25±0.087</b>          | 1.74±0.159                           | <b>0.96±0.01</b>   |
| MS/BS (%)                                       | 50.3±1.177 | 41.6±2.567                 | 42.8±2.915                           | <b>35.4±0.59</b>   |
| BFR/BV (%/year)                                 | 2257±56.89 | <b>1462±102.667</b>        | 1848±203.534                         | <b>1293±66</b>     |
| BFR/BS (um <sup>3</sup> /um <sup>2</sup> /year) | 361±21.201 | <b>193±23.667</b>          | 273±30.035                           | <b>125±2.467</b>   |
| N.Ob/B.Pm (/mm)                                 | 13.6±.763  | <b>10.4±0.887</b>          | 14.1±0.512                           | 11.9±0.813         |
| Ob.S/B.Pm (%)                                   | 21.1±1.389 | <b>14.2±0.9</b>            | 19.6±0.71                            | <b>14.9±1.063</b>  |
| OS/BS (%)                                       | 14.2±2.039 | <b>7.34±0.84</b>           | 14.1±1.852                           | <b>3.92±0.623</b>  |
| O.Th (um)                                       | 4.04±0.198 | 3.4±0.173                  | 3.92±0.23                            | <b>2.94±0.19</b>   |
| N.OC/B/Pm (/mm)                                 | 4.35±0.36  | 4.87±0.413                 | 5.51±0.332                           | <b>6.57±0.79</b>   |
| Oc.S/B.Pm %)                                    | 13.2±0.866 | 14.2±1.07                  | 15.1±0.965                           | 18±2.017           |
| ES/BS (%)                                       | 3.3±0.44   | 2.99±0.217                 | 4.26±0.431                           | 3.54±0.65          |

**Supplementary Table 1. Tibial histomorphometry results for 8 week old female mice of the indicated genotype.**

For each parameter, the value is shown followed by s.e.m.

Statistical analysis was performed by one-way ANOVA followed by Tukey's posthoc t test.

Values in **bold** indicate p<0.05 comparing WT and the strain of interest.

Values in *italics* indicates p<0.05 comparing HDAC5<sup>-/-</sup> and DKO groups.

**Supplementary Table 2: Results of YKL-05-093 profiling against 96 recombinant kinases**

| <b>Gene Symbol</b> | <b>% of control activity at 71 nM</b> |
|--------------------|---------------------------------------|
| ABL1               | 0.2                                   |
| ACVR1B             | 50                                    |
| ADCK3              | 93                                    |
| AKT1               | 92                                    |
| ALK                | 23                                    |
| AMPK-alpha1        | 94                                    |
| ARK5               | 77                                    |
| AURKA              | 12                                    |
| AXL                | 68                                    |
| BMPR2              | 87                                    |
| BRAF               | 66                                    |
| BRSK1              | 74                                    |
| BTK                | 0.45                                  |
| CDK11              | 88                                    |
| CDK2               | 99                                    |
| CDK3               | 80                                    |
| CDK7               | 85                                    |
| CDK9               | 88                                    |
| CHEK1              | 42                                    |
| CSF1R              | 0.85                                  |
| CSNK1D             | 98                                    |
| CSNK1G2            | 100                                   |
| DCAMKL1            | 89                                    |
| DYRK1B             | 93                                    |
| EGFR               | 5.9                                   |
| EPHA2              | 7.1                                   |
| ERBB2              | 3.5                                   |
| ERBB4              | 6.1                                   |
| ERK1               | 100                                   |
| FAK                | 90                                    |
| FGFR2              | 8.9                                   |
| FGFR3              | 24                                    |
| FLT3               | 20                                    |
| GSK3B              | 68                                    |
| HCK                | 1.2                                   |
| HIPK2              | 100                                   |
| IGF1R              | 100                                   |
| IKK-alpha          | 93                                    |
| IKK-beta           | 84                                    |
| INSR               | 56                                    |

|            |            |
|------------|------------|
| JAK2       | 13         |
| JNK1       | 97         |
| JNK2       | 89         |
| KIT        | 1.8        |
| LCK        | 0.75       |
| LKB1       | 85         |
| MAP3K4     | 60         |
| MAPKAPK2   | 85         |
| MARK1      | 84         |
| MARK3      | 40         |
| MEK1       | 20         |
| MEK2       | 12         |
| MELK       | 36         |
| MET        | 92         |
| MKNK1      | 76         |
| MLK1       | 12         |
| p38-alpha  | 0.95       |
| p38-beta   | 47         |
| PAK1       | 6.6        |
| PAK2       | 75         |
| PAK4       | 88         |
| PCTK1      | 91         |
| PDGFRA     | 11         |
| PDGFRB     | 0.35       |
| PDPK1      | 55         |
| PIK3C2B    | 100        |
| PIK3CA     | 84         |
| PIK3CG     | 80         |
| PIM1       | 89         |
| PIM2       | 97         |
| PIM3       | 84         |
| PKAC-alpha | 100        |
| PLK1       | 100        |
| PLK3       | 90         |
| PRKCE      | 92         |
| <b>QSK</b> | <b>5.3</b> |
| RAF1       | 100        |
| RET        | 3.6        |
| RIOK2      | 77         |
| RIPK2      | 16         |
| ROCK2      | 70         |
| RSK2       | 51         |
| <b>SIK</b> | <b>0.6</b> |

|             |           |
|-------------|-----------|
| <b>SIK2</b> | <b>10</b> |
| SNARK       | 6         |
| SRC         | 0         |
| SRPK3       | 88        |
| TGFBR1      | 90        |
| TIE2        | 32        |
| TRKA        | 74        |
| TSSK1B      | 83        |
| TYK2        | 49        |
| ULK2        | 31        |
| VEGFR2      | 26        |
| YANK3       | 95        |
| ZAP70       | 52        |

**Supplementary Table 3.**

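Supplementary Table 3 lists 561 genes, all of which were matched to the files, 7 of them after letters damaged in the text were restored. Of these, 557 were tested, and each of the 557 moved in its listed direction in the comparison or comparisons of its group. The paper called these genes on the same libraries, so the match in direction is not an independent check. The limma calls passed for 254 of the 557. By group, they passed for 78 of 172 genes higher with PTH alone, 16 of 56 with YKL-05-093 alone and 38 of 97 with both, and for 85 of 132 lower with PTH alone, 18 of 58 with YKL-05-093 alone and 19 of 42 with both, where a gene of the shared groups had to pass in both comparisons. Of the 269 genes listed as higher with PTH, alone or with both, 93 were under 300 bases long (34.6%), and the other 4 groups held 4 or fewer each.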

Differentially-expressed genes: &gt;2-fold, FDR&lt;0.05.

## Supplementary Table 4

Oligonucleotide sequences used

### shRNA target sequences

|       |                       |
|-------|-----------------------|
| HDAC5 | CATCGCTGAGAACGGCTTTAC |
| GNAS  | TCGGGATGAGTTTCTGAGAAT |
| LacZ  | CCAACGTGACCTATCCCATT  |
| SIK2  | CTTGTTGGTGGAACTCTAAA  |
| SIK3  | CGCACGGAAGTTATGGAAGAT |
| MEF2C | CCCTATGAATCTAGGAATGAA |
| CRTC1 | ATAGGTCACCTGTCCGATAAT |
| CRTC2 | CAAGGTGTAGAGGGAAATCTT |
| CRTC3 | GACAATGTAGCACTGAATTAA |

### sgRNA target sequences

|          |                      |
|----------|----------------------|
| HDAC4 #1 | TGACGTGTAGAGAGGAAGTG |
| HDAC4 #2 | ACTTACCCATACCAGTAGCG |
| GNAS #1  | CCTCGGCAACAGTAAGACCG |
| GNAS #2  | GATCCTCATCTGCTTCACAA |

### RT-qPCR primer pairs

|                | Forward primer       | Reverse primer       |
|----------------|----------------------|----------------------|
| SOST           | GCCTCATCTGCCTACTTGTG | CTGTGGCATCATTCCTGAAG |
| RANKL          | GCTGGGCCAAGATCTCTAAC | GTAGGTACGCTTCCCGATGT |
| $\beta$ -actin | CCTCTATGCCAACACAGTGC | ACATCTGCTGGAAGGTGGAC |
| CITED1         | CCAACCTTGAGTGAAGGAT  | CCAGAGGAGCTAGTGGGAAC |
| CRTC1          | TCTGCAGACCAGGAGAACAC | GTGGATGTTGGTGAGGTCAG |
| CRTC2          | CCATAGTCACCCATCACTGC | GCACTCAGGACAGGAGATGA |
| CRTC3          | ATGGGTTTCTGTGATGGTGA | ACAGGGACTGGATCTCCTTG |
| FAM69C         | TATTAGCCACATTGCCCTCA | ATGGCGAAGTTCTCAGGTTT |
| ADAMTS1        | GAAACCATGCTCGTAGCTGA | AATTCCTAATGCTGGGATGC |
| WNT4           | GGCCTTTGTATACGCCATCT | CACAGCCACACTTCTCCAGT |
| KLHL30         | AGGTGCAATCTCAACACAGC | GTAGGCCTCCATCTCCACAT |
| DUSP6          | CATGCAGAAGCTCAACCTGT | AGGGTCCTTTCGAAGTCAAG |
| CD200          | GAGCTGGGACTCTGGAATC  | GAGGGTAAGGCAAGCTGTTC |
| VDR            | AACTGCAGACCTACATCCG  | AGCCAGCTTCTGGATCATCT |
| NR4A2          | ATCTCCTGACCGGCTCTATG | TGGGTTGGACCTGTATGCTA |
| NUAK1          | GTGGATGCTGATGGTGAATC | TGCCAAGAGTGGAGACTCAG |
| PDGFA          | CGAAGTCAGATCCACAGCAT | GGGCTCTCAGACTTGTCTCC |
| MEF2C          | ATCAGCAGGCAAAGATTGTG | CTGTTATGGCTGGACACTGG |

Primer pairs for ChIP qPCR (RANKL nomenclature is per Onal et al, 2015)

|               | <b>Forward primer</b> | <b>Reverse primer</b>    |
|---------------|-----------------------|--------------------------|
| SOST +45kB    | GAGCCTGGTCTCATTTGTTG  | CCTCTCTAGGATGGCAGCAT     |
| SOST promoter | CGCTGTGGTATGCTAACTGG  | CTTACAAGTCGAGGCAGGTG     |
| MEOX promoter | CCTCTGGGCAATTTGTCTCT  | CTCCAGGGATTGAGAGAAGG     |
| RANKL D2      | CTTGGAAGGACTCCAGGAAA  | CCTTTCTCAGAGCACACTGG     |
| RANKL D3      | AAATCCCATTGCTTTCCAG   | GAGCTGTGTCCTAGAAGAATTGTC |
| RANKL D4      | TGGGAGACTCAGTTGTTGCT  | TGTTGTTGGTTCGTTGTCCT     |
| RANKL D5      | GATGGAGTCAGGATGCACAG  | GAGCCCTGAGAACAGTGTGA     |
| RANKL D6      | GAAGAGAACATTGCTGGTTGC | TAAGGATGCTTTCCCAGCTC     |
| RANKL D7      | CACCTGTAATTCTAGCACGCA | TCACGCTCCTCTCAAATTCA     |
| RANKL T1      | TGGTCCAGGTCAAGCAATAA  | GGCAACACAAACCTCCTGTA     |
| RANKL T2      | CCTCTGGGAGCAAATGAGAG  | GGTGCATCTGTGGATGGTAA     |
| RANKL T3      | CCTTGAATTCTTTGGACTGGA | TACACTGTCCTTTCCTTGCG     |

## Supplementary Methods

### Small molecule SIK inhibitors:

Synthesis of YKL-04-114 and YKL-05-093 is shown below. Readily accessible compound **1** was reacted with 2,6-dimethylaniline to give compound **2**. Coupling of **2** with isocyanate provided compound **3** in good yield. Ring-closing reaction using tetrabutylammonium hydroxide afforded common intermediate **4** in good yield. By varying anilines and isocyanates used in the procedure described above, various analogues of **4** could be synthesized in multi-gram scale, which enabled the generation of a focused library of inhibitors for structure-activity relationship study. Finally, acid-assisted coupling of intermediate **4** with respective aniline tail gave rise to YKL-04-114 and YKL-05-093 in good yields. For *in vitro* studies, compounds were dissolved in DMSO at 10 mM stocks. For *in vivo* studies, YKL-05-093 was dissolved in PBS plus 25 mM HCl, and solvent was used as vehicle control.

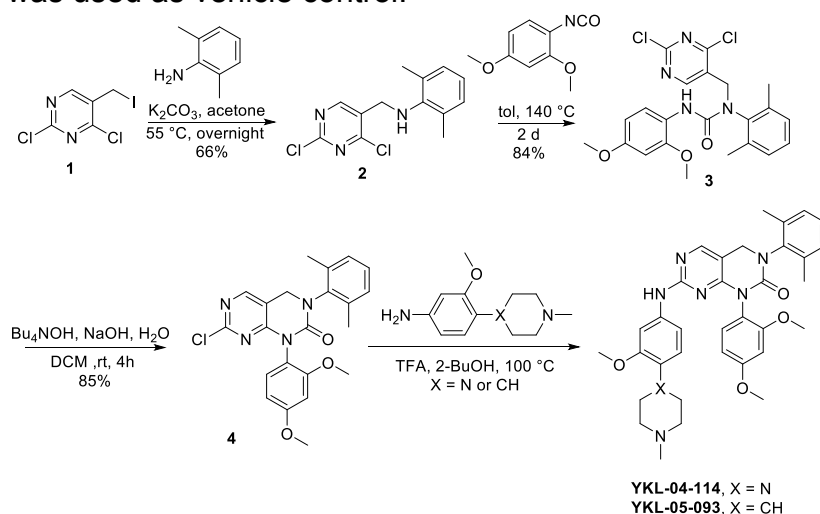

Unless otherwise noted, reagents and solvents were used as received from commercial suppliers. Proton nuclear magnetic resonance spectra ( $^1H$  NMR) were obtained on Bruker AVANCE spectrometer at 500 MHz for proton. Carbon nuclear magnetic resonance spectra ( $^{13}C$  NMR) were obtained on Bruker AVANCE spectrometer at 125 MHz for carbon. Spectra are given in ppm ( $\delta$ ) and coupling constants,  $J$ , are reported in Hertz. The solvent peak was used as the reference peak for proton and carbon spectra. High-resolution mass spectra (HRMS) were obtained with an Agilent ESI-TOF mass spectrometer under positive electrospray ionization ( $ESI^+$ ) conditions at the Small Molecule Mass Spectrometry Facility of Harvard University. NMR data for each compound is shown in Supplemental Figure 9. Starting material 2,4-dichloro-5-(iodomethyl)pyrimidine **1** was obtained according to reported procedures (1, 2).

### *N*-((2,4-dichloropyrimidin-5-yl)methyl)-2,6-dimethylaniline (**2**)

A mixture of 2,4-dichloro-5-(iodomethyl)pyrimidine (**1**) (7.0 g, 24.2 mmol), 2,6-dimethylaniline (3.8 g, 31.4 mmol),  $K_2CO_3$  (5.0 g, 36.2 mmol) in acetone (60 mL) was stirred at  $55^\circ C$  overnight. The solvent was removed and the residue was

extracted with EtOAc (150 mL × 3). The combined organic phase was washed with brine (80 mL × 3), dried with Na<sub>2</sub>SO<sub>4</sub>, filtered, and concentrated. The residue was purified by column chromatography on silica gel (petroleum ether / EtOAc = 8/1, 4/1, 1/1) to get *N*-((2,4-dichloropyrimidin-5-yl)methyl)-2,6-dimethylaniline (**2**) as a light brown solid (4.5 g, yield 66%). <sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>) δ 8.55 (s, 1H), 6.95 (d, *J* = 7.4 Hz, 2H), 6.83 (t, *J* = 7.5 Hz, 1H), 4.13 (s, 2H), 3.28 (s, 1H), 2.18 (s, 6H); <sup>13</sup>C NMR (125 MHz, CDCl<sub>3</sub>) δ 161.5, 159.7, 159.3, 144.1, 130.7, 130.4, 129.2, 123.5, 46.6, 18.3; HRMS (ESI<sup>+</sup>, *m/z*), calcd. for C<sub>13</sub>H<sub>14</sub>Cl<sub>2</sub>N<sub>3</sub> ([*M* + *H*]<sup>+</sup>) 282.0559, found 282.0557.

### **1-((2,4-dichloropyrimidin-5-yl)methyl)-3-(2,4-dimethoxyphenyl)-1-(2,6-dimethylphenyl)urea (3)**

A round bottomed flask with a Dean-Stark apparatus was charged with *N*-((2,4-dichloropyrimidin-5-yl)methyl)-2,6-dimethylaniline (**2**) (3.0 g, 10.6 mmol), 1-isocyanato-2,4-dimethoxybenzene (2.5 g, 14.0 mmol), toluene (3 mL). The mixture was stirred at 130 °C for 2 d, cooled to room temperature, and concentrated. The residue was purified by column chromatography on silica gel (petroleum ether / EtOAc = 4/1, 2/1, 1/1, EA) to get 1-((2,4-dichloropyrimidin-5-yl)methyl)-3-(2,4-dimethoxyphenyl)-1-(2,6-dimethylphenyl)urea (**3**) as a light brown solid (4.1 g, yield 84%). <sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>) δ 8.86 (s, 1H), 7.79 (d, *J* = 8.8 Hz, 1H), 7.17 (dd, *J* = 8.4, 6.7 Hz, 1H), 7.10 (d, *J* = 7.5 Hz, 2H), 6.44 – 6.36 (m, 2H), 6.29 (d, *J* = 2.7 Hz, 1H), 4.84 (s, 2H), 3.69 (s, 3H), 3.51 (s, 3H), 2.06 (s, 6H); <sup>13</sup>C NMR (125 MHz, CDCl<sub>3</sub>) δ 162.7, 161.9, 159.3, 156.3, 154.8, 149.9, 137.9, 137.2, 129.7, 129.2, 121.3, 121.1, 103.9, 98.7, 55.6, 45.9, 18.2; HRMS (ESI<sup>+</sup>, *m/z*), calcd. for C<sub>22</sub>H<sub>23</sub>Cl<sub>2</sub>N<sub>4</sub>O<sub>3</sub> ([*M* + *H*]<sup>+</sup>) 461.1142, found 461.1134.

### **7-chloro-1-(2,4-dimethoxyphenyl)-3-(2,6-dimethylphenyl)-3,4-dihydropyrimido[4,5-*d*]pyrimidin-2(1*H*)-one (4)**

To the solution of 1-((2,4-dichloropyrimidin-5-yl)methyl)-3-(2,4-dimethoxyphenyl)-1-(2,6-dimethylphenyl)urea (**3**) (3.1 g, 6.7 mmol) in DCM (20 mL) was added Bu<sub>4</sub>NOH (174 mg, 0.67 mmol), NaOH (474 mg, in 2 mL H<sub>2</sub>O, 11.8 mmol). The mixture was stirred at room temperature for 4 h. The final mixture was diluted with H<sub>2</sub>O (20 mL), and extracted with DCM (80 mL × 3). The combined organic phase was washed with brine (50 mL × 2), dried with Na<sub>2</sub>SO<sub>4</sub>, filtered, and concentrated. The residue was purified by column chromatography on silica gel (eluting with DCM/MeOH = 20/1) to give 7-chloro-1-(2,4-dimethoxyphenyl)-3-(2,6-dimethylphenyl)-3,4-dihydropyrimido[4,5-*d*]pyrimidin-2(1*H*)-one (**4**) as an off-white solid (2.4 g, yield 85%). <sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>) δ 8.07 (d, *J* = 1.1 Hz, 1H), 7.15 – 6.98 (m, 4H), 6.49 (d, *J* = 7.9 Hz, 2H), 4.63 (d, *J* = 15.1 Hz, 1H), 4.57 (d, *J* = 15.1 Hz, 1H), 3.76 (s, 3H), 3.67 (s, 3H), 2.23 (s, 3H), 2.22 (s, 3H); <sup>13</sup>C NMR (125 MHz, CDCl<sub>3</sub>) δ 161.0, 160.2, 159.6, 156.1, 153.8, 150.5, 138.6, 135.8, 130.9, 129.0, 128.9, 128.3, 117.1, 109.8, 104.5, 99.7, 55.8, 55.5, 45.9, 17.8, 17.6; HRMS (ESI<sup>+</sup>, *m/z*), calcd. for C<sub>22</sub>H<sub>22</sub>ClN<sub>4</sub>O<sub>3</sub> ([*M* + *H*]<sup>+</sup>) 425.1375, found 425.1370.

## YKL-04-114<sup>1</sup>

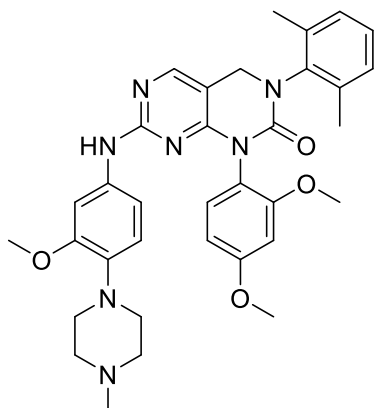

A mixture of 7-chloro-1-(2,4-dimethoxyphenyl)- 3-(2,6-dimethylphenyl)- 3,4-dihydropyrimido[4,5- d]pyrimidin-2(1*H*)-one (**4**) (10 mg, 0.024 mmol), 3-methoxy-4-(4-methylpiperazin-1-yl)aniline (7.8 mg, 0.035 mmol), and TFA (5.5 mg, 0.048 mmol) in 2-BuOH (0.5 mL) was stirred at 100 °C overnight. The reaction was cooled and concentrated. The residue was purified by prep-HPLC (MeOH/H<sub>2</sub>O 5:95 – 100:0), followed by column chromatography on silica gel (0-10% MeOH in DCM) to afford **YKL-04-114** as a white solid (8.0 mg, 56%). <sup>1</sup>H NMR (500 MHz, DMSO-*d*<sub>6</sub>) δ 9.17 (s, 1H), 8.15 (s, 1H), 7.30 – 7.09 (m, 4H), 6.98 (d, *J* = 8.7 Hz, 1H), 6.92 (s, 1H), 6.72 (d, *J* = 2.7 Hz, 1H), 6.63 (dd, *J* = 8.6, 2.7 Hz, 1H), 6.45 (d, *J* = 8.8 Hz, 1H), 4.67 (d, *J* = 14.5 Hz, 1H), 4.54 (d, *J* = 14.5 Hz, 1H), 3.86 (s, 3H), 3.67 (s, 3H), 3.63 (s, 3H), 2.98 – 2.79 (m, 4H), 2.65 – 2.51 (m, 4H), 2.29 (s, 3H), 2.26 (s, 3H), 2.23 (s, 3H); <sup>13</sup>C NMR (125 MHz, DMSO-*d*<sub>6</sub>) δ 160.7, 159.2, 157.9, 157.0, 154.4, 152.2, 151.2, 140.1, 136.3, 136.2, 135.5, 132.0, 128.9, 128.1, 119.2, 117.8, 111.1, 105.2, 104.3, 101.4, 99.8, 56.3, 55.9, 55.7, 55.2, 50.4, 46.0, 17.8, 17.6; HRMS (ESI<sup>+</sup>, *m/z*), calcd. for C<sub>34</sub>H<sub>40</sub>N<sub>7</sub>O<sub>4</sub> ([*M* + *H*]<sup>+</sup>) 610.3136, found 610.3124.

## YKL-05-093

<sup>1</sup> For compounds YKL-05-093 and YKL-04-114, it is possible that atropisomers exist due to the restricted rotation of the C-N bond between the dihydropyrimidinone core and the dimethylphenyl substituent. Crystallization of both compounds was not successful. Chiral HPLC was also attempted using several conditions, but no sign of atropisomers were observed. This suggests that even if atropisomers exist in these molecules, the rotation energy barrier of this C-N bond could possibly be lower than 20 kcal/mol or fall into the region between 20-30 kcal/mol, which would make the separation of these atropisomers nearly impossible (reference: Revealing Atropisomer Axial Chirality in Drug Discovery, Laplante, Steven R.; Edwards, Paul J.; Fader, Lee D.; Jakalian, Araz; Hucke, Oliver; *ChemMedChem*, **2011**, Vol.6(3), pp.505-513). As a result, these compounds were developed as either a single compound or as an unseparated mixture for SIK inhibition.

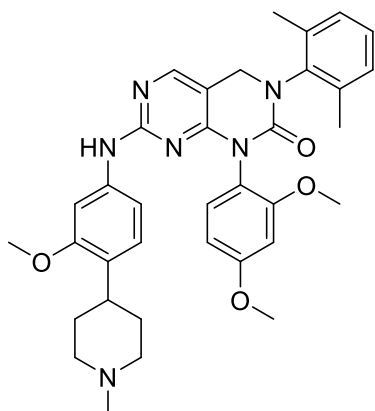

A mixture of 7-chloro-1-(2,4-dimethoxyphenyl)- 3-(2,6-dimethylphenyl)- 3,4-dihydropyrimido[4,5- d]pyrimidin-2(1*H*)-one (**4**) (100 mg, 0.24 mmol), 3-methoxy-4-(1-methylpiperidin-4-yl)aniline (78 mg, 0.35 mmol), and TFA (55 mg, 0.48 mmol) in 2-BuOH (5 mL) was stirred at 100 °C overnight. The reaction was cooled and concentrated. The residue was purified by prep-HPLC (MeOH/H<sub>2</sub>O 5:95 – 100:0), followed by column chromatography on silica gel (0-10% MeOH in DCM) to afford **YKL-05-093** as a white solid (127 mg, 89%). <sup>1</sup>H NMR (500 MHz, DMSO-*d*<sub>6</sub>) δ 9.17 (s, 1H), 8.09 (s, 1H), 7.16 – 7.05 (m, 4H), 6.95 (d, *J* = 8.4 Hz, 1H), 6.85 (s, 1H), 6.68 – 6.59 (m, 2H), 6.55 (dd, *J* = 8.6, 2.6 Hz, 1H), 4.60 (d, *J* = 15.4 Hz, 1H), 4.47 (d, *J* = 14.7 Hz, 1H), 3.78 (s, 3H), 3.60 (s, 3H), 3.54 (s, 3H), 2.83 – 2.72 (m, 2H), 2.60 (tt, *J* = 11.2, 3.7 Hz, 1H), 2.19 (s, 3H), 2.16 (s, 3H), 2.12 (s, 3H), 1.87 (td, *J* = 11.5, 2.7 Hz, 2H), 1.57 – 1.40 (m, 4H); <sup>13</sup>C NMR (125 MHz, DMSO-*d*<sub>6</sub>) δ 160.8, 159.3, 158.0, 157.0, 156.7, 154.4, 151.2, 140.1, 139.8, 136.3, 136.2, 132.0, 129.0, 128.1, 127.0, 126.0, 119.1, 111.0, 105.2, 102.3, 101.7, 99.8, 56.6, 56.3, 55.9, 55.6, 46.7, 46.0, 34.2, 32.3, 17.8, 17.6; HRMS (ESI<sup>+</sup>, *m/z*), calcd. for C<sub>35</sub>H<sub>41</sub>N<sub>6</sub>O<sub>4</sub> ([*M* + *H*]<sup>+</sup>) 609.3184, found 609.3176.

## REFERENCES

1. Brossmer R, Rohm E. [Preparation and properties of 2,6-dichloro-5-chloromethylpyrimidine]. Justus Liebigs Annalen der Chemie. 1966 Mar;692:119-33. PubMed PMID: 5974228. Darstellung und Eigenschaften von 2.6-Dichlor-5-chlormethylpyrimidin.
2. Ren PZ, G.; You, S.; Sim, T.; Gray, N. S.; Xie, Y.; Wang, X.; He, Y. Compositions and methods for FGF receptor kinases inhibitors. PCT Int Appl. 2007 29 Nov 2007;2007/136465 A2.

How the deposited data were processed for this re-analysis (not part of the article)

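RNA was measured in Ocy454 cells treated for 4 h with vehicle, 1 nM PTH or 0.5 µM YKL-05-093 after 14 days at 37 °C, in 2 libraries per condition. The replicate numbers name libraries within a condition and were not taken to pair libraries across conditions. The RT-qPCR, protein, animal and SIK2/3-deficient cell data of the paper were not analysed here.

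The authors aligned the reads with STAR to mm10/GRCm38, counted them with HTSeq v0.6.0 on Ensembl release 75, and deposited RPKM values, 1 library per column, for 39179 genes. The values are on a linear scale, without a scaling factor between libraries, and the series table and the tables of the single libraries hold the same values. How the authors took the length of each gene is not stated. Of the genes above 0, 36.0% have a recovered length equal to that of the merged exons in the GENCODE M21 annotation of GRCm38, counted 1 base short per merged exon. The recovery took this annotated length where it was a multiple of the shortest length that worked. Part of the match is therefore by construction. The same annotation was used for chromosome, position, strand, overlap and GC content. It holds 37607 of the listed identifiers (96.0%).

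The number of reads behind each RPKM was recovered from the steps between values. Within a library, the RPKM of a gene is its reads divided by its length and the library total, so the length and the totals were found for which all 6 values of each gene are whole numbers of reads. The recovered reads add up to 99.7% of the library totals. In simulated libraries, the reads of 3752 of 3788 genes were recovered exactly (99.0%), and the totals of 6 of 6 libraries to within 1 read. The recovered reads were used to model the spread, to set the floor of 3 reads and to describe depth. They do not replace the deposited values in the tests, apart from an alternative named voom. For a gene of 2000 bases, 3 reads correspond to between 0.0536 and 0.0857 RPKM, and a change in a gene at or under this floor in both groups was not detectable.

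The tests planned before the data were examined were count tests on all listed genes, and the deposited values are not counts. They were replaced by limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.1), for genes with at least 0.5 RPKM in at least 2 of the 6 libraries, with a trend of the prior variance on the mean log2 number of recovered reads and Benjamini-Hochberg adjustment within each comparison. The test, the pseudocount, the filter and the model of the spread were chosen after the deposited values had been seen. limma was first run on the deposited values with several pseudocounts, filters and models of the spread, and voom on the recovered reads, and the numbers of called genes were seen for each, with the paper's counts known. Most of the first limma runs called few genes for YKL-05-093, and the trend on recovered reads was tried after that. The setting was then picked among these by the changed genes found and the false calls in simulated libraries, so the choice was not blind to the calls. In 5 simulations of the chosen setting with 200 changed genes each, 86.8% of the changed genes were called and 4.11% of the calls were genes without a change. Without the filter, these were 59.3% and 25.5%. Some settings that had not been compared when this one was picked did as well or better, with 88.1% and 2.88% for 1 fit of all 6 libraries, and 86.8% and 3.46% for a pseudocount of 0.01. Separate fits were kept because they had been planned, although 1 fit called 173 genes for YKL-05-093 in the deposited values, against 95. The simulations gave all conditions the same spread, which the vehicle libraries do not share. With the replicate number as a block, 10.2% of the calls were genes without a change. Of the 14264 genes that passed the filter, 14261 had a value for PTH against vehicle, 14255 for YKL-05-093 against vehicle and 14252 for both. A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. Each comparison used its 4 libraries only, and the third comparison, PTH against YKL-05-093, tested the difference between the treatments without the vehicle libraries. Log2 fold changes are differences of mean log2(RPKM + 0.1), and their standard errors are those of limma after the variances were moderated.

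The shared genes were tested with a one-sided hypergeometric test for each direction. Because both treatments are compared with the same vehicle libraries, libraries without an effect of YKL-05-093 were simulated 50 times from the observed means, with 1 spread for all conditions and then with that of each condition. The genes with the largest change after PTH against 1 vehicle library were also read for YKL-05-093 against the other. Lists of CREB targets, ERK feedback genes and BMP-SMAD targets were written from general knowledge after Supplementary Table 3 had been read, and were tested with fry and camera from limma (camera with a preset correlation of 0.01), adjusted over the 9 tests of 3 lists in 3 comparisons. Of 100 simulated lists without a shift, fry called 5 and camera 2, and both called 100 of 100 shifted lists.

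Single genes are reported by a fixed rule. They are the genes the paper names in its RNA-seq results and figures, the PTH pathway genes of its text, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean of at least 50 reads and no overlap between the groups' libraries. Among the co-regulated genes, they are the 3 in each direction whose smaller change of the 2 comparisons is largest. The 8 called genes missing from Supplementary Table 3 and the genes of the 3 lists were added. Not every gene under this rule is described in the text.

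Alternatives were 1 fit of all 6 libraries, the replicate number as a block, other thresholds, other pseudocounts, other filters, TMM and median-of-ratios scaling, the removal of trends with gene length and GC content, the spread modelled on the mean value, voom on the recovered reads, and leaving out each library in turn. The trends were removed by a smooth fit of each library's log2 values on length and GC content, over the 14116 tested genes with both (99.0%). Leaving out a library leaves 1 library in a group, so these runs give values and no tests. Tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Gene ontology terms were not tested, since no table of terms was at hand.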

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

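The tests of the ERK feedback genes in this part were chosen only after their lower values with YKL-05-093 had been seen, and the genes missing from Supplementary Table 3 were counted after the calls had been made.

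A group of genes that the paper's cluster lists do not hold fell with YKL-05-093. In a list of ERK feedback genes, 9 of the 16 tested are not in Supplementary Table 3, and their median log2 fold change against vehicle was -0.87, with 9 of 9 lower (fry from limma, adjusted p = 0.00344 by Benjamini-Hochberg, and from 0.00151 to 0.042 for the whole list across its alternatives). Over the whole list, the median was -0.95 with YKL-05-093, 16 of 16 lower, and -0.08 with PTH, 9 lower and 7 higher (adjusted p = 0.0721 from fry in limma). Singly, 5 of the 16 passed an adjusted p-value of 0.05 for YKL-05-093 over all genes tested, all of them listed in Supplementary Table 3, so none of the 9 others did. Adjusted over the list alone, which is a looser correction, 15 of the 16 passed. The list was written after Supplementary Table 3 had been read, so its 7 genes from that table are not independent evidence.

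The tables argue against 3 explanations of this pattern. A length trend between the vehicle libraries would leave no difference between the treatments, but the median of the list was 0.899 higher on the log2 scale with PTH than with YKL-05-093, a comparison without vehicle libraries (adjusted p = 0.00407 from fry in limma). Scaling between libraries would move all genes alike, and under TMM scaling the median was -0.911. A response of equal size shared with PTH would leave the treatments alike, and 16 of 16 genes were lower with YKL-05-093 than with PTH. A smaller shared response in single genes stays open. Of the 16, 1 was also called lower with PTH, which was Spry1 (log2 fold change of -1.50, adjusted p = 0.00901 from limma). These values are consistent with reduced ERK signalling in cells treated with YKL-05-093, which stays a hypothesis, since it was found and tested on the same libraries. Supplementary Table 2 of the paper lists EGFR, FGFR2, MEK1 and MEK2 among the kinases whose activity the compound lowered, and Egfr, Fgfr2, Map2k1 and Map2k2 were expressed in all 6 libraries, from 4.18 RPKM for Egfr to 32.4 RPKM for Map2k2. Whether the fall runs through these kinases or through the salt-inducible kinases was not tested here. The paper reports that many genes changed by YKL-05-093 and not by PTH still responded in cells without SIK2 and SIK3. It reads SIK2/3-independent responses as likely due to other targets of the compound. The SIK2/3-deficient cells were not analysed here, so whether this holds for the list as a whole stays open.

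Of the 309 genes called in either comparison with vehicle, 8 are not in Supplementary Table 3, and all 8 were called for PTH alone. They are Bcl3, Chst8, Exd1, Sema4f and Slc35d1, which were higher, and Btla, Cdc42ep1 and Fam65b, which were lower. Their log2 fold changes for PTH ranged from -2.70 for Btla to 2.64 for Chst8, and 8 of 8 moved in the same direction after YKL-05-093 without passing there. The paper's own Supplementary Data 1 places 7 of the 8 past 2-fold and a false discovery rate of 0.05 for PTH, and Cdc42ep1 just short of 2-fold. It places 465 genes in all past these limits for PTH, against 446 listed for PTH in Supplementary Table 3, so the paper's table and list differ beyond these genes. Low depth does not account for all of them, with a mean of 22.8 reads per library for Bcl3 and 782 for Cdc42ep1. Why they are missing from the table was not tested, and no biological explanation was tested.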

How the results depend on the processing

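The tests were run on RPKM, and apart from fitting all 6 libraries together, the replicate block, leaving out genes under 300 bases, the other thresholds, the backgrounds of the overlap, leaving out the genes of Supplementary Table 3 and leaving out libraries, the alternatives and their tests were chosen only after the values had been seen. The same holds for the reported test itself, with its pseudocount, filter and model of the spread, which was picked by simulation after the calls of several settings were known. The planned count tests (the edgeR exact test, DESeq2, DESeq2 size factors in the edgeR quasi-likelihood test, and the edgeR filter on counts) were not run, because the deposited values are not counts. The reads recovered from them are whole for all 26214 genes above 0, which the recovery was set to achieve. In simulated libraries, it returned the exact reads of 99.0% of genes, so a count test on the recovered reads would be possible. Whether such a test would close the gap to the paper's counts is not known. Of the tests on recovered reads, only voom was run. The cause was not tested for any change below unless one is given.

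Counts follow as genes regulated by PTH, by YKL-05-093, co-regulated, and different between the treatments, with 272, 95, 58 and 172 as reported. With all 6 libraries in one fit, YKL-05-093 had 173 genes, 96 were co-regulated (28.7% of the PTH genes) and 102 differed, with 33 and 62 genes higher with YKL-05-093 alone and with both, and 44 and 34 lower. It called 271 of the 272 genes again for PTH and 95 of 95 for YKL-05-093. With a replicate block, there were 440, 215 and 125 genes (28.4%), with 193, 38 and 85 genes higher with PTH alone, with YKL-05-093 alone and with both, and 52 and 40 lower with YKL-05-093 alone and with both. The deviations from the group means correlated between conditions at -0.034, -0.054 and -0.049, so the replicate numbers do not pair the libraries, and the block has no basis in the design.

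Pseudocounts moved the smaller counts. With 0.01, 10 genes were higher with YKL-05-093 alone. With 1, 55 genes were regulated by YKL-05-093, 38 were co-regulated and 98 differed, 4 were higher with YKL-05-093 alone, 64, 13 and 8 were lower with PTH alone, YKL-05-093 alone and both, and 97.2% of the PTH genes had the same direction. This is by construction in part, since a pseudocount of 1 RPKM shrinks changes of low genes. Without a filter, 0 genes passed for PTH, 0 for YKL-05-093, 0 co-regulated and 0 in each of the 6 groups, with 2343 and 1734 genes at an unadjusted p-value under 0.05, and in simulated libraries the fit without a filter also did worse. With a filter at 0.1 RPKM, 57 genes were regulated by YKL-05-093 (3 higher with it alone, 8 lower with both), and the share was 15.4%.

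Removing trends with gene length and GC content gave 175 genes for YKL-05-093 and 97 co-regulated (30.9%), with 36 and 68 higher with YKL-05-093 alone and both, and 42 and 29 lower. Modelling the spread on the mean value gave 160, 6 and 5 genes (3.13%), with 0 higher with YKL-05-093 alone and 5 with both, and 53, 1 and 0 lower with PTH alone, YKL-05-093 alone and both, where the overlap of lower genes had an exact p = 1, and 96.9% of the PTH genes had the same direction. At an unadjusted p-value under 0.05, this setting had 1800 genes for PTH, 1206 for YKL-05-093 and 353 lower in both. With voom and no filter, 188 genes were higher with PTH alone and 33 lower with YKL-05-093 alone. Without the limit of 2-fold, 542 genes differed between the treatments at 1.5-fold and 1421 at any fold, which follows from the looser threshold. At an adjusted p-value under 0.01, there were 103, 17 and 12 genes (11.7%), with 56, 2 and 11 higher and 35, 3 and 1 lower with PTH alone, YKL-05-093 alone and both, which follows from the stricter one. TMM scaling, median-of-ratios scaling, a filter at 1 RPKM, voom with the filter and leaving out genes under 300 bases kept all of these counts within 1.5 times.

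Leaving out 1 library at a time, between 255 and 266 of the 272 PTH genes, 93 and 94 of the 95 YKL-05-093 genes and 57 and 58 of the 58 co-regulated genes kept their direction and a 2-fold change. The correlation of the responses across genes ranged from 0.538, without YKL-05-093 replicate 1, to 0.781, without vehicle replicate 2.

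Of the gene lists, all p-values are adjusted, from fry in limma. The ERK feedback genes were lower with YKL-05-093, and lower with it than with PTH, in each alternative run. For PTH, they passed with a replicate block (adjusted p = 0.042 from limma) and with TMM scaling (0.0203), and without the genes of Supplementary Table 3 the median changed sign (0.639). The BMP-SMAD targets for PTH did not pass with TMM scaling (0.0604) or without a filter (0.144). Without the genes of that table, 5 of them were left, the sign for PTH reversed (adjusted p = 0.298 from limma), and they passed neither for YKL-05-093 (0.357) nor between the treatments (0.132). The CREB targets then had 2 identifiers left, too few for a reading, with an adjusted p-value from limma of 0.298 for PTH and a reversed sign for YKL-05-093 (0.344). Between the treatments, the CREB targets had a median near 0 that reversed with TMM scaling (adjusted p = 0.0577 from limma).

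For the 45 genes selected by the rule for single genes, not all of which are described, with 135 log2 fold changes, other settings gave 1757 values with the same direction and call, 102 that lost a call, 20 that gained one and 5 reversed. Of the 102, most were without a filter or with the spread on the mean value. The 5 reversed are Crtc1 for YKL-05-093 (0.029, trends removed), Crtc2 for PTH (0.00042 with median-of-ratios scaling, 0.011 with trends removed), Crtc3 between the treatments (-0.0015, TMM scaling) and Gnas for YKL-05-093 (0.025, trends removed), all near 0. Leaving out 1 library kept 522 directions and reversed 18, with these ranges. For PTH, Bmf ranged from -0.059 to 0.62, Etv5 from -0.054 to 0.077, Sik2 from -0.14 to 0.45 and Crtc2 from -0.16 to 0.086. For YKL-05-093, Fam69c ranged from -0.39 to 0.29, Sik2 from -0.54 to 0.042, Crtc1 from -0.40 to 0.16, Gnas from -0.27 to 0.043 and Col1a1 from -0.11 to 0.48. Between the treatments, Pde4b ranged from -0.0061 to 0.12, Crtc3 from -0.015 to 0.047, Gnas from -0.26 to 0.088 and Thbs1 from -0.12 to 0.028. None of these 13 changes passed the thresholds as reported. The direction of each depended on which library was left out, so none of them is read as a change. The levels of the SIK, HDAC and CRTC genes in counts per read total in place of RPKM are on another scale and are not compared.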

Differences from the paper's values

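The tests in this part are those of the comparisons already reported, and the settings named as chosen after seeing the values were chosen only after the result was seen.

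The paper gives 446 genes regulated by PTH, against 272 here. Of the alternatives set before the data were examined, a fit of all 6 libraries (334), the replicate block (440), a limit of 1.5-fold (313) and the adjusted p-value alone (313) came within 1.5 times of the paper's count, and leaving out genes under 300 bases (253) and an adjusted p-value under 0.01 (103) did not. For YKL-05-093, the paper gives 257 genes against 95 here. The single fit (173) and the replicate block (215) came within 1.5 times, and the other alternatives set before the data were examined did not. For co-regulated genes, the paper gives 142 against 58 here, with 96 in the single fit and 125 with the replicate block, and the other alternatives of that kind stayed further away. The paper's share of PTH-regulated genes that were co-regulated is 32%, against 21.3% here. The single fit (28.7%), the replicate block (28.4%) and leaving out genes under 300 bases (26.1%) came within 1.5 times, and the 3 other thresholds did not.

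Of the 6 groups of regulated genes, 4 differ. The paper gives 56 genes higher with YKL-05-093 alone against 17 here, and 97 higher with both against 39 here, and of the alternatives set before the data were examined, the replicate block alone came within 1.5 times (38 and 85). It gives 59 lower with YKL-05-093 alone against 20 here, and 45 lower with both against 19 here. The single fit (44 and 34) and the replicate block (52 and 40) came within 1.5 times for both, and the other alternatives of that kind did not. The replicate numbers do not pair the libraries, so the block has no basis in the design.

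Some settings chosen after seeing the values also came within 1.5 times of the paper. With trends in gene length and GC content removed, chosen after seeing the values, 314 genes were regulated by PTH, 175 by YKL-05-093 and 97 by both (30.9%), 68 were higher with both and 42 lower with YKL-05-093 alone. With voom on the recovered reads and no filter, chosen after seeing the values, 408 genes were regulated by PTH. The share came within 1.5 times of the paper's, and no more than that, with TMM scaling (22.1%), median-of-ratios scaling (22.3%) and a filter at 1 RPKM (22.9%), all chosen after seeing the values. Of all settings run, only the replicate block came within 1.5 times of each of the paper's counts, and in simulated libraries 10.2% of its calls were genes without a change.

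The log2 fold changes of 18 comparisons of genes named here were set beside the paper's Supplementary Data 1, and 4 differ by more than the spread between replicates. They are Fam69c for PTH (2.88 in the paper, 2.45 here), Klhl30 for PTH (-2.07 in the paper, -1.95 here), and Tnfsf11 for PTH (5.25 in the paper, 4.82 here) and for YKL-05-093 (3.23 in the paper, 2.82 here). Neither the fit of all 6 libraries nor the replicate block, both set before the data were examined, changes a log2 fold change, so neither closed the gap. The scale used here adds 0.1 RPKM to each value and shrinks the changes of genes with low values. With a pseudocount of 0.01, chosen after seeing the values, the 4 were 2.87, -2.07, 5.17 and 3.13, and with voom on the recovered reads, also chosen after seeing the values, they were 2.84, -2.08, 5.21 and 3.17. Voom without a filter, chosen after seeing the values, gave 2.85 for Fam69c, -2.08 for Klhl30 and 3.16 for Tnfsf11 with YKL-05-093. Each of these values lies within the spread between replicates of the paper's value.

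The paper places Hdac4 and Fzd5 among the genes changed by both treatments and Bmf among those raised by YKL-05-093 alone. Here, the changes with YKL-05-093 did not pass for Hdac4 (log2 fold changes of 1.09 and 1.18 for its 2 identifiers, adjusted p = 0.14 and 0.117 from limma with the method of Benjamini and Hochberg), Fzd5 (-1.57, adjusted p = 0.0583 from limma) and Bmf (1.48, adjusted p = 0.0616 from limma). All of them passed in the single fit (adjusted p = 0.0439 and 0.0356 for Hdac4, 0.0154 for Fzd5 and 0.0231 for Bmf, from limma) and with the replicate block, both set before the data were examined, and Fzd5 and Bmf passed with genes under 300 bases left out (0.0476 for both). Of the settings chosen after seeing the values, the removal of trends with gene length and GC content passed the identifier of Hdac4 that it covers, Fzd5 and Bmf (adjusted p = 0.023, 0.00448 and 0.00319 from limma), voom passed Fzd5 and Bmf, voom without a filter passed these and the other identifier of Hdac4 (adjusted p = 0.0469 from limma), and TMM and median-of-ratios scaling passed Bmf. Over all alternatives, the adjusted p-values ranged from 0.000238 to 0.489 for Hdac4, from 9.55e-08 to 0.345 for Fzd5 and from 3.78e-07 to 0.337 for Bmf, from limma.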

Other observations

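Of the tests below, those of the depth of the vehicle libraries and of the CREB targets against either vehicle library were chosen before their result was seen, and the other tests only after it.

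The 2 vehicle libraries differ more than the 2 libraries of either treatment. Across the tested genes, the log2 ratio of vehicle replicate 1 to 2 rose with gene length (Spearman's rho of 0.527, across genes, which are not independent replicates), while rho was 0.0177 within PTH and -0.178 within YKL-05-093. The median ratio was 0.37 over the 5327 genes above 4000 bases and -0.32 over the 2690 genes under 1000 bases. The lower depth of vehicle replicate 1 does not account for this, since among the 3504 genes with at least 1000 reads in all 6 libraries, the median absolute log2 difference was still 0.330, against 0.0765 for PTH and 0.0612 for YKL-05-093. Against the mean of the treated libraries, rho with length was 0.444 for vehicle replicate 1 and -0.189 for vehicle replicate 2, so replicate 1 lies further from the treated libraries. A trend of this kind may come from RNA integrity or library preparation, and neither was tested. The libraries come from 1 condition, so no biological explanation was tested.

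Fewer genes passed against vehicle than the spread within the treated groups would allow. When each library's trends with gene length and GC content were removed, 175 genes passed for YKL-05-093 in place of 95, and 314 for PTH in place of 272, while 157 in place of 172 passed between the treatments, a comparison without vehicle libraries. Of the genes called before, 92 of 95, 252 of 272 and 152 of 172 were called again. These counts are consistent with a loss of calls to the vehicle libraries' length trend.

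Genes under 300 bases were higher after PTH. The 1130 such genes had a median log2 fold change of 0.46 for PTH against vehicle, and the other 13134 genes -0.04. For YKL-05-093 it was 0.11. With PTH, 20 short genes were called higher, and with YKL-05-093 1. Against vehicle replicate 1 and 2 alone, the median for PTH was 0.54 and 0.34. A difference between libraries in the recovery of short RNAs stays open, since the same genes differed by 0.249 between the YKL-05-093 replicates, by -0.09 between the PTH replicates and by 0.00 between the vehicle replicates. With 2 libraries per condition, an effect of PTH and a difference in recovery cannot be told apart for these genes.

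In the list of CREB targets, 17 of 18 identifiers were higher after PTH, with a median log2 fold change of 1.34, and 16 of 18 after YKL-05-093, with a median of 1.51 (fry from limma, adjusted p = 0.00173 and 0.00349 by Benjamini-Hochberg). Of the 18, 16 are in Supplementary Table 3, so the list is not independent evidence. Pde4d is present under 2 identifiers. Singly, 10 passed for PTH and 9 for YKL-05-093 over all genes tested, and 15 and 15 adjusted over the list alone. The rise did not rest on 1 of the shared vehicle libraries, since the smallest median with either treatment against either vehicle library was 1.29. The 16 listed identifiers were called by the paper against these same libraries, so the test cannot exclude the vehicle libraries as a part of the rise. The treatments did not differ over the list (median difference of 0.0015, adjusted p = 0.482 from fry in limma), but 12 of 18 identifiers differed singly, in both directions, among them Nr4a3, higher with YKL-05-093 (-2.06 for PTH against YKL-05-093), and Cited1, higher with PTH (2.39).

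The BMP-SMAD targets had a median of -1.09 after YKL-05-093, 12 of 14 lower, and -0.22 after PTH, 10 of 14 lower (adjusted p = 0.0067 and 0.00708 from fry in limma). They were lower with YKL-05-093 than with PTH by a median of 0.65, in 13 of 14 genes (adjusted p = 0.0067 from fry in limma). Singly, 4 passed for YKL-05-093 and 0 for PTH over all genes tested, 10 and 3 adjusted over the list alone, and 10 and 6 had an unadjusted p-value under 0.05. Of the 14, 9 are in Supplementary Table 3, and no explanation was tested for this list. With camera and its preset correlation, the calls of the 9 list tests were the same as with fry.

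The shared vehicle libraries were weighed as an explanation of the overlap between the 2 sets of regulated genes. Among the 272 genes with the largest change after PTH against 1 vehicle library, at least 80 moved by more than 2-fold in the same direction after YKL-05-093 against the other vehicle library, and at most 1 in the other direction. No library is shared in this test, and it argues against the shared vehicle libraries as the whole cause. Genes called for PTH alone may have responded to YKL-05-093 below the thresholds, since 93.0% of these 214 genes moved in the direction of their PTH response after YKL-05-093, and 125 did so by more than 1.5-fold. In the simulations with YKL-05-093 unchanged and the spread of each condition, at most 79.1% of the genes called for PTH did so, of which there were between 11 and 168. The simulations drew each gene alone and left out the length trend of the vehicle libraries, so these simulated shares may be too low. An effect of YKL-05-093 smaller than that of PTH on these genes is in line with these shares, and it stays a hypothesis, since it was found on the same libraries.

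Other genes of the PTH pathway are given as values. Mef2c went from 45.8 RPKM in vehicle to 16.5 after PTH (log2 fold change of -1.43, adjusted p = 0.029 from limma) and 29.3 after YKL-05-093 (-0.61, adjusted p = 0.538). Sik1 passed with YKL-05-093 (1.49, adjusted p = 0.0318 from limma) and not with PTH (0.81, adjusted p = 0.121). Sik2, Sik3, Hdac5, Crtc1, Crtc2, Crtc3, Pth1r, Gnas and Col1a1 did not pass against vehicle with either treatment. Exons of Ppp2r1b overlap Sik2, exons of Myl3 overlap Pth1r, and exons of Gm20721 and Nespos overlap Gnas, on the opposite strand. The Gnas values rest on between 99 and 204 reads per library. Pth1r was lower with PTH than with YKL-05-093 by a log2 difference of -0.88 (adjusted p = 2.06e-06 from limma), short of 2-fold. Also short of 2-fold, Hdac5 was lower with PTH than with YKL-05-093 (-0.77, adjusted p = 9.49e-07 from limma). Sik2 (0.41, adjusted p = 0.0301) and Crtc2 (0.32, adjusted p = 0.0426) were higher with PTH by less than 2-fold. Sik3, Crtc1, Crtc3, Gnas and Col1a1 did not differ between the treatments at an adjusted p-value under 0.05. Bglap rose with PTH (1.58, adjusted p = 0.0283 from limma) and by 0.41 with YKL-05-093 (adjusted p = 0.796).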
